# Prenatal and progressive coenzyme Q_10_ administration to mitigate muscle dysfunction in mitochondrial disease

**DOI:** 10.1002/jcsm.13574

**Published:** 2024-10-02

**Authors:** Juan Diego Hernández‐Camacho, Cristina Vicente‐García, Lorena Ardila‐García, Ana Padilla‐Campos, Guillermo López‐Lluch, Carlos Santos‐Ocaña, Peter S. Zammit, Jaime J. Carvajal, Plácido Navas, Daniel J.M. Fernández‐Ayala

**Keywords:** ageing, coenzyme Q, development, mitochondria, satellite cell, skeletal muscle

## Abstract

**Background:**

*ADCK* genes encode aarF domain‐containing mitochondrial kinases involved in coenzyme Q (CoQ) biosynthesis and regulation. Haploinsufficiency of ADCK2 in humans leads to adult‐onset physical incapacity with reduced mitochondrial CoQ levels in skeletal muscle, resulting in mitochondrial myopathy and alterations in fatty acid β‐oxidation. The sole current treatment for CoQ deficiencies is oral administration of CoQ_10_, which causes only partial recovery with postnatal treatment, underscoring the importance of early diagnosis for successful intervention.

**Methods:**

We used *Adck2* heterozygous mice to examine the influence of this gene on muscle structure, function and regeneration throughout development, growth and ageing. This investigation involved techniques including immunohistochemistry, analysis of CoQ levels, mitochondrial respiratory content, muscle transcriptome analysis and functional tests.

**Results:**

We demonstrated that *Adck2* heterozygous mice exhibit defects from embryonic development, particularly in skeletal muscle (1102 genes deregulated). *Adck2* heterozygous embryos were 7% smaller in size and displayed signs of delayed development. Prenatal administration of CoQ_10_ could mitigate these embryonic defects. Heterozygous *Adck2* mice also showed a decrease in myogenic cell differentiation, with more severe consequences in ‘aged’ mice (41.63% smaller) (*P* < 0.01). Consequently, heterozygous *Adck2* mice displayed accelerated muscle wasting associated with ageing in muscle structure (*P* < 0.05), muscle function (less grip strength capacity) (*P* < 0.001) and muscle mitochondrial respiration (*P* < 0.001). Furthermore, progressive CoQ_10_ administration conferred protective effects on mitochondrial function (*P* < 0.0001) and skeletal muscle (*P* < 0.05).

**Conclusions:**

Our work uncovered novel aspects of CoQ deficiencies, revealing defects during embryonic development in mammals for the first time. Additionally, we identified the gradual establishment and progression of the deleterious *Adck2* mouse phenotype. Importantly, CoQ_10_ supplementation demonstrated a protective effect when initiated during development.

## Introduction

Mitochondria are metabolic hubs and signalling platforms. They produce the bulk of adenosine triphosphate (ATP) by oxidative phosphorylation (OXPHOS) and are also essential for reactive oxygen species (ROS) production, signalling, cell death and inflammation.^1^, ^2^, ^3^ The OXPHOS system is formed by the electron transport chain (ETC) and the phosphorylation system, which comprises the integral membrane ATP synthase. The ETC includes four macromolecular complexes (I, II, III and IV) and mobile electron carriers as coenzyme Q (CoQ) and cytochrome *c* (Cyt *c*).^4^ CoQ is a lipid molecule found in all cell membranes and is conserved from proteobacteria to humans. CoQ is composed of a redox‐active fully substituted benzoquinone ring and a polyisoprenoid chain that maintains the molecule embedded into the lipidic bilayer.^5^ CoQ continuously goes through oxidation–reduction cycles, rotating between its oxidized (CoQ or ubiquinone) and reduced (CoQH_2_ or ubiquinol) forms.^6^ The canonical mitochondrial function of CoQ is electron transport in the ETC. CoQ carries electrons from complexes I (CI) and II (CII) to complex III (CIII), helping to create the electrochemical gradient that enables ATP synthesis by the ATP synthase (CV).^7^, ^8^ However, CoQ presents other crucial functions such as a structural component of CI and CIII.^9^, ^10^, ^11^ CoQ is also involved in the de novo synthesis of pyrimidines, β‐oxidation of fatty acids and branched‐chain amino acid oxidation, metabolism of proline and arginine, and detoxification of sulphide.^12^, ^13^, ^14^, ^15^

CoQ is mainly produced in the mitochondria by a group of nuclear‐encoded proteins (CoQ proteins), but the head and tail precursors are synthesized in the endoplasmic reticulum and cytosol.^16^ Inside mitochondria, serial modifications carried out by the CoQ proteins convert the precursors into functional CoQ molecules.^5^ CoQ deficiency groups heterogeneous syndromes, with a wide variety of clinical manifestations involving many tissues, organs and systems.^17^ Mutations in genes involved in CoQ biosynthesis or carrying out CoQ regulation functions produce CoQ deficiency.^5^, ^18^, ^19^ Several murine models have been developed to study diseases associated with CoQ deficiency. For example, the *Pdss2* deficiency mouse model exhibits autoimmune kidney disease^20^; mice lacking *Coq7* suffer hepatic impairment of respiratory chain function^21^; the *Coq8a* (*Adck3*) null model develops a slowly progressive cerebellar ataxia^22^; and *Coq9* knockouts display encephalopathy.^23^ These models provide insight into tissue‐specific damage that occurs in CoQ deficiency.

CoQ deficiency diagnosis in humans is based on CoQ levels, CI + CIII and CII + CIII activities, NADH, Cyt *c* and succinate–Cyt *c* reductase activities.^24^ However, when damage is usually detected, symptoms cannot be totally reversed.^25^ The initial phases of the molecular damage in this syndrome remain to be determined. Treatment is based on oral CoQ administration that improves CoQ deficiency symptoms, requiring early and appropriate supplementation.^26^, ^27^, ^28^ However, there are no data on the effects of long‐term CoQ administration in this syndrome, providing a rationale for the study of longitudinal CoQ supplementation in CoQ deficiency models.

*ADCK* genes encode members of the aarF domain‐containing mitochondrial kinases, which are a family of proteins involved in CoQ biosynthesis, regulation and maintenance. Mutations in *ADCK* genes are responsible for mitochondrial disorders.^29^ ADCK3 mutations produce autosomal recessive cerebellar ataxia,^30^ and ADCK4 mutations cause steroid‐resistant nephrotic syndrome.^31^ ADCK2 haploinsufficiency in humans produces adult‐onset myopathy with CoQ deficiency, accelerated physical incapacity and defective mitochondrial lipid metabolism. A heterozygous *Adck2* knockout model is able to recapitulate this mitochondrial syndrome.^32^ Metabolic and mitochondrial deregulation found in adult *Adck2* ^*+/−*^ mice resemble the physiology of old mice,^33^ making it also an attractive model to determine the impact of natural CoQ decrease during ageing, whose functional exploration is warranted.

In this study, we specifically investigated the appearance and progression of damage found in skeletal muscle from heterozygous *Adck2* mice. We also studied the impact of prenatal and longitudinal CoQ_10_ administration on the phenotype of mutant *Adck2* ^*+/−*^ mice. Unexpectedly, we discovered that ADCK2 depletion altered skeletal muscle formation during embryonic development. These alterations could be recapitulated during satellite cell differentiation in postnatal stages, and CoQ_10_ administration ameliorated this damage. Finally, we showed the progression of the deleterious phenotype in *Adck2* ^*+/−*^ mice with ageing and improvement by prenatal CoQ_10_ supplementation. Together, our data reveal the role of ADCK2 in mitochondria from skeletal muscle during embryonic development and ageing and provide insight into how prenatal CoQ_10_ administration can improve the phenotype of *Adck2* ^*+/−*^ mice.

## Materials and methods

### Mouse model, study approval and coenzyme Q_10_ administration

The *Adck2* knockout mouse model was generated in the C57BL/6J background, as previously described.^32^ All mouse studies were approved by the Universidad Pablo de Olavide Ethics Committee and carried out in accordance with the recommendations of Spanish and European guidelines. Reduced CoQ_10_ was administered to the mice in water (0.5 mg/mL) to achieve a final mean ingestion of 33.33–50 mg/kg/day per mouse (*Figure* *S1* *A*,*B*), in accordance with doses normally used in CoQ‐deficient patients. CoQ_10_ administration was initiated in adult mice and continued in their progeny for two generations to guarantee that mice were developed under CoQ_10_ administration. This produced a significant increase in plasma and in different tissues and a change in the CoQ_9_/CoQ_10_ ratio (*Figure* *S1* *B*) (please see the Methods section of the supporting information for further details).

### Microarray analysis

Transcriptome analyses were conducted at 17 days *post‐coitum* (17 d*pc*). Homogenization of the tissues was performed in TRIzol using a FastPrep‐24 5G homogenizer in Lysing Matrix D tubes. The RNA pellet was solubilized in RNase‐free water and stored at −80°C. RNA concentration and purity were determined spectrophotometrically in a Nanodrop, and RNA integrity was verified by electrophoresis in an agarose 1% (w/v) gel (*Figure* *S1* *C*). RNA was cleaned using the RNeasy MinElute Cleanup Kit (Qiagen) according to the manufacturer's instructions, and finally, RNA concentration was quantified in a Bioanalyzer. Samples were further processed at the Genomic Unit of CABIMER. A cRNA probe was synthesized and fragmented from each RNA sample using Affymetrix/Thermo Fisher protocols and kits provided by Qiagen. Each cRNA probe was then hybridized into independent Mouse Clarion D arrays. Hybridization and scanning of the arrays were performed according to the manufacturer's procedures. Computational analysis was undertaken using the Transcriptome Analysis Console (TAC) Software (Affymetrix/Thermo Fisher). Data were prefiltered according to their absolute fold change (higher than 1.75 at a linear scale) and their corrected false discovery rate (FDR) *P* value (*P* < 0.05).^34^ Transcriptomic data have been deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database repository with the dataset identifier GSE253654.

### Skeletal muscle histology and immunochemistry

The tibialis anterior (TA) muscle was carefully dissected, embedded in Tissue‐Tek O.C.T.™ and immediately frozen in liquid nitrogen‐cooled isopentane. For fibre‐type composition, immunostaining was performed as previously described.^35^ For dystrophin immunostaining, slides were permeabilized with Triton X‐100, blocked for 1 h and incubated with primary antibodies overnight (OV). The next day, slides were washed and incubated with secondary antibodies for 2 h in darkness. Image acquisition was performed using a Stellaris Confocal Laser Scanning Microscope (10× objective), and analysis was performed with Fiji (ImageJ).^36^

### Primary satellite cell culture from mouse skeletal muscle and immunostaining

Satellite cells were isolated as previously described.^37^ Cells were fixed, washed and permeabilized with Triton X‐100/phosphate‐buffered saline (PBS). Cells were incubated with a blocking solution. Myosin heavy chain (MyHC) antibody (*Table* *S1*) was incubated OV. Cells were washed with PBS, and the secondary antibody (*Table* *S2*) was incubated for 2 h in darkness. Cells were washed with PBS and incubated with DAPI. Images were acquired on a Fluorescence Microscopy Zeiss Axio Imager M2 (10× objective). MyHC area and differentiation index were calculated using a high‐throughput image analysis R script.^38^

### Assessment of in vivo skeletal muscle regeneration

Barium chloride (BaCl_2_) (50 μL of 1.2% w/v in water) was injected into the right TA of mice to produce skeletal muscle damage and induce satellite cell‐mediated muscle regeneration.^39^ Next, 14‐day post‐injection (dpi) mice were sacrificed, and the TA was carefully dissected, frozen and immunolabelled as described above. Central myonuclei quantification was performed with Fiji (ImageJ) (included in *Table* *S4*).

An additional detailed description of the materials and methods can be found in the supporting information.

### Statistics

Data were expressed as mean ± SD. Data analyses were performed with the GraphPad Prism 9.0 software. When a comparison between two groups was performed, an unpaired two‐tailed *t* test was used. When more than two groups were studied, a one‐way (one parameter studied) or two‐way analysis of variance (ANOVA) (two or more parameters studied) with Tukey's multiple comparison post hoc tests was applied. *P* values <0.05 were considered statistically significant.

## Results

### Defects in *Adck2* ^*+/−*^ mice start during embryonic development

To evaluate whether damage observed in adult heterozygous *Adck2* ^*+/−*^ mice could originate during embryonic development, we explored the transcriptomic profile of three different tissues at 17 d*pc*: the brain, liver and skeletal muscle (*Figure* *1* *A*). 

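RNA from brain, liver and limb skeletal muscle of embryos at 17 days post-coitum was measured on Affymetrix Mouse Clariom D arrays, with 1 array per sample and 3 arrays in each of 8 groups. The groups were brain, liver and muscle of untreated Adck2+/- and Adck2+/+ embryos, and muscle of Adck2+/- and Adck2+/+ embryos from mice that drank reduced CoQ10 at 0.5 mg/ml. By the paper's methods, CoQ10 was begun in adult mice and kept up over 2 generations of their offspring. The authors processed the 24 arrays in Transcriptome Analysis Console 4.0 and deposited 1 normalized signal per probe set on a log2 scale, and the name of the normalization is not given in the sources used here. The signals ran from 1.9 to 19.93, and the median of an array lay between 5.54 and 5.83. Arrays of 1 group correlated with one another across probe sets with a mean Pearson r of 0.981 to 0.994, the lowest being muscle of untreated Adck2+/- embryos, replicate 2, whose median was the highest. Array signals carry no counts, so it is the number of arrays that limits the precision.

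The deposited log2 values were compared without further normalization by limma's moderated test, with Benjamini-Hochberg adjustment over all probe sets of the array. A probe set was called at an adjusted p under 0.05 and a linear fold over 1.75, the thresholds in the paper's methods. Brain and liver were each fitted on their own 6 arrays, and the 12 muscle arrays were fitted together so that the 4 muscle groups share an estimate of the spread. Of the probe sets, 30468 carry a single gene symbol, 2282 carry several and 33206 carry none. Gene groups were read with 1 probe set per gene, the brightest over all arrays. They were tested with limma's camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays. Before the data were examined, 55 lists of genes were fixed, and 54 of them had enough measured genes to be tested.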

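In liver of Adck2+/- embryos the largest falls were in single genes of metabolism and transport, and the 5 genes that rose are known mainly from the exocrine pancreas. The 2 largest falls were in Fbp1, an enzyme of gluconeogenesis, at 9.22 ± 0.28 against 12.42 ± 0.32 in Adck2+/+ liver (log2 signal, SD, n = 3 arrays each), and in Cps1, which starts the urea cycle, at 12.88 ± 0.11 against 15.16 ± 0.13. These are log2 changes of -3.20 (standard error 0.20, adjusted p = 0.0047 from limma) and -2.28 (standard error 0.12, adjusted p = 0.0024 from limma). Slc10a1, which takes up bile acids, changed by -2.05, Pemt, which makes phosphatidylcholine, by -1.92 and the water channel Aqp8 by -1.84. The other genes among the 10 largest falls were Rdh7, Acsm1, Hsd3b3, Ces1c and Cyp2a22, with log2 changes of -1.80 to -1.96. The genes that rose were Ctrb1, a chymotrypsinogen, at 11.05 ± 0.58 against 4.76 ± 0.03 (SD, n = 3 each, log2 change 6.28, standard error 0.26, adjusted p = 0.00088 from limma), then Pnliprp1 at 2.65, the colipase gene Clps at 2.36, the carboxypeptidase gene Cpa1 at 2.13 and the lipase gene Cel at 1.10.

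In all, 89 probe sets were called in liver, 11 higher and 78 lower in Adck2+/- embryos, and those with a single symbol name 64 genes, 5 higher and 59 lower. Of 21 genes of fatty acid beta-oxidation, 1 was lower, the fatty acid transporter gene Cd36 at -0.86, and none was higher, while 6 were lower when adjusted over the list alone. Of 20 hepatocyte marker genes none passed over all probe sets and 3 were lower when adjusted over the list alone. Of 11 neutrophil genes, Ltf at -1.41 and Mmp8 at -1.11 were lower, and 7 were lower when adjusted over the list alone. These 3 lists passed camera with the preset correlation, and none did with an estimated correlation (adjusted p = 0.32 for beta-oxidation, 0.41 for the hepatocyte markers and 0.32 for the neutrophil genes).

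In brain, limma called no probe set, with a smallest adjusted p of 0.121 and, at any fold, 3468 probe sets at an unadjusted p under 0.05. The unpaired test in the paper's statistics section gave 0 probe sets in brain after Benjamini-Hochberg adjustment, and 133 at an unadjusted p. A fit of all 24 arrays called 45 probe sets in brain, and leaving out Adck2+/+ replicate 2 called 8. Of 25 cell cycle genes in brain none passed, with a median log2 change of 0.50, nor did any of 29 extracellular matrix genes, with a median of -0.53. When adjusted over the list alone, 16 of the cell cycle genes were higher and 3 of the matrix genes lower. Both lists passed camera with the preset correlation, but with an estimated correlation the adjusted p was 0.37 for the first and 0.63 for the second. Markers of fibroblasts, hepatocytes and endothelial cells had medians of -0.60, -0.61 and -0.29 in the same brain arrays, with none past the test over all probe sets, 10 of 20 hepatocyte genes lower when adjusted over the list alone, and adjusted p of 0.37, 0.37 and 0.63 with an estimated correlation. The liver count rests on single arrays, since without 1 array it ran from 6 to 426, the lowest without Adck2+/- replicate 2 or 3 and the highest without Adck2+/+ replicate 2.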

Initially, no differentially expressed genes were found in the brain from embryos, whereas 255 genes were deregulated in the liver. 

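Muscle of Adck2+/- embryos held far less RNA of epidermal genes than muscle of Adck2+/+ embryos. Krtap13, a hair keratin-associated gene, was at 7.90 ± 0.66 against 18.53 ± 0.95 (log2 signal, SD, n = 3 arrays each), and Asprv1, a protease of the outer epidermis, was at 5.70 ± 0.42 against 15.43 ± 0.71. The log2 changes were -10.63 (standard error 1.61, adjusted p = 0.0033 from limma) and -9.74 (standard error 0.56, adjusted p = 2.1e-06 from limma). In values looked at afterwards, Krtap13 also changed by -1.96 in brain and -2.63 in liver. Neither passed (adjusted p of 0.36 and 0.17 from limma), and Krt1 changed by 0.02 and -0.10 there. Dmkn, Krtdap, Calm4, Krt1 and Krt10, all known from the suprabasal epidermis, changed by -9.57, -9.13, -9.20, -9.36 and -8.98, and Ly6g6c, Them5 and Kprp by -9.54, -9.12 and -8.83. The rises were smaller. The largest was in Hbb-y, an embryonic beta-like globin of the first red cells, at 12.85 ± 0.73 against 8.58 ± 0.18 (SD, n = 3 each, log2 change 4.27, standard error 0.63, adjusted p = 0.0028 from limma). It was followed by Dcx at 1.67, a microtubule protein of young neurons, and the chemokine gene Cxcl13 at 1.67. Myod1, which drives myoblasts toward muscle, rose by 1.66, Mstn, which restrains muscle growth, by 1.59, the myosin-binding protein gene Mybph by 1.55 and Vgll2, a cofactor of muscle transcription, by 1.54.

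In all, 1314 probe sets were called in muscle, 288 higher and 1026 lower in Adck2+/- embryos. Those with a single symbol name 1010 genes, 219 higher and 791 lower. Of 14 genes of myoblasts and satellite cells, 4 were higher and none was lower, and 5 were higher and 1 lower when adjusted over the list alone. Beside Myod1 these were Myog at 1.50, Cdh15 at 1.45 and Pax7 at 0.59. Of 36 sarcomere genes 6 were higher and none was lower, and 7 were higher when adjusted over the list alone. They include Tnnc1 at 1.50, Myh7 at 1.18 and Tnnt2 at 1.08, isoforms of slow or immature fibres. The median of the sarcomere list was 0.37, and its adjusted p in camera was 0.00058 with the preset correlation and 0.68 with an estimated one. For the myoblast list these were 0.026 and 0.57. Of 12 myofibre marker genes none passed, with a median of 0.28.

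Fitted on the 6 untreated muscle arrays alone, the count fell to 688, of which 89.8% were lower. Each called probe set had all 3 arrays of a genotype on the same side of all 3 of the other, as did 17.4% of all probe sets, where chance gives 10%.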

In skeletal muscle, over 1102 genes were deregulated (*Figure* *1* *A*). Some of these transcriptional changes in skeletal muscle were confirmed at the protein level (*Figure* *S1* *F*). These differences in the transcriptomic profile, such as *Gpx3* (fold change: −38.65) or *Pkp1* (fold change: −85.61) in *Adck2* ^*+/−*^ versus *Adck2* ^*+/+*^, indicate that alterations in *Adck2* ^*+/−*^ mice start during embryonic development, and such changes are tissue‐specific, with the greatest deregulation in skeletal muscle, which is the main tissue affected in adult human patients.^32^

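Gpx3 and Pkp1 were lower in muscle of Adck2+/- embryos and not in brain or liver. Gpx3 encodes a secreted glutathione peroxidase that removes hydrogen peroxide. Its log2 signal in muscle was 8.89 ± 0.53 against 13.42 ± 1.38 in Adck2+/+ embryos (SD, n = 3 arrays each), a log2 change of -4.53 (standard error 0.53, adjusted p = 0.00046 from limma) and a 23-fold lower signal. Written with a minus sign for a fall, the fold change was -39.9 without Adck2+/+ replicate 1 and -11.6 with array weights. In brain it differed by 0.15 (adjusted p = 0.98 from limma) and in liver by -0.23 (adjusted p = 0.74 from limma). Pkp1 encodes plakophilin 1, a plaque protein of desmosomes in stratified epithelia. It was at 5.93 ± 0.20 against 12.62 ± 0.94 in muscle (SD, n = 3 each), a log2 change of -6.69 (standard error 0.40, adjusted p = 2.7e-06 from limma) and a 103-fold lower signal. In brain and liver its log2 signal was near 5 in both genotypes, with changes of -0.02 and -0.01. Serpinb5, which encodes MASPIN, a serpin of epithelial cells, changed by -6.85 in muscle (standard error 0.35, adjusted p = 9.4e-07 from limma), and by 0.11 in brain and -0.05 in liver. Both Pkp1 and Serpinb5 moved with the keratinocyte marker genes, whose suprabasal list had a median log2 change of -8.41 in the same comparison.

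The difference between tissues was tested on the 18 untreated arrays, taken as independent of one another. The change with genotype differed between muscle and liver for 1181 probe sets, 305 with a higher and 876 with a lower change in muscle. Between muscle and brain it differed for 1003 probe sets, 182 higher and 821 lower in muscle, and between liver and brain for 82, 16 higher and 66 lower in liver. On the brain and liver arrays the median signal of the suprabasal keratinocyte list was 4.9 to 5.38, near the lower end of the scale. These genes could hardly fall there, so that for them the contrast restates the difference within muscle. In Adck2+/+ embryos the signals of Xist and Y-linked genes match by replicate number in the 3 tissues, so that these arrays may share a source and not be independent. All untreated Adck2+/- arrays carry Xist without a Y-linked signal, so that these signals do not bear on their source. From its lists for each tissue and from Gpx3 and Pkp1 the paper reasons that alterations in Adck2+/- mice begin before birth and depend on the tissue, with skeletal muscle the most affected.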

**Figure 1:**
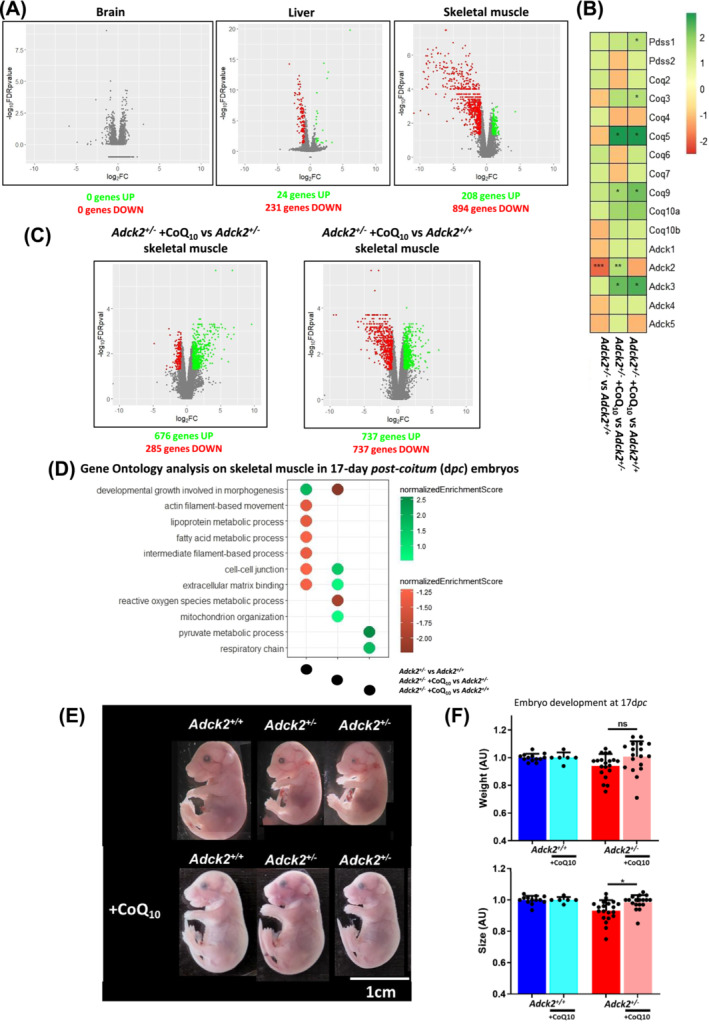
Embryonic developmental defects in heterozygous *Adck2* mice are rescued by CoQ_10_ administration. (A) Volcano plot representing the transcriptomic profile in brain, liver and skeletal muscle from 17‐day *post‐coitum* (d*pc*) embryos. Significant genes (false discovery rate [FDR] <0.05) with altered gene expression higher than 1.75‐fold are coloured in green if activated or in red if repressed. N = 3 per group. (B) CoQ pathway gene expression in skeletal muscle from embryos at 17 d*pc* on basal conditions and under CoQ_10_ prenatal administration. Activated gene expression is represented in green and repressed gene expression in red (comparisons represented: *Adck2* ^*+/−*^ vs. *Adck2* ^*+/+*^, *Adck2* ^*+/−*^ + CoQ_10_ vs. *Adck2* ^*+/−*^ and *Adck2* ^*+/−*^ + CoQ_10_ vs. *Adck2* ^*+/+*^). N = 3 per group. (C) Volcano plot representing the transcriptomic profile in skeletal muscle from *Adck2* ^*+/−*^ + CoQ_10_ versus *Adck2* ^*+/−*^ and from *Adck2* ^*+/−*^ + CoQ_10_ versus *Adck2* ^*+/+*^ of 17‐d*pc* embryos. Significant genes (FDR < 0.05) with an altered gene expression higher than 1.75‐fold are coloured in green if activated or in red if repressed. N = 3 per group. (D) Gene Ontology (GO) functional enrichment analysis on the genes differentially expressed in skeletal muscle from 17‐d*pc* embryos on basal conditions and under CoQ_10_ administration. Activated GO terms appear in green and repressed GO terms in red. N = 3 per group. (E) Representative images of *Adck2* ^*+/+*^ and *Adck2* ^*+/−*^ embryos at 17 d*pc* under with/without CoQ_10_ administration. (F) Normalized body weight of 17‐d*pc Adck2* ^*+/−*^ mutant embryos relative to *Adck2* ^*+/+*^ siblings of the same litter to reduce variability. Normalized length of embryos at 17‐d*pc Adck2* ^*+/−*^ mutant embryos relative to *Adck2* ^*+/+*^ siblings of the same litter to reduce variability (*Adck2* ^*+/+*^ N = 13; *Adck2* ^*+/+*^ + CoQ_10_ N = 6; *Adck2* ^*+/−*^ N = 20; and *Adck2* ^*+/−*^ + CoQ_10_ N = 18). ns, not significant. Data represent the mean ± SD. One‐way analysis of variance (ANOVA) test was applied. *P < 0.05, ^**^ *P* < 0.01 and ^***^ *P* < 0.001.

We also explored the transcriptomic profile in 17‐d*pc* embryos prenatally supplemented with CoQ_10_ (*Figure* *1* *B*). Specifically, the expression level of genes involved in CoQ biosynthesis and regulation was examined (*Figure* *1* *B*). As expected, the *Adck2* gene was significantly repressed in *Adck2* ^*+/−*^ embryos compared to *Adck2* ^*+/+*^. However, *Adck2* was upregulated in *Adck2* ^*+/−*^ embryos supplemented with CoQ_10_. 

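Adck2 encodes a mitochondrial kinase-like protein needed for CoQ biosynthesis, and its transcript was lower in muscle of Adck2+/- embryos, while brain and liver did not pass the test. In muscle the log2 signal was 5.33 ± 0.20 in Adck2+/- and 6.28 ± 0.06 in Adck2+/+ embryos (SD, n = 3 arrays each), a log2 change of -0.95 (standard error 0.12, adjusted p = 0.00087 from limma). In brain it was 5.39 ± 0.10 against 6.66 ± 0.09 (SD, n = 3 each), a log2 change of -1.27 (standard error 0.11, adjusted p = 0.12 from limma). In liver it was 5.52 ± 0.10 against 6.20 ± 0.07 (SD, n = 3 each), a log2 change of -0.68 (standard error 0.11, adjusted p = 0.095 from limma). In each tissue all 3 Adck2+/- arrays lay under all 3 Adck2+/+ arrays. The brain and liver values did not pass the adjusted test within their own 6 arrays and did in a fit of all 24 arrays. The files do not say which part of the gene the probe set covers.

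**Figure D1:**
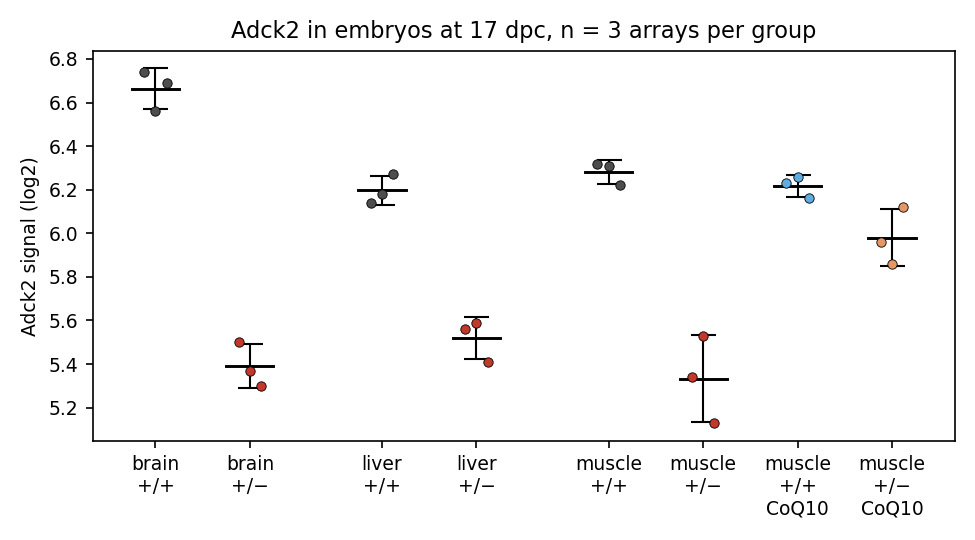
Log2 signal of Adck2 on each of the 24 arrays (vertical axis), by tissue, genotype and CoQ10 (horizontal axis), with the mean and SD of each group of 3. The Adck2+/- arrays without CoQ10 lie under the Adck2+/+ arrays of the same tissue in brain, liver and muscle.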

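With CoQ10, Adck2 in muscle of Adck2+/- embryos was higher than without it and did not pass the test against untreated Adck2+/+ embryos. The log2 signal was 5.98 ± 0.13 (SD, n = 3 arrays), a log2 change of 0.65 from untreated Adck2+/- muscle (standard error 0.12, adjusted p = 0.016 from limma). This passes the adjusted test, while the fold of 1.57 is under the threshold of 1.75. Against untreated Adck2+/+ muscle the difference was -0.30 (adjusted p = 0.20 from limma), with all 3 arrays under all 3. In Adck2+/+ muscle, CoQ10 changed Adck2 by -0.07. In fits of the 2 groups alone the rise had an adjusted p of 0.067 from limma, and it missed 0.05 without Adck2+/- replicate 3 and without CoQ10-treated Adck2+/- replicate 1 or 3, at 0.052 to 0.066.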

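Genes of several steps of CoQ biosynthesis were higher in muscle of CoQ10-treated Adck2+/- embryos than in untreated ones. Coq5, the methyltransferase that modifies the quinone ring, was at 12.89 ± 0.46 against 11.05 ± 0.70 (log2 signal, SD, n = 3 arrays each), a log2 change of 1.84 (standard error 0.41, adjusted p = 0.032 from limma). Coq8a, also called Adck3, a kinase-like protein of the CoQ complex, was at 8.89 ± 1.06 against 7.14 ± 0.26 (SD, n = 3 each), a log2 change of 1.75 (standard error 0.43, adjusted p = 0.041 from limma). Coq9, a lipid-binding protein of that complex, was at 8.76 ± 0.23 against 7.81 ± 0.26 (SD, n = 3 each), a log2 change of 0.95 (standard error 0.24, adjusted p = 0.046 from limma). Coq3, an O-methyltransferase, did not pass, with a log2 change of 0.74 (adjusted p = 0.097 from limma). In the annotation used here no probe set names Pdss1, the synthase of the isoprenoid tail, alone or among several symbols, so that it has no value. Fat cell markers rose in the same comparison, so that the higher CoQ genes are not shown to lie in muscle fibres.

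Of the 15 measured genes of the list of CoQ biosynthesis and ADCK family genes, 5 were higher and none was lower, and 7 were higher when adjusted over the list alone. The list passed camera with the preset correlation at an adjusted p of 0.00033, and not with an estimated correlation (adjusted p = 0.28). Against untreated Adck2+/+ muscle, Coq5 was higher by 1.82, Coq8a by 1.89 and Coq9 by 1.20, with adjusted p of 0.027, 0.027 and 0.016 from limma, while Coq3 at 0.85 had an adjusted p of 0.058. In Adck2+/+ embryos Coq9 was higher with CoQ10 by 1.17 and Coq10a, a CoQ-binding protein, by 1.48. The calls against untreated Adck2+/- muscle are near the threshold, since leaving out 1 of the 6 arrays took Coq5 past 0.05 in 4 cases, Coq8a in 5 and Coq9 in all 6.

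**Figure D2:**
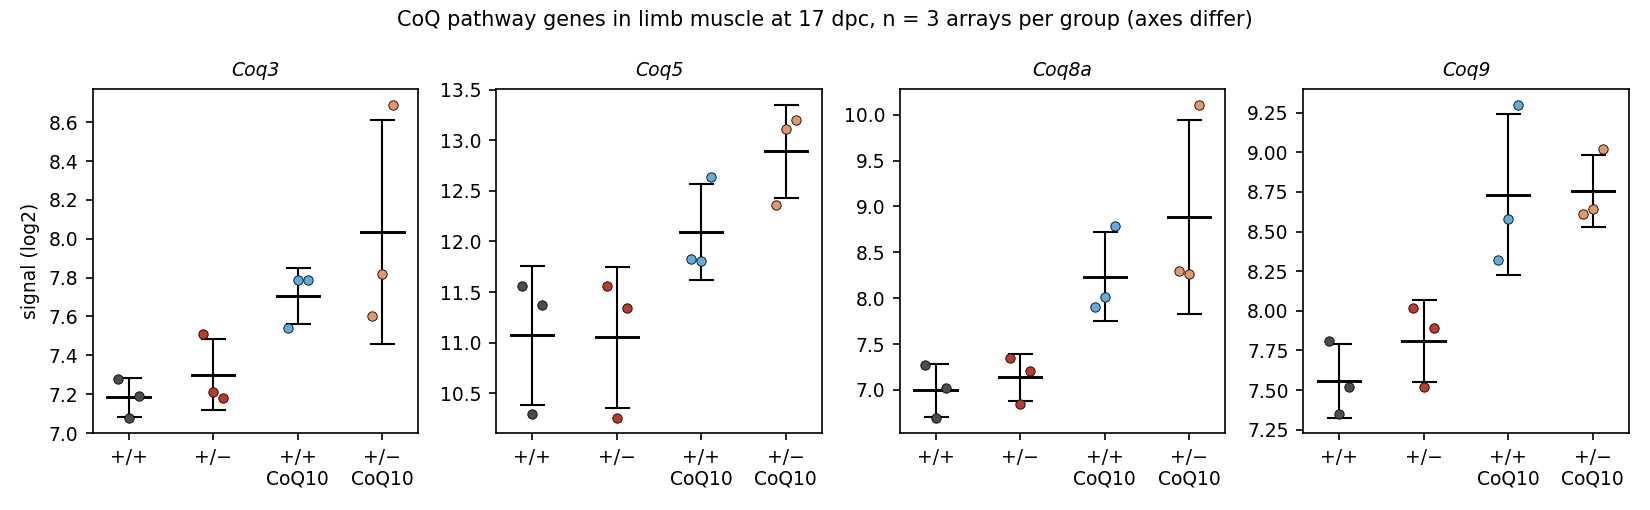
Log2 signal of Coq3, Coq5, Coq8a and Coq9 on each muscle array (vertical axis), by genotype and CoQ10 (horizontal axis), with the mean and SD of each group of 3. For Coq5, all 3 arrays of CoQ10-treated Adck2+/- muscle lie above all 3 of untreated Adck2+/- muscle, at a mean of 12.89 against 11.05.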

CoQ_10_ administration also produced upregulation of *Pdss1*, *Coq3*, *Coq5*, *Coq9* and *Adck3* in *Adck2* ^*+/−*^ embryos. These alterations in gene expression within the CoQ biosynthesis pathway were induced by prenatal and chronic CoQ_10_ administration. Next, we examined the global gene expression of *Adck2* ^*+/−*^ embryos supplemented with CoQ_10_ versus *Adck2* ^*+/−*^ non‐supplemented and *Adck2* ^*+/+*^ (*Figure* *1* *C*), observing a huge impact of CoQ_10_ on gene expression. 

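Single epidermal genes, fat cell genes and genes of fatty acid use were higher in muscle of CoQ10-treated than of untreated Adck2+/- embryos, and the embryonic globin Hbb-y was lower. As lists, the cornified envelope genes passed camera with an estimated correlation, and the fat cell, beta-oxidation, keratin and desmosome genes did not. Flg, the filament-aggregating protein of the outer epidermis, was at 16.20 ± 0.30 with CoQ10 and 6.17 ± 0.07 without (log2 signal, SD, n = 3 arrays each), a log2 change of 10.03 (standard error 0.74, adjusted p = 2e-04 from limma). Krt1 and Krt10, keratins of the suprabasal epidermis, rose by 7.59 and 7.24, and Kprp, Flg2, Hrnr, Asprv1, Calm4 and Dmkn by 5.85 to 7.05. Gpd1, the glycerol-3-phosphate dehydrogenase of fat and muscle, rose by 5.60 (standard error 1.05, adjusted p = 0.017 from limma). Hbb-y was at 8.02 ± 0.31 with CoQ10, a log2 change of -4.83 (standard error 0.63, adjusted p = 0.0037 from limma), and the linker histone gene H1f1 and the neuronal gene Dcx changed by -2.56 and -1.89.

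Of 13 genes of white and brown fat cells 10 were higher and none was lower, and 12 were higher when adjusted over the list alone. Among them were Fabp4, a fatty acid carrier, at 3.89, the adipocyte hormone gene Retn at 3.70, Pparg, which directs fat cell formation, at 3.70 and the lipase gene Pnpla2 at 3.41. The median of this list was 2.40, with an adjusted p of 5.9e-12 from camera and of 0.21 with an estimated correlation. Of 25 cell cycle genes 7 were lower and none was higher, 15 when adjusted over the list alone, with Ccne1 at -0.97 and Plk1 at -0.74 and an adjusted p of 0.30 with an estimated correlation.

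Between CoQ10-treated and untreated Adck2+/- muscle, 1626 probe sets were called, 1158 higher and 468 lower, which name 797 genes, 562 higher and 235 lower. Against untreated Adck2+/+ muscle, 1942 were called, 1037 higher and 905 lower, which name 1219 genes. In this second comparison Gpd1 rose by 6.29 and Flg by 5.15, while Krtap13 changed by -14.74, Sprr1a, a cornified envelope protein, by -6.75, and Gpx3 by -4.86. The first count fell to between 721 and 1040 without CoQ10-treated Adck2+/- replicate 1, 2 or 3, or without untreated Adck2+/- replicate 2 or 3, and the second to 1289 without CoQ10-treated replicate 2.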

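RNA of keratin genes and of desmosomal genes was lower together in muscle of Adck2+/- embryos. Of 21 keratin genes, which build the intermediate filaments of epithelia, 15 were lower and none was higher than in Adck2+/+ embryos, and 18 were lower when adjusted over the list alone. Krt77 changed by -8.31, from 15.36 ± 1.40 to 7.05 ± 0.54 (log2 signal, SD, n = 3 arrays each, standard error 0.59, adjusted p = 9.5e-06 from limma), and Krt5, the basal keratin, by -7.38, from 16.42 ± 0.40 to 9.04 ± 0.68 (SD, n = 3 each, standard error 0.32, adjusted p = 4.5e-07 from limma). Of 15 desmosomal genes 12 were lower and none was higher, and 12 were lower and 1 was higher when adjusted over the list alone. They include the cadherins Dsc1 at -8.62 and Dsg1a at -8.50, the plaque protein Dsp at -8.45 and Perp at -7.49. Of 22 genes of tight and adherens junctions 10 were lower and 2 higher, 12 lower and 3 higher when adjusted over the list alone, with Cdh1, the epithelial cadherin, at -5.29 and the tight junction gene Cldn1 at -4.27.

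The medians were -2.52 for the keratins, -3.23 for the desmosomal genes and -0.56 for the junction genes, with adjusted p of 2.7e-32, 1.2e-27 and 1.6e-08 from camera. With an estimated correlation they were 0.017, 0.04 and 0.12, so that the first and the second list pass and the third does not. Of 9 genes of the muscle's own intermediate filaments and nuclear lamina, such as Des and Vim, none was lower and 1 was higher, Nes at 1.16, a filament protein of muscle precursors, and 2 were higher when adjusted over the list alone. The median of that list was 0.26.

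Marker genes of skin moved with the keratin and desmosomal genes. Of 10 basal keratinocyte markers 8 were lower, 9 when adjusted over the list alone, of 14 suprabasal markers 13 and 13, of 20 genes of the cornified envelope 17 and 17, and none was higher. The medians were -1.57, -8.41 and -4.81, with adjusted p of 0.021, 0.026 and 0.0064 with an estimated correlation in camera. Mast cell markers, 6 of 7 lower and all 7 when adjusted over the list alone, had a median of -2.22, with Hdc at -2.59 and Cpa3 at -2.22, and fibroblast markers, 5 of 13 lower, or 9 lower and 1 higher when adjusted over the list alone, had a median of -0.38, with the dermal factor Twist2 at -3.54. Their adjusted p with an estimated correlation were 0.033 and 0.017. The suprabasal list shares Krt1, Krt2, Krt10, Krt77, Dsg1a and Dsc1 with the keratin and desmosome lists.

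**Figure D3:**
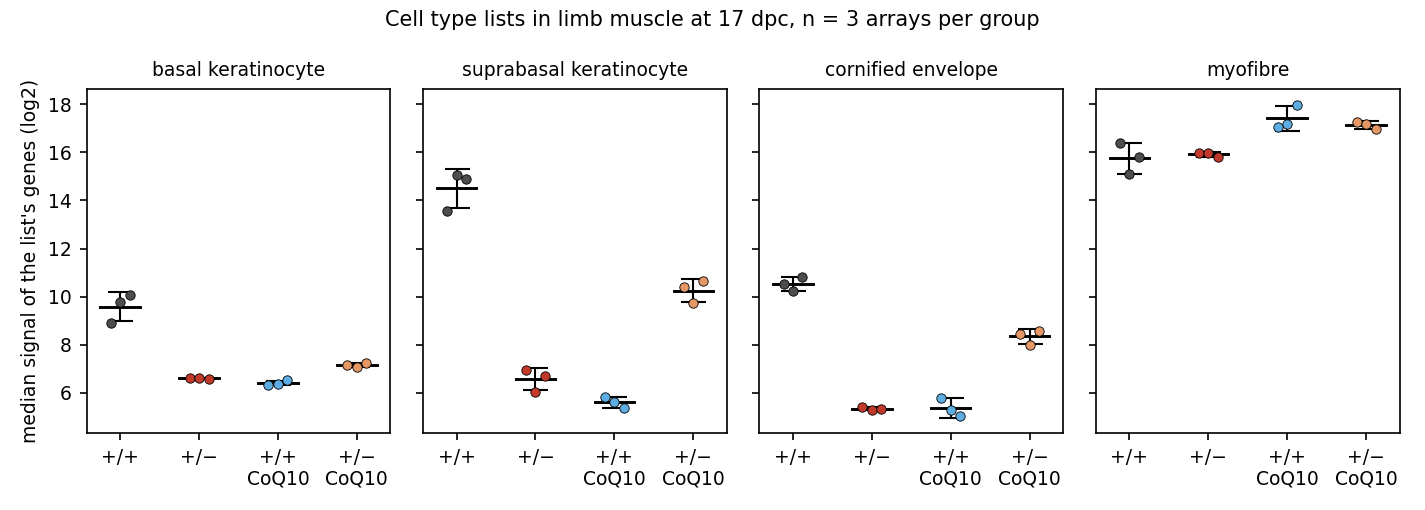
Median log2 signal of the marker genes of myofibres, basal keratinocytes, suprabasal keratinocytes and the cornified envelope on each of the 12 muscle arrays (vertical axis), by genotype and CoQ10 (horizontal axis). The suprabasal markers lie between 13.56 and 15.04 in untreated Adck2+/+ muscle, between 9.73 and 10.65 in CoQ10-treated Adck2+/- muscle and between 5.38 and 6.94 in the other groups.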

In agreement, gene ontologies (GOs) related to skeletal muscle formation and structure, such as ‘intermediate filament‐based process’ or ‘cell–cell junction’, were repressed in *Adck2* ^*+/−*^ embryos (*Figure* *1* *D*). When CoQ_10_ was administered to mutant embryos, expression of these GO terms was recovered to control levels, and new pathways involved in metabolism, including ‘mitochondrion organization’ or ‘pyruvate metabolic process’, were upregulated (*Figure* *1* *D*). 

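With CoQ10, some desmosomal and keratin genes in muscle of Adck2+/- embryos were higher than in untreated Adck2+/- muscle, and most of them were lower than in Adck2+/+ muscle. Most of the 21 genes of fatty acid beta-oxidation were higher than in both, by the counts below. Dsc1 was at 10.19 ± 0.43 (log2 signal, SD, n = 3 arrays), a log2 change of 4.39 from untreated Adck2+/- muscle (standard error 0.38, adjusted p = 0.00042 from limma) and of -4.23 from Adck2+/+ muscle (standard error 0.38, adjusted p = 0.00027 from limma). Of the 15 desmosomal genes 6 were higher than in untreated Adck2+/- muscle, and 12 were lower than in Adck2+/+ muscle. When adjusted over the list alone these were 8 and 13. Of the 21 keratins 9 were higher than in the first and 12 lower than in the second, 11 and 15 when adjusted over the list alone, where 1 was also lower than in the first, with Krt5 at 3.79 and -3.59 and Krt14, its basal partner, at 2.03 and -4.14. Of the 22 junction genes 1 was higher and 3 were lower than in untreated Adck2+/- muscle, Cdh1 at 1.65 and, among the lower, Cdh15 at -1.03 and Cdh2 at -0.61, while 10 were lower and 1 higher than in Adck2+/+ muscle. When adjusted over the list alone these were 3 higher and 4 lower, and 10 lower and 1 higher. With an estimated correlation in camera, the desmosome and keratin lists passed neither against untreated Adck2+/- muscle (adjusted p = 0.28 and 0.19) nor against Adck2+/+ muscle (adjusted p = 0.19 for both). The markers of the cornified envelope moved with these genes, with medians of 2.83 against untreated Adck2+/- muscle and -1.65 against Adck2+/+ muscle.

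Of 21 genes of fatty acid beta-oxidation 14 were higher with CoQ10 than in untreated Adck2+/- muscle and none was lower, and 20 were higher when adjusted over the list alone. Against Adck2+/+ muscle 15 were higher and none was lower, 19 when adjusted over the list alone, with an adjusted p of 0.27 from camera with an estimated correlation. Cpt1b, which admits fatty acids to the mitochondrion of muscle, was at 12.25 ± 0.59 against 8.47 ± 0.56 (SD, n = 3 each), a log2 change of 3.77 (standard error 0.46, adjusted p = 0.0025 from limma). Acaa2, Cd36 and Acadvl rose by 2.25, 2.06 and 1.94. Of 24 genes of glycolysis and pyruvate metabolism 7 were higher and none was lower, 17 when adjusted over the list alone, among them Pgam2 at 2.11, Eno3 at 2.05 and the pyruvate dehydrogenase kinases Pdk4 at 1.94 and Pdk2 at 1.93, which hold back the entry of pyruvate into the citric acid cycle. Of 17 genes of that cycle 7 were higher, 14 when adjusted over the list alone, with Idh3a at 2.12, and of 64 nuclear genes of the respiratory chain 8, or 32 when adjusted over the list alone, with Cox7a1 at 3.08 and Cycs at 1.59, and none of either list was lower. Against Adck2+/+ muscle 22 of the 64 were higher, 53 when adjusted over the list alone.

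The medians against untreated Adck2+/- muscle were 1.32, 0.60, 0.89 and 0.46, and the 4 lists passed camera with the preset correlation. None did with an estimated correlation, where the adjusted p was 0.20, 0.20, 0.28 and 0.28. Fat cell markers rose in the same arrays.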

We also evaluated the expression levels of genes involved in apoptosis, protein turnover, mitochondrial biogenesis, dynamics and mitophagy (*Figure* *S2A*–*D*). 

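Few genes of cell death or of mitochondrial turnover passed the test between Adck2+/- and Adck2+/+ muscle. Of 35 genes of caspases and apoptosis 2 were lower and none was higher, Casp14 and Casp1, and 3 were lower when adjusted over the list alone. Casp14, the caspase of epidermal cornification, was at 4.97 ± 0.25 against 12.11 ± 0.62 (log2 signal, SD, n = 3 arrays each), a log2 change of -7.15 (standard error 0.28, adjusted p = 1.9e-07 from limma). Casp1, which activates interleukin 1 in inflammasomes, was at 5.12 ± 0.50 against 6.65 ± 0.20 (SD, n = 3 each), a log2 change of -1.52 (standard error 0.22, adjusted p = 0.0021 from limma). The median of the list was -0.03, and its adjusted p was 0.019 from camera and 0.38 with an estimated correlation. The sign of that median turns without untreated Adck2+/- replicate 2. Casp14 is also 1 of the 20 genes of the cornified envelope list, which fell in the same comparison.

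None of 21 genes of mitochondrial biogenesis, 15 of mitochondrial dynamics and 16 of mitophagy passed, at medians of 0.15, 0.12 and 0.03, and none did by limma when adjusted over the list alone. Beside Vdac1, the brightest members were Timm23, of the import of mitochondrial proteins, at a log2 change of 0.04, the protease gene Yme1l1 at -0.14 and the fission gene Dnm1l at 0.14, and the mitophagy adaptor and receptor genes Tax1bp1 at -0.36 and Phb2 at 0.28.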

Under standard conditions, *Adck2* ^*+/−*^ showed few differences; particularly significant deregulation was found in genes related to caspase‐mediated cell death (*Figure* *S2A*). However, a modest upregulation was observed following CoQ_10_ administration. 

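With CoQ10, single genes of apoptosis, mitochondrial regulation and antioxidant defence were higher in Adck2+/- muscle than without it. Casp14 was at 8.51 ± 0.35 (log2 signal, SD, n = 3 arrays), a log2 change of 3.54 (standard error 0.28, adjusted p = 0.00027 from limma), and it moved with the other genes of the cornified envelope. Casp12, a caspase of the endoplasmic reticulum, rose by 0.74 and Apaf1, the scaffold of the apoptosome, changed by -0.60, both at folds under 1.75. In the list of caspases and apoptosis these were 2 higher and 1 lower, the same when adjusted over the list alone. The list did not pass camera at the preset correlation, at an adjusted p of 0.12. Of 23 genes of defence against reactive oxygen species 3 were higher and none was lower, 5 when adjusted over the list alone, namely catalase, Cat, at 1.53, the regulator Nfe2l2 at 0.74 and the mitochondrial dismutase Sod2 at 0.70. That list had an adjusted p of 0.032 from camera and 0.42 with an estimated correlation, and its median of 0.06 changes sign without untreated Adck2+/- replicate 2 or CoQ10-treated replicate 3.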

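In muscle of Adck2+/+ embryos, genes of the sarcomere, of calcium release and of energy metabolism were higher with CoQ10 than without it, and epidermal genes were lower. Tnnc2, the troponin C of fast fibres, was at 16.77 ± 0.81 with CoQ10 and 13.13 ± 0.83 without (log2 signal, SD, n = 3 arrays each), a log2 change of 3.64 (standard error 0.43, adjusted p = 0.00038 from limma). Ckmt2, the mitochondrial creatine kinase of muscle, rose by 3.27, and Actn3, Xirp2 and Tnni2, proteins of the contractile apparatus, by 3.22, 3.03 and 2.94. Krtap13, Hrnr, Krtdap, Dmkn and Krt1 changed by -11.80, -11.05, -10.79, -10.45 and -10.23.

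Of 36 sarcomere genes 26 were higher and none was lower, 34 when adjusted over the list alone, with a median of 1.42. Of 20 genes of excitation-contraction coupling 18 were higher and none was lower, 19 when adjusted over the list alone, with a median of 1.64. Jph1, which joins the plasma membrane to the calcium store, rose by 2.43, the calcium store proteins Trdn and Casq1 by 2.27 and 2.23, and the calcium channel gene Cacna1s by 2.18. Of 64 nuclear genes of the respiratory chain 21 were higher and none was lower, 48 when adjusted over the list alone, including the muscle isoforms Cox6a2 at 2.36 and Cox8b at 1.61. Of 24 genes of glycolysis and pyruvate metabolism 11 were higher and 1 was lower, 18 and 2 when adjusted over the list alone, with Pgam2 at 2.39, Pdk2 at 2.30 and Pdk4 at 2.19. Myofibre markers rose in the same arrays, 9 of 12, or 11 when adjusted over the list alone, with a median of 1.43. These 5 lists passed camera with the preset correlation and not with an estimated one, where the adjusted p was 0.26, 0.26, 0.39, 0.39 and 0.34.

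All 3 keratinocyte lists fell, with medians of -2.02 for the basal, -9.07 for the suprabasal and -4.73 for the cornified envelope genes, of which 8 of 10, 13 of 14 and 17 of 20 were lower and none was higher. When adjusted over each list alone the same numbers were lower, and 1 basal and 1 cornified envelope gene was higher. With an estimated correlation the adjusted p was 0.079 for the basal and for the suprabasal list and 0.033 for the cornified envelope. In all, 2841 probe sets were called, 1577 higher and 1264 lower with CoQ10, which name 1704 genes, 806 higher and 898 lower.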

CoQ_10_ administration to control embryos (*Figure* *S2F*) also caused activation of metabolic and structural pathways. 

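Ttr and Apoa2, carrier proteins made mainly by the liver and yolk sac, had higher mean signals in muscle of untreated Adck2+/- embryos than of Adck2+/+ embryos, with a wide spread among arrays. Ttr, the thyroid hormone and retinol carrier, was at 7.02 ± 1.60 against 5.20 ± 0.48 (log2 signal, SD, n = 3 arrays each), a log2 change of 1.82 (standard error 0.73, adjusted p = 0.27 from limma). Apoa2, a protein of high-density lipoproteins, was at 6.80 ± 1.13 against 5.26 ± 0.12 (SD, n = 3 each), a log2 change of 1.53 (standard error 0.61, adjusted p = 0.26 from limma). With CoQ10, the change from untreated Adck2+/- muscle was -0.32 for Ttr and 0 for Apoa2, and the difference from Adck2+/+ muscle was 1.50 and 1.53. None of these passed the adjusted test. The 20 hepatocyte markers, which include both genes, had a median log2 change of 0.66 between Adck2+/- and Adck2+/+ muscle, and none of them passed either, over all probe sets or when adjusted over the list alone. Without untreated Adck2+/- replicate 1 the change in Ttr was 2.7 (adjusted p = 0.041 from limma).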

Some gene expression changes obtained from microarray studies were validated through quantitative reverse transcription polymerase chain reaction (RT‐qPCR) (*Figure* *S2G*). To assess if changes in gene expression associated with apoptosis and caspase‐mediated cell death (*Figure* *S3A*) could impact muscle during ageing, terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) staining was performed on TA muscle from old mice. A significant increase in the TUNEL‐positive cells/DAPI‐positive cells ratio was observed in *Adck2* ^*+/−*^ mice. However, this increase was not significant when CoQ_10_ was administered prenatally and longitudinally to the mice.

The gene expression changes observed could potentially affect normal embryonic development (*Figure* *1* *E*), while CoQ_10_ administration could modulate these changes. At 17 d*pc*, *Adck2* ^*+/−*^ embryos were smaller compared to control embryos (*Figure* *1* *F*), while CoQ_10_ administration increased and normalized their size (*Figure* *1* *F*).

### Haploinsufficiency of *Adck2* influences skeletal muscle structure and function through ageing

To assess if these changes detected in the transcriptomic profile from *Adck2* ^*+/−*^ embryos persist later in life, we evaluated the general appearance of the mice as they aged (*Figure* *S3B*) and measured tibial bone length to assess body development (*Figure* *S3C*). We also investigated if defects in prenatal myogenesis in *Adck2* ^*+/−*^ mice had a negative impact on skeletal muscle function/structure, which will also provide insight into CoQ_10_ disorder in human.^32^ We examined the myofibre size and composition of the TA in adult 3‐month‐old and aged 2‐year‐old mice (*Figures* *2* *A*, *S3D*,*E* and *S4A*,*B*).

**Figure 2:**
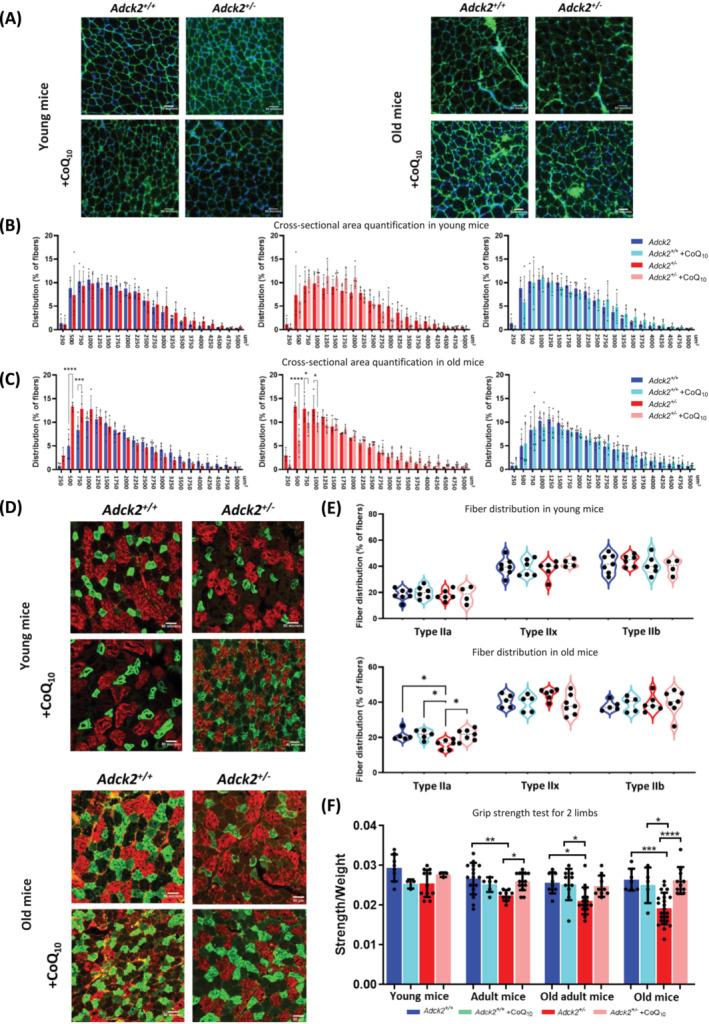
*Adck2* haploinsufficiency affects skeletal muscle structure and function during ageing. (A) Representative images of tibialis anterior (TA) muscles from young and old mice with/without CoQ_10_ administration. Dystrophin immunolabelling (green) and a nuclear DAPI counterstain (blue). Scale bar 50 μm. (B) Cross‐sectional area (CSA) quantification for the complete transversal section of TA muscle in young mice. Distribution of myofibres in relation to CSA. The *x* axis represents the area, and the *y* axis represents the percentage of the muscle myofibres in each category (*Adck2* ^*+/+*^ N = 4; *Adck2* ^*+/+*^ + CoQ_10_ N = 4; *Adck2* ^*+/−*^ N = 4; and *Adck2* ^*+/−*^ + CoQ_10_ N = 4). (C) CSA quantification for the complete transversal section of TA muscle in old mice. Distribution of myofibres in relation to CSA. The *x* axis represents the area, and the *y* axis represents the percentage of the muscle myofibres in each category (*Adck2* ^*+/+*^ N = 4; *Adck2* ^*+/+*^ + CoQ_10_ N = 4; *Adck2* ^*+/−*^ N = 4; and *Adck2* ^*+/−*^ + CoQ_10_ N = 3). (D) Representative images of TA muscles from young (upper panel) and old mice (bottom panel) with/without CoQ_10_ administration immunolabelled for Type IIa (green), IIb (red) and IIx myofibres (unlabelled). Scale bar 50 μm. (E) Myofibre composition analysis (young mice [*Adck2* ^*+/+*^ N = 7; *Adck2* ^*+/+*^ + CoQ_10_ N = 6; *Adck2* ^*+/−*^ N = 6; and *Adck2* ^*+/−*^ + CoQ_10_ N = 4]; old mice [*Adck2* ^*+/+*^ N = 5; *Adck2* ^*+/+*^ + CoQ_10_ N = 5; *Adck2* ^*+/−*^ N = 6; and *Adck2* ^*+/−*^ + CoQ_10_ N = 7]). (F) Results for grip strength test for two limbs normalized by body weight (young mice [*Adck2* ^*+/+*^ N = 8; *Adck2* ^*+/+*^ + CoQ_10_ N = 3; *Adck2* ^*+/−*^ N = 11; and *Adck2* ^*+/−*^ + CoQ_10_ N = 3]; adult mice [*Adck2* ^*+/+*^ N = 16; *Adck2* ^*+/+*^ + CoQ_10_ N = 6; *Adck2* ^*+/−*^ N = 9; and *Adck2* ^*+/−*^ + CoQ_10_ N = 15]; old adult mice [*Adck2* ^*+/+*^ N = 8; *Adck2* ^*+/+*^ + CoQ_10_ N = 10; *Adck2* ^*+/−*^ N = 15; and *Adck2* ^*+/−*^ + CoQ_10_ N = 9]; and old mice [*Adck2* ^*+/+*^ N = 7; *Adck2* ^*+/+*^ + CoQ_10_ N = 5; *Adck2* ^*+/−*^: N = 23; and *Adck2* ^*+/−*^ + CoQ_10_ N = 10]). Data represent the mean ± SD. One‐way or two‐way analysis of variance (ANOVA) test was applied. *P < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001 and ^****^ *P* < 0.0001.

First, the size of all myofibres from the entire transverse section of the TA muscle was evaluated and classified into different intervals to assess the distribution of the myofibre population (*Figures* *2* *B*,*C*, *S3D*,*E* and *S5A*,*B*). Young mice did not show any differences in myofibre cross‐sectional area (CSA) (*Figures* *2* *B* and *S3D*) or minimal Feret's diameter (*Figure* *S5A*). However, myofibres from old *Adck2* ^*+/−*^ mice showed a decrease in size associated with ageing (*Figures* *2* *C*, *S3E* and *S5B*). In contrast, older *Adck2* ^*+/−*^ mice, when administered CoQ_10_, exhibited a lower proportion of small myofibres. This suggests that progressive CoQ_10_ supplementation counteracted this defect (*Figures* *2* *C*, *S3E* and *S5B*). Regarding myofibre‐type composition (*Figures* *2* *D* and *S4C*,*D*), no differences were observed in young mice (*Figure* *2* *E*). However, old *Adck2* ^*+/−*^ mice showed a lower proportion of Type IIa myofibres compared to *Adck2* ^*+/+*^, while CoQ_10_ administration rescued this phenotype to *Adck2* ^*+/+*^ levels (*Figure* *2* *E*).

These results indicate that haploinsufficiency in *Adck2* ^*+/−*^ mice affects skeletal muscle structure and formation. Next, we examined muscle physical capacity through ageing. Physical capacity was assessed with two‐ and four‐limb grip strength tests and a weight lifting test (*Figures* *2* *F* and *S5C*,*D* and *Table* *S5*). We observed a progressive decrease in grip strength capacity associated with ageing, which was more pronounced in *Adck2* ^*+/−*^ compared to *Adck2* ^*+/+*^ mice. However, CoQ_10_ administration at each age restored the grip strength capacity to levels found in *Adck2* ^*+/+*^ of the same age. This phenotype was not attributed to changes in body mass (*Figure* *S5C*–*F*) or to body growth as assessed by tibial length (*Figure* *S3C*). In parallel, the oxidative metabolism‐dependent pathway was examined by voluntary running wheel activity over 3 days in a TSE PhenoMaster system through ageing (*Figure* *S6A*–*D*). *Adck2* ^*+/−*^ showed a greater decrease in voluntary running performance as assessed by distance recorded in the course of ageing compared to *Adck2* ^*+/+*^ mice. However, *Adck2* ^*+/−*^ supplemented with CoQ_10_ showed a smaller decrease in freely running distance (*Figure* *S6A*–*D*), reinforcing the idea that CoQ_10_ could preserve skeletal muscle health in mutant mice through ageing. In relation to muscle wasting and loss of physical capacity observed in *Adck2* ^*+/−*^ mice, we assessed mitochondrial content, dynamics and mitophagy markers but found no significant differences in relevant proteins (*Figures* *4* *E* and *S7A*,*B*). These results suggest that the muscle wasting observed in aged mice was not associated with a reduction in mitochondrial content.

### *Adck2* haploinsufficiency impacts myogenesis in young mice

To determine whether changes observed in skeletal muscle could impact myogenesis in *Adck2* ^*+/−*^ mice, we examined this process through adult resident muscle stem cells, known as satellite cells, which are essential for skeletal muscle growth, repair and remodelling. Adult muscle stem cells were isolated from the extensor digitorum longus (EDL) muscle of 3‐month‐old *Adck2* ^*+/+*^ and *Adck2* ^*+/−*^ mice in basal conditions and under CoQ_10_ administration (*Figure* *3* *A*). Cells from mice under CoQ_10_ administration in vivo were also supplemented with CoQ_10_ in vitro. Differentiation was evaluated by measuring myotube growth and MyHC area at 24 and 72 h (*Figure* *3* *B*). Myotubes from young *Adck2* ^*+/−*^ mice did not exhibit any differences in MyHC area compared to the other groups. However, CoQ_10_ significantly boosted the differentiation index in mutant myotubes at 24 h (*Figure* *3* *B*).

**Figure 3:**
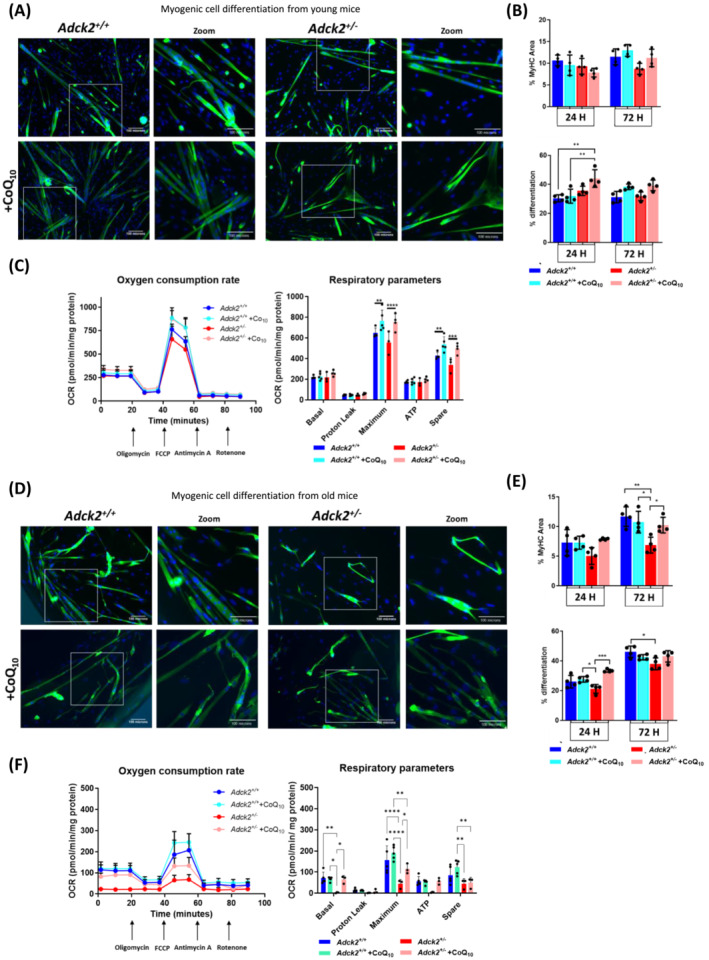
Impact of *Adck2* haploinsufficiency on myogenic differentiation of satellite cells. (A) Representative images of young mice satellite cell‐derived myotubes 72 h after induction with/without CoQ_10_ administration immunolabelled for myosin heavy chain (MyHC) (green) and nuclei counterstained with DAPI (blue). Scale bar 100 μm. (B) MyHC area and differentiation index of myotubes from young mice. (C) Oxygen consumption rate in myotubes from young mice. One representative experiment of three independent experiments is shown. (D) Representative images of old mice satellite cell‐derived myotubes 72 h after induction with/without CoQ_10_ administration immunolabelled for MyHC (green) and nuclei counterstained with DAPI (blue). Scale bar 100 μm. (E) MyHC area and differentiation index of myotubes from old mice. (F) Oxygen consumption rate in myotubes from old mice. One representative experiment of three independent experiments is shown. Respirometric assays were performed 72 h after induction of differentiation. Data represent the mean ± SD. One‐way analysis of variance (ANOVA) test was applied. *P < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001 and ^****^ *P* < 0.0001.

Given the significance of oxidative metabolism in myogenic cell differentiation, we next examined mitochondrial activity. *Adck2* ^*+/−*^ myotubes at 72 h displayed lower oxygen consumption than *Adck2* ^*+/+*^ myotubes when glucose (maximal and spare respiration) (*Figure* *3* *C*) was used as a substrate. Both *Adck2* ^*+/+*^ and *Adck2* ^*+/−*^ myotubes supplemented with CoQ_10_ showed an increase in maximum oxygen consumption rate in respirometry assays with glucose substrate (*Figure* *3* *C*), indicating an improvement of respiration in vitro by CoQ_10_ administration.

### *Adck2* haploinsufficiency impacts myogenesis and mitochondrial function in old mice

To investigate the effect of ageing on satellite cell differentiation, we evaluated adult muscle stem cells isolated from the EDL muscles of 2‐year‐old mice on basal conditions and under longitudinal CoQ_10_ administration (*Figure* *3* *D*). *Adck2* ^*+/−*^ cells exhibited defective myogenic differentiation, as indicated by the reduced MyHC area at 72 h (*Figure* *3* *E*). The percentage of differentiated cells, evaluated by the ratio of nuclei in cells expressing MyHC to the total nuclei, was also reduced in *Adck2* ^*+/−*^ at 72 h, indicating impaired differentiation capacity. CoQ_10_ administration increased the differentiation capacity of mutant myotubes with respect to the MyHC area (*Figure* *3* *E*).

*Adck2* ^*+/−*^ myotubes from 2‐year‐old mice showed significantly compromised basal and maximum oxygen consumption compared to *Adck2* ^*+/+*^ myotubes when glucose was used as a substrate (*Figure* *3* *F*). However, supplementation of *Adck2* ^*+/−*^ myotubes with CoQ_10_ led to increased oxygen consumption rates (*Figure* *3* *F*). In summary, *Adck2* ^*+/−*^ mice exhibited compromised postnatal myogenesis characterized by reduced mitochondrial respiration. This defective capacity of *Adck2* ^*+/−*^ mice was significantly exacerbated in older mice. Given the improvement in mitochondrial respiration associated with CoQ_10_ administration, we next evaluated CoQ_10_ impact on mitochondrial morphology in myogenic cells. We labelled the mitochondria of both WT and *Adck2* ^*+/−*^ myogenic cells, with and without CoQ_10_ administration. We found an increase in mitochondrial area, perimeter and Feret diameter, along with a decrease in circularity, suggesting that CoQ_10_ administration was associated with mitochondrial elongation in myogenic cells (*Figure* *S7C*,*D*).

### Coenzyme Q_10_ administration ameliorates the bioenergetic decline in *Adck2* ^*+/−*^ mice

Based on these results obtained in the characterization of skeletal muscle during ageing, we found that mitochondrial function in *Adck2* ^*+/−*^ mice was compromised. To gain further insight, we performed respirometry analyses in isolated skeletal muscle mitochondria using either pyruvate/malate to stimulate the Krebs cycle and CI‐directed respiration or palmitoyl‐l‐carnitine/malate to stimulate fatty acid β‐oxidation (*Figure* *4* *A*–*D*).

**Figure 4:**
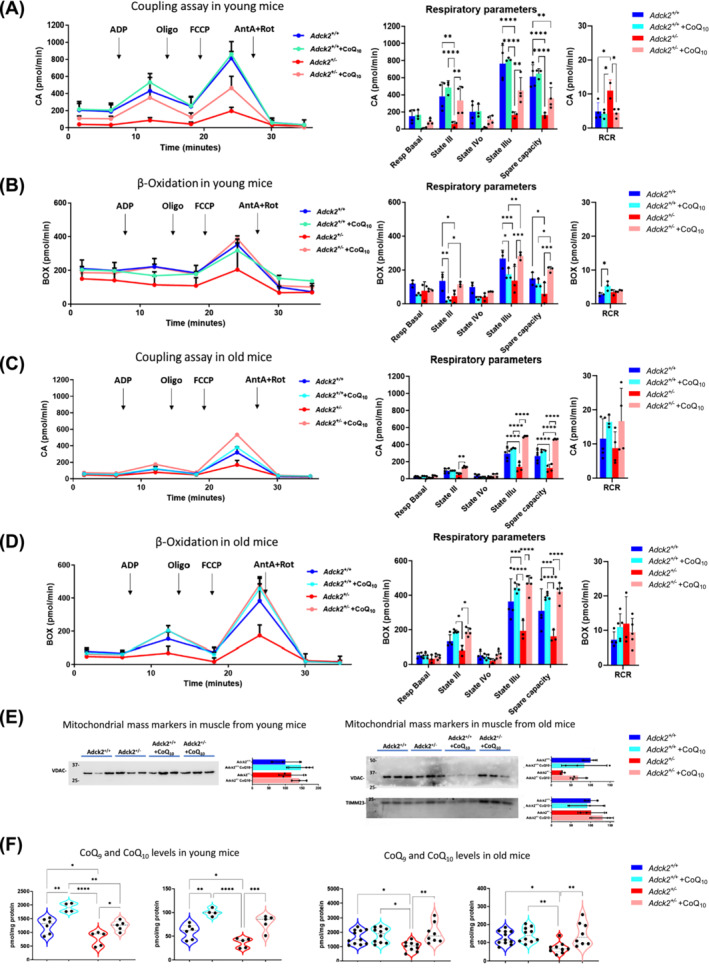
Mitochondrial bioenergetic decline in *Adck2* mice associated with ageing. (A) Coupling assay and (B) fatty acid β‐oxidation in mitochondria isolated from the skeletal muscle of young mice. For each experiment, 10 μg of mitochondrial suspension was seeded per well. One representative experiment of three independent experiments is shown. (C) Coupling assay and (D) fatty acid β‐oxidation in mitochondria isolated from the skeletal muscle of old mice. For each experiment, 10 μg of mitochondrial suspension was seeded per well. One representative experiment of three independent experiments is shown. (E) Protein markers of mitochondrial mass in skeletal muscle from young and old mice (young mice [*Adck2* ^*+/+*^ N = 3; *Adck2* ^*+/+*^ + CoQ_10_ N = 3; *Adck2* ^*+/−*^ N = 3; and *Adck2* ^*+/−*^ + CoQ_10_ N = 3]; old mice [*Adck2* ^*+/+*^ N= 3; *Adck2* ^*+/+*^ + CoQ_10_ N = 3; *Adck2* ^*+/−*^ N = 3; and *Adck2* ^*+/−*^ + CoQ_10_ N = 3]). (F) CoQ_9_ and CoQ_10_ levels in mitochondria isolated from skeletal muscle of young mice (*Adck2* ^*+/+*^ N = 6; *Adck2* ^*+/+*^ CoQ_10_ N = 4; *Adck2* ^*+/−*^ N = 5; and *Adck2* ^*+/−*^ CoQ_10_ N = 5). CoQ_9_ and CoQ_10_ levels in mitochondria isolated from skeletal muscle of old mice (*Adck2* ^*+/+*^ N = 11; *Adck2* ^*+/+*^ + CoQ_10_ N = 10; *Adck2* ^*+/−*^ N = 9; and *Adck2* ^*+/−*^ + CoQ_10_ N = 7). RCR, respiratory control ratio. Data represent the mean ± SD. One‐way analysis of variance (ANOVA) test was applied. *P < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001 and ^****^ *P* < 0.0001.

Mitochondria from young and old *Adck2* ^*+/−*^ mice had compromised oxygen consumption characterized by a lower State III and State IIIu respiration status (*Figure* *4* *A*,*C*). State III represents maximal respiration in a coupled state, while State IIIu illustrates the mitochondria's maximum respiratory capacity in an uncoupled state. Additionally, skeletal muscle mitochondria from young and old *Adck2* ^*+/−*^ mice also presented lower oxygen consumption during β‐oxidation assays (*Figure* *4* *B*,*D*), indicating compromised mitochondrial function independent of ageing and regardless of substrate. However, skeletal muscle mitochondria from *Adck2* ^*+/−*^ mice supplemented with CoQ_10_ exhibited an increase in oxygen consumption in coupling and β‐oxidation assays in young and old mice. CoQ_10_ administration induces higher substrate efficiency while activating the different bioenergetic pathways involved in mitochondrial respiration. These results are consistent with the respirometry assays conducted in myotubes ex vivo, where myotubes derived from *Adck2* ^*+/−*^ mice exhibited lower respiration, and CoQ_10_ supplementation resulted in an increase in respiration. Mitochondrial mass markers in skeletal muscle from old mice did not exhibit decreased content, suggesting that the reduction in mitochondrial respiration was not associated with a decrease in mitochondrial mass (*Figures* *4* *E* and *S7A*).

We proceeded to analyse the assembly of OXPHOS complexes to explore whether the alterations identified in mitochondrial respiration could be attributed to modifications in the structure of the complexes. The compromised mitochondrial respiration observed in *Adck2* ^*+/−*^ mice was not directly correlated with an inefficient assembly of OXPHOS complexes (*Figure* *S8A*–*E*). Instead, we tested whether changes in mitochondrial respiration detected in the skeletal muscle of *Adck2* ^*+/−*^ mice may be influenced by the mitochondrial levels of CoQ.

Indeed, when we analysed the CoQ_9_ and CoQ_10_ in isolated mitochondria from both genotypes on basal conditions and under CoQ_10_ administration (*Figures* *4* *F* and *S8F*), we found that skeletal muscle mitochondria from young *Adck2* ^*+/−*^ mice showed significantly lower levels of CoQ_9_ and CoQ_10_ in mitochondria, a reduction that was also observed in old *Adck2* ^*+/−*^ mice. CoQ_10_ administration increased mitochondrial CoQ_9_ and CoQ_10_ pools in both young and old *Adck2* ^*+/−*^ mice. Overall, *Adck2* ^*+/−*^ mice showed a decrease in mitochondrial CoQ_9_ and CoQ_10_ levels and *Adck2* expression level (*Figure* *S8G*). We hypothesize that this reduction compromised mitochondrial respiration from early life and so resulted in skeletal muscle remodelling through ageing. However, CoQ_10_ prenatal and adulthood supplementation stabilized CoQ_9_ and CoQ_10_ levels in skeletal muscle mitochondria and maintained mitochondrial function, protecting skeletal muscle from more serious deleterious effects during ageing.

### Ablation of *Adck2* hinders the muscle's ability to respond to in vivo muscle damage

Given the observed impairment in satellite cell differentiation and increased muscle wasting in *Adck2* ^*+/−*^ mice, we subjected skeletal muscle to in vivo damage. To achieve this, we injected BaCl_2_ into the TA muscle of 3‐month‐old mice to induce skeletal muscle damage. Subsequently, we evaluated the regenerative capacity at 14 dpi (*Figure* *5* *A*,*B*). The longitudinal alignment of the nuclei on the centre of the myofibre was quantified for each individual myofibre from the entire transversal section of the TA muscle (*Figure* *S9A*,*B*) as an indicator of regenerated muscle. CoQ_10_ administration tended to reduce the number of central nuclei in myofibres, which are associated with skeletal muscle regeneration (*Figure* *5* *B*). However, no differences were found between *Adck2* ^*+/−*^ and WT mice.

**Figure 5:**
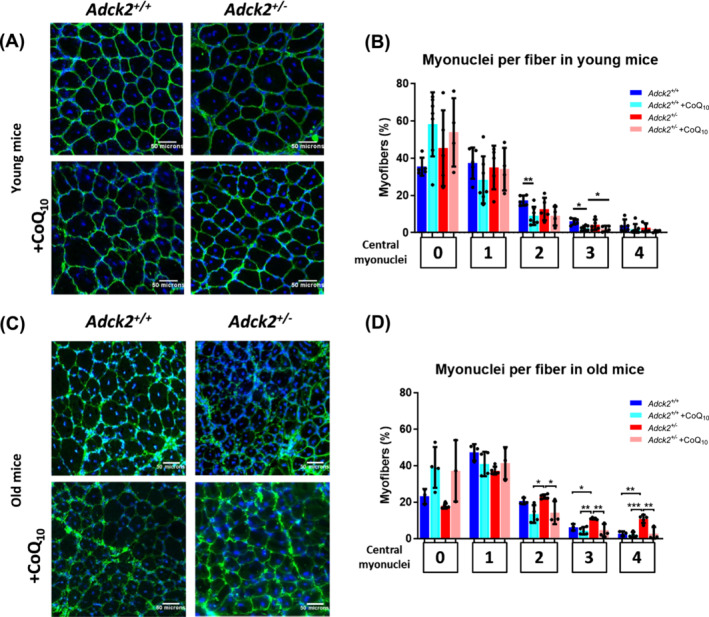
Impact of *Adck2* in skeletal muscle regeneration in young and old mice. (A) Representative images of transversal sections of tibialis anterior (TA) muscle 14 days post‐injection (dpi) in young mice with/without CoQ_10_ administration immunolabelled for dystrophin to delimit the myofibres (green) with a DAPI nuclear counterstain (blue). Scale bar 50 μm. (B) Distribution of myofibres according to the number of central myonuclei in young mice (*Adck2* ^*+/+*^ N = 5; *Adck2* ^*+/+*^ + CoQ_10_ N = 7; *Adck2* ^*+/−*^ N = 5; and *Adck2* ^*+/−*^ + CoQ_10_ N = 4). (C) Representative images of transversal sections of TA muscle 14 dpi in old mice with/without CoQ_10_ administration immunolabelled for dystrophin to delimit the myofibres (green) with a DAPI nuclear counterstain (blue). Scale bar 50 μm. (D) Distribution of myofibres according to the number of central myonuclei in old mice (*Adck2* ^*+/+*^ N = 3; *Adck2* ^*+/+*^ + CoQ_10_ N = 4; *Adck2* ^*+/−*^ N = 5; and *Adck2* ^*+/−*^ + CoQ_10_ N = 3). Data represent the mean ± SD. One‐way analysis of variance (ANOVA) test was applied. *P < 0.05, ^**^ *P* < 0.01 and ^***^ *P* < 0.001.

We also examined the skeletal muscle regeneration capacity in response to in vivo muscle damage in old mice (*Figure* *5* *C*). Again, BaCl_2_ was injected into the TA muscle to produce skeletal muscle damage. The number of central nuclei in myofibres was assessed 14 days after BaCl_2_ injection in both groups of mice supplemented with/without CoQ_10_ (*Figure* *S9B*). There was a noticeable trend towards a higher number of myofibres with zero central myonuclei in mice supplemented with CoQ_10_, suggesting a potentially enhanced defence mechanism against muscle damage induced by BaCl_2_ (*Figure* *5* *D*). However, *Adck2* ^*+/−*^ myofibres exhibited a higher proportion of myofibres with two, three and four central myonuclei, indicative of an inefficient regeneration capacity and a defective longitudinal alignment of the nuclei within the middle of the myofibres.^40^ Notably, CoQ_10_ administration resulted in a reduction in the number of central nuclei in myofibres (*Figure* *5* *D*).

## Discussion

CoQ deficiency represents a rare pathological condition characterized by a reduction in CoQ levels, classifiable as a mitochondrial disorder. This syndrome exhibits heterogeneity without a clearly defined genotype–phenotype correlation, thereby complicating both diagnosis and prognostic assessment.^17^ The diminution of CoQ can exert adverse effects on multiple organ systems, encompassing the brain (resulting in conditions such as encephalopathy, seizures or cerebellar ataxia), the heart (leading to hypertrophic cardiomyopathy), the kidneys (contributing to nephrotic syndrome) and skeletal muscles (causing myopathy).^16^ Importantly, these organs demonstrate an elevated reliance on mitochondrial OXPHOS. Ageing is a deteriorative and unstoppable functional decline that groups a progressive loss of physiological integrity, an impaired function and an increased vulnerability to disease and death.^S1^ ^,^ ^S2^ Time‐dependent accumulation of cellular damage and loss of biological fitness is considered the main cause of ageing.^S1^ In humans, ADCK2 haploinsufficiency produces an adult‐onset mitochondrial myopathy, defective fatty acid metabolism and premature physical incapacity.^32^ Adult heterozygous *Adck2* mice exhibit a premature metabolic and mitochondrial deregulation^33^ characterized by insulin resistance, impaired mitochondrial respiration in skeletal muscle, lower physical activity and reduced mitochondrial CoQ levels. Alterations found in adult *Adck2* ^*+/−*^ mice resemble the phenotype of old control mice^S3^ ^,^ ^S4^ suggesting premature ageing. Interestingly, we demonstrated here that *Adck2* ^*+/−*^ mice do not display a very pernicious phenotype until adulthood.

We were interested in when the functional decline reported in adult *Adck2* ^*+/−*^ mice starts. Here, we report that a CoQ deficiency model suffers damage during foetal development in mammals, showing the crucial importance of CoQ from the early stages of life. The defects found in mutant embryos are tissue‐specific and are directly connected with the phenotype reported in adult mice.^32^ Previously, a *Caenorhabditis elegans* strain with a deleted coq‐8 gene exhibited arrested embryo development, along with defective tissue development, coinciding with reduced CoQ biosynthesis.^S5^ In particular, certain genes associated with apoptosis or autophagy showed deregulation in the muscle of *Adck2* ^*+/−*^ murine embryos, but prenatal CoQ_10_ administration successfully reversed some of these changes. 

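Of 4 genes of apoptosis and autophagy that were lower in muscle of Adck2+/- embryos, Casp14, Casp1, Atg13 and Foxo3, only Casp14 was higher with CoQ10 than without it. Casp14 stayed lower than in Adck2+/+ muscle, with a log2 change of -3.61 (standard error 0.28, adjusted p = 0.00012 from limma). Casp1 changed by 0.58 with CoQ10 (adjusted p = 0.161 from limma) and was lower than in Adck2+/+ muscle, at -0.94 (standard error 0.22, adjusted p = 0.03 from limma). Of 32 autophagy genes 2 were lower in untreated Adck2+/- muscle and none was higher, the same when adjusted over the list alone, with a median of -0.07. Atg13, part of the complex that starts autophagy, was at 9.01 ± 0.18 against 9.68 ± 0.18 (log2 signal, SD, n = 3 arrays each, log2 change -0.66, adjusted p = 0.017 from limma), and Foxo3, a transcription factor of atrophy and autophagy genes, was at 8.40 ± 0.06 against 9.02 ± 0.27 (SD, n = 3 each, log2 change -0.61, adjusted p = 0.049 from limma), both at folds under 1.75. With CoQ10 Atg13 changed by 0.29 and Foxo3 by 0.17, neither of which passed the test, while Tfeb, a regulator of lysosomal genes, rose by 0.38 (adjusted p = 0.044 from limma) and was the only 1 of the list to do so, or none when adjusted over the list alone. With CoQ10 and against untreated Adck2+/- muscle the autophagy list had an adjusted p of 0.0038 from camera and of 0.28 with an estimated correlation.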

Together, these results reveal new potential aspects of this syndrome, suggesting the potential existence of defective embryonic development in other CoQ deficiency models.^17^ ^,^ ^S6^

We also hypothesized that CoQ deficiency models with an earlier onset of deleterious changes would suffer more severe damage during development. Oral supplementation of CoQ_10_ is the only treatment that delays the progression of these syndromes, where prompt diagnosis and early initiation of CoQ_10_ administration are crucial.^5^, ^25^ ^,^ ^S7^ Based on the positive effects previously reported from prenatal CoQ_10_ supplementation during pregnancy for embryo development and ovarian fertility^S8^ ^–^ ^S11^ and bearing in mind the defects found specifically in skeletal muscle from embryos, we decided to start a prenatal CoQ_10_ administration. Our observed alterations in the transcriptomic profile suggest a defective structural organization of the muscle and metabolic deregulation. 

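With CoQ10, part of the change with genotype in muscle was opposed, for example in the epidermal genes Krt1 and Krt10 and in Hbb-y. Of the 1314 probe sets called between Adck2+/- and Adck2+/+ muscle, 291 (22.1%) were called in the opposite direction between CoQ10-treated and untreated Adck2+/- muscle, 83 of the 288 that were higher and 208 of the 1026 that were lower. Against Adck2+/+ muscle, 724 (55.1%) were still called in the same direction with CoQ10 and 587 (44.7%) were no longer called. These 2 comparisons share the untreated Adck2+/+ arrays. In 20 simulations of unchanged groups with that sharing the correlation was 0.50 against the 0.54 measured, and the covariance was 0.0223 against 0.106. The mean number of shared calls there was 0, which is no measure for the 724, since groups without any change give few calls to share. How many of the 724 the sharing itself would give was not tested. Both opposed by CoQ10 and no longer called were 168 (12.8%). Pkp1 shows the middle course, with a change of 3.02 with CoQ10 (standard error 0.40, adjusted p = 0.0037 from limma) and of -3.67 from Adck2+/+ muscle (standard error 0.40, adjusted p = 6e-04 from limma). Gpx3 stayed low, with a change of -0.33 (adjusted p = 0.77 from limma).

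In sign alone, 1182 (90%) of the 1314 moved against the change with genotype. The 2 comparisons share the untreated Adck2+/- arrays, which alone gives a negative correlation. The correlation across probe sets was -0.56, against -0.50 in 20 simulations of unchanged groups with the same sharing, and the covariance was -0.112 against -0.0225. With CoQ10-treated Adck2+/- replicate 1 or 3 left out, the opposed share was 14.3% or 13.0%.

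CoQ10-treated Adck2+/+ muscle differed from untreated in the direction of the untreated Adck2+/- muscle. Of the 1314 probe sets 954 (72.6%) were called the same way between CoQ10-treated and untreated Adck2+/+ muscle, 99 of the 288 higher and 855 of the 1026 lower, with a covariance of 0.177 against 0.0225 simulated for the shared Adck2+/+ arrays. Those simulations hold unchanged groups, so that a feature of the untreated Adck2+/+ arrays alone could still give such shared calls. How many of the 954 the sharing itself would give was not tested. Between CoQ10-treated and untreated Adck2+/+ muscle, Gpx3 changed by -4.71 and Pkp1 by -7.06. The difference between CoQ10-treated and untreated muscle was itself unlike in the 2 genotypes for 1500 probe sets. The suprabasal keratinocyte list had a median difference of 12.8 in log2, with 13 of 14 genes higher (adjusted p = 0.021 from camera with an estimated correlation). CoQ10 cannot be told apart from breeding line here, and sex was unevenly spread over the muscle groups. Unequal skin in the dissections is a further candidate for the keratinocyte genes. These differences are therefore not shown to be effects of CoQ10.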

The transcriptomic alterations found in mutant embryos were reverted to a WT profile when CoQ_10_ was administered. Damage in mutant embryos from early development suggests that subsequent CoQ_10_ administration may only partially ameliorate the defects. These results underscore the potential benefits of prenatal CoQ_10_ administration in CoQ deficiency models during embryonic development that could alleviate human diseases associated with genetic defects in CoQ biosynthesis, including nephropathies, ataxias and myopathies.^17^ Chronic and continuous CoQ administration has been previously studied in humans, including in conditions not directly related to defects in CoQ biosynthesis or regulation^S12^ ^,^ ^S13^ or healthy population.^S14^ No negative effects were reported, confirming the safety and tolerance for CoQ. Improvements in plasma markers of oxidative stress and reductions in fatigue were reported, suggesting that chronic CoQ supplementation could be particularly beneficial for these syndromes. Specifically, chronic CoQ administration in CoQ deficiency syndrome has been examined in COQ2, COQ6 and COQ8 patients suffering from nephrotic damage.^S15^ Significant reductions in proteinuria (88% at 12 months) and better preservation of kidney function were found. Finally, a better understanding of the impact of chronic CoQ administration on mitochondria and various tissues should be pursued in murine models to ensure long‐term efficacy and optimal dosing.

Notably, *Adck2* ^*+/−*^ embryos have defective muscle formation, previously associated with a premature onset of robust muscle wasting and sarcopenia.^S16^ We demonstrate a disturbed ageing process in skeletal muscle from *Adck2* ^*+/−*^ mice, affecting metabolic and structural factors. However, manipulations that favour tissue regeneration in postmitotic myofibres may prevent or delay ageing.^S17^ Taking into account the positive preliminary effects of CoQ_10_ administration on skeletal muscle damage^S18^ ^,^ ^S19^ and the decrease in mitochondrial CoQ levels in *Adck2* ^*+/−*^ mice, we administered CoQ_10_ longitudinally to *Adck2* ^*+/−*^ mutant mice. This revealed that CoQ_10_ effectively prevented muscle wasting, fibre‐type changes and grip strength capacity decrease associated with ageing in this genotype. Indeed, old *Adck2* ^*+/−*^ mutant mice have 43% and 32% more grip strength capacity in the two‐ and four‐limb grip tests, respectively, when CoQ_10_ was longitudinally administered, this being a considerable improvement compared to the 28% and 17% that we found when CoQ_10_ was supplemented for a short time.^32^ This improvement cannot be attributed to changes in body mass, as no genotype‐related differences in body mass or tibial length were found during ageing. This represents a novel evaluation of extended and longitudinal CoQ_10_ administration throughout ageing, showcasing its positive impact on skeletal muscle capacity. The current results offer a basis for exploring the effects of CoQ_10_ administration in various skeletal muscle wasting conditions.

Taking into consideration the similarities between prenatal and postnatal myogenesis,^S20^ the recent insights of satellite cell metabolism,^S21^ ^,^ ^S22^ and the demonstration that inner mitochondrial membrane integrity controls satellite cell fate and function,^S23^ ^,^ ^S24^ we assessed satellite cell differentiation in *Adck2* ^*+/−*^ mice. At a young age, a small impairment in satellite cell differentiation was observed in *Adck2* ^*+/−*^ mice because they showed defective mitochondrial function. Metabolic pathways required for skeletal muscle regeneration are dysregulated during ageing.^S25^ Satellite cells from old *Adck2* ^*+/−*^ mice showed a more severe defect during differentiation. Ageing impairs the functions of satellite cells due to inefficient OXPHOS metabolism, altered mitochondrial shape and impaired mitophagy, likely affecting muscle regeneration.^S23^ Our results substantiate this concept by demonstrating a greater deregulation of the OXPHOS system in satellite cells differentiated from old mice. Significantly, this deregulation was ameliorated with longitudinal CoQ_10_ administration. This raises the question of whether CoQ_10_ administration could be beneficial in other satellite cell syndromes and skeletal muscle dystrophies. This is underscored by the demonstration that another OXPHOS substrate, NAD^+^, has the potential to rejuvenate and prevent satellite cell senescence in the mdx (C57BL/10ScSn‐Dmd(mdx)/J) mouse model of muscular dystrophy.^S26^

Non‐functional mitochondria impact skeletal muscle health and function.^S27^ Consistent with this, we show that mitochondria from the skeletal muscle of both young and old *Adck2* ^*+/−*^ mice have defective respiration based on glucose and fatty acid substrates. Despite finding similar mitochondrial mass, mitochondrial function was compromised in skeletal muscle from *Adck2* ^*+/−*^ mice. This difference is likely due to reduced mitochondrial quality, impaired respiratory chain complex activity and metabolic shifts observed in *Adck2* ^*+/−*^, as previously demonstrated in other muscle wasting conditions.^S28^ Defective mitochondria contribute to muscle wasting through deregulation of metabolic pathways.^S29^ We postulated that mitochondria function is defective in *Adck2* ^*+/−*^ from development, consistent with observations in mouse embryonic fibroblasts (MEFs) from this model,^32^ and this defective function could be associated with a CoQ decrease. Notwithstanding, continuous CoQ_10_ supplementation preserved mitochondrial function and safeguarded skeletal muscle from the many deleterious effects of ageing.

Finally, we disrupted skeletal muscle homeostasis by inducing muscle damage in both young and old *Adck2* ^*+/−*^ mice. Upon encountering an injury, satellite cells activate from a quiescent state, initiating a sequence where they undergo proliferation, differentiation and subsequently fusion with damaged myofibres. This process results in the generation of new myonuclei, serving to replace or repair damaged cells.^S30^ ^–^ ^S33^ New nuclei align within the central region of the myofibre during the process of myofibre regeneration.^40^ Remarkably, old *Adck2* ^*+/−*^ skeletal muscle had a higher number of internalised nuclei during regeneration, suggesting an incomplete and defective alignment in the central position of myofibres and a potential delay in regeneration. A higher quantity of internalised nuclei may be linked to the deregulation identified in cytoskeletal pathway expression observed in skeletal muscle from *Adck2* ^*+/−*^ embryos. CoQ_10_ administration reduced the number of internalised nuclei per myofibre, suggesting a normal alignment of the central nuclei. These results suggest a progressive metabolic impairment of skeletal muscle functional capacity in *Adck2* ^*+/−*^ mice, evidencing an age‐related decline. Satellite cells from *Adck2* ^*+/−*^ exhibited decreased metabolic flexibility to efficiently respond to muscle injury. These results position ADCK2 as a putative target for the study of sarcopenia and frailty.

We would like to note that for endpoint experiments, three biological replicates were included, which should be considered a potential limitation of our study. For the isolation of mitochondria from skeletal muscle, a mixture of muscles (including red, white and mixed muscles) was used, as detailed in the Methods section of the supporting information.

In conclusion, our results set forth the idea that CoQ haploinsufficiency models exhibit tissue‐specific defects from development and that these changes become exacerbated during ageing. We anticipate that characterizing these defects in other CoQ deficiency diseases will be critical to harnessing the onset and evolution of reduced CoQ levels. Prenatal and longitudinal CoQ administration may provide new opportunities to treat these disorders and even other myopathies and open further avenues of research in CoQ deficiency.

## Conflict of interest statement

The authors declare not to have any type of conflict of interest.

## Funding

This research was funded by the Instituto de Salud Carlos III (PI20/00541) co‐funded by the European Regional Development Fund ‘A way to make Europe’. This work was supported by the Spanish Ministry of Education, Culture and Sports through Fellowship FPU16/03264 to JDH‐C, an Institutional Grant CEX2020‐001088‐M (María de Maeztu Excellence Unit, Department of Gene Regulation and Morphogenesis at CABD) and PID2020‐117058GB‐I00 from the Spanish Ministry of Science and Innovation (Ministerio de Ciencia e Innovación) to JC, and ProyExcel_00153 from the Andalusian Government Junta de Andalucia (PAIDI 2020; 2021 call) to CV‐G. Relevant funding for the Zammit lab includes the Medical Research Council (MR/P023215/1 and MR/S002472/1), Friends of FSH Research and the FSHD Society (FSHD‐Fall2020‐3308289076). Funding for open access publishing: Universidad Pablo de Olavide/CBUA.

## Supporting information

**Data S1.** Supplementary References.

**Data S2.** Supplementary Methods.

**Table S1.** Primary antibodies.
**Table S2.** Secondary antibodies.
**Table S3.** Primers for qPCR.
**Table S4.** Image analysis pipeline used in Fiji.
**Table S5.** Regression lines for exercise tests.

**Figure S1.** Impact of CoQ_10_ administration in different tissues. A. CoQ_10_ oxidation rate. Reduced and oxidized forms of CoQ_10_ in water were measured by HPLC at different time points during a 9‐day period. B. CoQ_9_, CoQ_10_ levels and ratio CoQ_9_/CoQ_10_ on plasma, spleen and liver from young mice. (*Adck2* ^*+/+*^ N = 3, *Adck2* ^*+/+*^ CoQ_10_ N = 3, *Adck2* ^*+/−*^ N = 3, *Adck2* ^*+/−*^ CoQ_10_ N = 3). C. Representative RNA integrity verification by electrophoresis in an agarose 1% (w/v) gel. D. Representative Stain‐Free gel image used as loading control in Western blotting assays. E. Protein markers of mitochondrial mass and skeletal muscle structural organization in skeletal muscle from 17 d*pc* embryos. (*Adck2* ^*+/+*^ N = 3, *Adck2* ^*+/−*^ N = 3). d*pc*: days *post‐coitum*. Data represent the mean ± SD. One‐way ANOVA test was applied. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.
**Figure S2.** Impact of *Adck2* ablation on the transcriptomic profile of skeletal muscle development. A. Apoptosis pathway genes expression in skeletal muscle from embryos at 17 d*pc* with/without CoQ_10_ prenatal administration. Activated gene expression is represented in green and repressed gene expression, in red (comparisons represented: *Adck2* ^*+/−*^ *vs Adck2* ^*+/+*^, *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/−*^ and *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/+*^). N = 3 per group. B. Protein Turnover pathway genes expression in skeletal muscle from embryos at 17 d*pc* on basal conditions and with CoQ_10_ prenatal administration. Activated gene expression is represented in green and repressed gene expression, in red (comparisons represented: *Adck2* ^*+/−*^ *vs Adck2* ^*+/+*^, *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/−*^ and *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/+*^). N = 3 per group. C. Mitochondrial biogenesis pathway genes expression in skeletal muscle from embryos at 17 d*pc* with/without CoQ_10_ prenatal administration. Activated gene expression is represented in green and repressed gene expression, in red (comparisons represented: *Adck2* ^*+/−*^ *vs Adck2* ^*+/+*^, *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/−*^ and *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/+*^). N = 3 per group. D. Mitochondrial Dynamics and Mitophagy pathways genes expression in skeletal muscle from embryos at 17 d*pc* with/without CoQ_10_ prenatal administration. Activated gene expression is represented in green and repressed gene expression, in red (comparisons represented: *Adck2* ^*+/−*^ *vs Adck2* ^*+/+*^, *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/−*^ and *Adck2* ^*+/−*^ + CoQ_10_ vs *Adck2* ^*+/+*^). N = 3 per group. E. Volcano Plot representing the transcriptomic profile in skeletal muscle from *Adck2* ^+/−^ + CoQ_10_ vs *Adck2* ^+/+^ +CoQ_10_ of 17 d*pc* embryos. Significant genes (FDR < 0.05) with an altered gene expression higher than 1.75‐fold are coloured in green if activated, or in red if repressed. Gene Ontology functional Enrichment analysis on the genes differentially expressed. N = 3 per group. F. Volcano Plot representing the transcriptomic profile in skeletal muscle from *Adck2* ^+/+^ +CoQ_10_ vs *Adck2* ^+/+^ of 17 d*pc* embryos. Significant genes (FDR < 0.05) with an absolute fold change higher than 1.75‐fold are coloured in green if upregulated, or in red if repressed. Gene Ontology functional Enrichment analysis on the genes differentially expressed. N = 3 per group. G. The gene expression levels, derived from microarray studies (*Adck2* ^+/+^ N = 3, *Adck2* ^+/−^ N = 3, *Adck2* ^+/−^ + CoQ_10_ N = 3) were validated through qPCR (*Adck2* ^+/+^ N = 2, *Adck2* ^+/−^ N = 2, *Adck2*+/− + CoQ_10_  N = 5). d*pc*: days post‐coitum. Data represent the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.
**Figure S3.** Impact of *Adck2* ablation on the development and ageing and on skeletal muscle. A. Representative images of tibialis anterior (TA) muscles from old mice with/without CoQ_10_ administration. TUNEL positive cell immunolabelling (green) and a nuclear DAPI counterstain (blue). Quantification of TUNEL Staining (Ratio: TUNEL + cells/DAPI + cells). (*Adck2* ^*+/+*^ N = 4, *Adck2* ^*+/+*^ +CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 3, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). Scale bar 50 microns. B. Representative images of young (three‐month‐old) and old (two‐year‐old) mice on standard conditions and under CoQ_10_ supplementation. C. Shinbone length measurements were taken in both young and old mice. The shinbone from the left limb was used for the measurement. Scale bar 500 μm. (Young mice: *Adck2* ^*+/+*^ N = 7, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N = 5, *Adck2* ^*+/−*^ + CoQ_10_ N = 5). (Old: *Adck2* ^*+/+*^  N= 6, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N= 8, *Adck2* ^*+/−*^ + CoQ_10_ N = 9). D. Myofibers cross‐sectional area (left) and minimal Feret's diameter (right) distribution in young mice with/without CoQ_10_ administration. The x‐axis represents the area or the diameter, and the y‐axis represents the percentage of the myofibers with specific dimensions. (*Adck2* ^*+/+*^ N = 4, *Adck2* ^*+/+*^ +CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 4, *Adck2* ^*+/−*^ + CoQ_10_ N = 4).E. Myofibers cross‐sectional area (left) and minimal Feret's diameter (right) distribution in old mice with/without CoQ_10_ administration. The x‐axis represents the area or the diameter, and the y‐axis represents the percentage of the myofibers with specific dimensions. (*Adck2* ^*+/+*^ N = 4, *Adck2* ^*+/+*^ +CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 4, *Adck2* ^*+/−*^ + CoQ_10_ N = 3).
**Figure S4.** Impact of *Adck2* in skeletal muscle in young and old mice. A. Representative whole transversal muscle section used for the analysis of myofiber size in young mice with/without CoQ_10_ administration, immunolabelled for dystrophin to delimit the myofibres (green) with a DAPI nuclear counterstain (blue). B. Representative whole transversal muscle section used for the analysis of myofiber size in old mice with/without CoQ_10_ administration, immunolabelled for dystrophin to delimit the myofibres (green) with a DAPI nuclear counterstain (blue). C. Representative whole transversal muscle section used for the analysis of myofiber type in young mice with/without CoQ_10_ administration, immunolabelled for Type IIa (green), IIb (red), and IIx myofibers (unlabelled). D. Representative whole transversal muscle section used for the analysis of myofiber type in old mice with/without CoQ_10_ administration, immunolabelled for Type IIa (green), IIb (red), and IIx myofibers (unlabelled). Scale bar 500 microns.
**Figure S5.** Skeletal muscle structure and function of heterozygous *Adck2* during ageing. A. Minimal Feret's diameter quantification for the complete transversal section of TA muscle in young mice with/without CoQ_10_ administration. Distribution of myofibers in function of the size. (*Adck2* ^*+/+*^ N = 4, *Adck2* ^*+/+*^ +CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 4, *Adck2* ^*+/−*^ + CoQ_10_ N = 4). B. Minimum Feret's diameter quantification for the complete transversal section of TA muscle in old mice with/without CoQ_10_ administration. Distribution of myofibers in function of the size. (*Adck2* ^*+/+*^ N = 4, *Adck2* ^*+/+*^ +CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 4, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). C. Results for four‐limb grip strength tests through ageing with and without body weight normalization. (Young mice: *Adck2* ^*+/+*^ N = 8, *Adck2* ^*+/+*^ +CoQ_10_ N = 3, *Adck2* ^*+/−*^ N = 11, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). (Adult mice: *Adck2* ^*+/+*^ N = 16, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N = 9, *Adck2* ^*+/−*^ + CoQ_10_ N = 15). (Old adult mice: *Adck2* ^*+/+*^ N = 8, *Adck2* ^*+/+*^ +CoQ_10_ N = 10, *Adck2* ^*+/−*^ N = 15, *Adck2* ^*+/−*^ + CoQ_10_ N = 9). (Old: *Adck2* ^*+/+*^ N = 7, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N = 20, *Adck2* ^*+/−*^ + CoQ_10_ N = 9). D. Results for weight lifting tests through ageing with and without body weight normalization. (Young mice: *Adck2* ^*+/+*^ N = 8, *Adck2* ^*+/+*^ +CoQ_10_ N = 2, *Adck2* ^*+/−*^ N = 8, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). (Adult mice: *Adck2* ^*+/+*^ N = 22, *Adck2* ^*+/+*^ +CoQ_10_ N = 11, *Adck2* ^*+/−*^ N = 22, *Adck2* ^*+/−*^ + CoQ_10_ N = 23). (Old adult mice: *Adck2* ^*+/+*^ N = 23, *Adck2* ^*+/+*^ +CoQ_10_ N = 14, *Adck2* ^*+/−*^ N = 20, *Adck2* ^*+/−*^ + CoQ_10_ N = 18). (Old: *Adck2* ^*+/+*^ N = 7, *Adck2* ^*+/+*^ +CoQ_10_ N = 7, *Adck2* ^*+/−*^ N = 14, *Adck2* ^*+/−*^ + CoQ_10_ N = 6). E. Results for two‐limb grip strength tests without body weight normalization. (Young mice: *Adck2* ^*+/+*^ N = 8, *Adck2* ^*+/+*^ +CoQ_10_ N = 3, *Adck2* ^*+/−*^ N = 11, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). (Adult mice: *Adck2* ^*+/+*^ N = 16, *Adck2* ^*+/+*^ +CoQ_10_ N = 6, *Adck2* ^*+/−*^ N = 9, *Adck2* ^*+/−*^ + CoQ_10_ N = 15). (Old adult mice: *Adck2* ^*+/+*^ N = 8, *Adck2* ^*+/+*^ +CoQ_10_ N = 10, *Adck2* ^*+/−*^ N = 15, *Adck2* ^*+/−*^ + CoQ_10_ N = 9). (Old: *Adck2* ^*+/+*^ N = 7, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N = 23, *Adck2* ^*+/−*^ + CoQ_10_ N = 10). F. Body weight through ageing. (Young mice: *Adck2* ^*+/+*^ N = 10, *Adck2* ^*+/+*^ +CoQ_10_ N = 3, *Adck2* ^*+/−*^ N = 10, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). (Adult mice: *Adck2* ^*+/+*^ N = 15, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N = 9, *Adck2* ^*+/−*^ + CoQ_10_ N = 15). (Old adult mice: *Adck2* ^*+/+*^ N = 9, *Adck2* ^*+/+*^ +CoQ_10_ N = 10, *Adck2* ^*+/−*^ N = 15, *Adck2* ^*+/−*^ + CoQ_10_ N = 8). (Old: *Adck2* ^*+/+*^ N = 7, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N = 15, *Adck2* ^*+/−*^ + CoQ_10_ N = 10). Data represent the mean ± SD. One‐way ANOVA test was applied. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.
**Figure S6.** Voluntary wheel running activity of heterozygous *Adck2* during ageing. A. Voluntary wheel activity in the automated home cage phenotyping system in young mice with/without CoQ_10_ administration. (*Adck2* ^*+/+*^ N = 6, *Adck2* ^*+/+*^ +CoQ_10_ N = 6, *Adck2* ^*+/−*^ N = 6, *Adck2* ^*+/−*^ + CoQ_10_ N = 6). B. Voluntary wheel activity in the automated home cage phenotyping system in adult mice with/without CoQ_10_ administration. (*Adck2* ^*+/+*^ N = 8, *Adck2* ^*+/+*^ +CoQ_10_ N = 6, *Adck2* ^*+/−*^ N = 7, *Adck2* ^*+/−*^ + CoQ_10_ N = 5). C. Voluntary wheel activity in the automated home cage phenotyping system in old adult mice with/without CoQ_10_ administration. (*Adck2* ^*+/+*^ N = 6, *Adck2* ^*+/+*^ +CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 6, *Adck2* ^*+/−*^ + CoQ_10_ N = 5). D. Voluntary wheel activity in the automated home cage phenotyping system in old mice with/without CoQ_10_ administration. (*Adck2* ^*+/+*^ N = 4, *Adck2* ^*+/+*^ +CoQ_10_ N = 5, *Adck2* ^*+/−*^ N = 5, *Adck2* ^*+/−*^ + CoQ_10_ N = 4). Data are expressed as distance recorded in centimetres (cm). In all cases, data represent the mean ± SD. One‐way ANOVA test was applied. *p < 0.05; **p < 0.01.
**Figure S7.** Impact of *Adck2* ablation on mitochondrial content, dynamics and mitophagy. A. Protein markers of mitochondrial mass in skeletal muscle from young mice. (Young mice: *Adck2* ^*+/+*^ N = 3, *Adck2* ^*+/+*^ +CoQ_10_ N = 3, *Adck2* ^*+/−*^ N = 3, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). B. Protein markers of mitochondrial dynamics and mitophagy in skeletal muscle from young mice. (Young mice: *Adck2* ^*+/+*^ N = 3, *Adck2* ^*+/+*^ +CoQ_10_ N = 3, *Adck2* ^*+/−*^ N = 3, *Adck2* ^*+/−*^ + CoQ_10_ N = 3). C. Representative images of myogenic cells used to evaluate mitochondrial morphology. Scale bar 20 microns. D. Parameters represented area, perimeter, minimum Feret diameter and circularity. (*Adck2* ^*+/+*^ N = 12, *Adck2* ^*+/+*^ +CoQ_10_  N = 9, *Adck2* ^*+/−*^ N = 18, *Adck2* ^*+/−*^ + CoQ_10_ N = 26). Data represent the mean ± SD. One‐way ANOVA test was applied. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.
**Figure S8.** Mitochondrial bioenergetic assessment through ageing. A. 1D BN‐PAGE for CI in skeletal muscle mitochondria isolated from old mice with/without CoQ_10_ administration. B. 1D BN‐PAGE for CII in skeletal muscle mitochondria isolated from old mice with/without CoQ_10_ administration. C. 1D BN‐PAGE for CIII in skeletal muscle mitochondria isolated from old mice with/without CoQ_10_ administration. D. 1D BN‐PAGE for CIV in skeletal muscle mitochondria isolated from old mice with/without CoQ_10_ administration. E. 1D BN‐PAGE for CV in skeletal muscle mitochondria isolated from old mice with/without CoQ_10_ administration. F. CoQ_9_/CoQ_10_ ratio on skeletal muscle mitochondria from young and old mice Data represent the mean ± SD (Young mice: *Adck2* ^*+/+*^ N = 6, *Adck2* ^*+/+*^ CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 5, *Adck2* ^*+/−*^ CoQ_10_ N = 5). (Old mice: *Adck2* ^*+/+*^ N = 11, *Adck2* ^*+/+*^ CoQ_10_ = 10, *Adck2* ^*+/−*^ N = 9, *Adck2* ^*+/−*^ CoQ_10_ N = 7). G. *Adck2* expression levels in skeletal muscle from young and old mice. (Young mice: *Adck2* ^*+/+*^ N = 3, *Adck2* ^*+/+*^ CoQ_10_ N = 3, *Adck2* ^*+/−*^ N = 3, *Adck2* ^*+/−*^ CoQ_10_ N = 3). (Old mice: *Adck2* ^*+/+*^ N = 3, *Adck2* ^*+/+*^ CoQ_10_ N = 4, *Adck2* ^*+/−*^ N = 4, *Adck2* ^*+/−*^ CoQ_10_ N = 3). 1D BN‐PAGE (Mono‐dimensional blue native polyacrylamide gel electrophoresis). Data represent the mean ± SD. One‐way ANOVA test was applied. *p < 0.05; **p < 0.01.
**Figure S9.** The effect of *Adck2* on skeletal muscle regeneration in young and old mice. A. Representative whole transversal muscle section used for the analysis of skeletal muscle regeneration 14 dpi in young mice with/without CoQ_10_ administration, immunolabelled for dystrophin to delimit the myofibres (green) with a DAPI nuclear counterstain (blue). The yellow box represents the section included in the main figure. B. Representative whole transversal muscle section used for the analysis of skeletal muscle regeneration 14 dpi in young mice with/without CoQ_10_ administration, immunolabelled for dystrophin to delimit the myofibres (green) with a DAPI nuclear counterstain (blue). Scale bar 500 microns. The yellow box represents the section included in the main figure.

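The panel covers ubiquitin ligases, the proteasome, calpains and growth signalling, the systems that break down and build muscle protein. Of 37 genes of ubiquitin ligases, proteasome and calpains, 2 were higher and 2 lower in untreated Adck2+/- than in Adck2+/+ muscle, the same when adjusted over the list alone. Capn1, a calcium-activated protease, was at 10.86 ± 0.35 against 12.18 ± 0.26 (log2 signal, SD, n = 3 arrays each), a log2 change of -1.32 (standard error 0.18, adjusted p = 0.0018 from limma). Traf6, a ubiquitin ligase of inflammatory signalling, was at 8.62 ± 0.15 against 9.65 ± 0.44 (SD, n = 3 each), a log2 change of -1.04 (standard error 0.18, adjusted p = 0.010 from limma). The proteasome subunits Psma5 and Psmc3 were higher by 0.48 and 0.46. With CoQ10 and against untreated Adck2+/- muscle, Psmc3 changed by -0.46 and another subunit, Psmd4, by -0.42, and no member was higher, or 1 higher and 4 lower when adjusted over the list alone. Neither comparison of this list passed camera, at adjusted p of 0.067 and 0.20. Of 18 genes of protein synthesis and growth signalling, 1 was higher in untreated Adck2+/- muscle, the myostatin gene, and 1 was lower with CoQ10, the myostatin antagonist Fst at -0.66. When adjusted over the list alone these were 1 higher, and 3 higher and 1 lower.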

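The panel covers regulators and markers of mitochondrial mass. With CoQ10, Ppargc1a and Ppara, which switch on mitochondrial and fatty acid genes, were higher in Adck2+/- muscle, in arrays in which fat cell markers also rose. Ppargc1a was at 10.68 ± 0.42 against 8.79 ± 0.21 without CoQ10 (log2 signal, SD, n = 3 arrays each), a log2 change of 1.89 (standard error 0.33, adjusted p = 0.013 from limma), and Ppara at 8.49 ± 0.74 against 6.66 ± 0.16 (SD, n = 3 each), a log2 change of 1.84 (standard error 0.30, adjusted p = 0.0092 from limma). They were the 2 of 21 genes that passed, 4 when adjusted over the list alone, and the median was 0.05. Its sign turns without CoQ10-treated replicate 3, and the adjusted p of the list was 0.018 from camera and 0.42 with an estimated correlation. Against Adck2+/+ muscle 5 were higher, 8 when adjusted over the list alone, among them Ppargc1a at 2.21, Ppara at 1.87 and the coactivator gene Ppargc1b at 1.51. Between untreated Adck2+/- and Adck2+/+ muscle, Tfam, which packages and copies mitochondrial DNA, differed by 0.20 (adjusted p = 0.36 from limma) and the outer membrane channel gene Vdac1 by -0.13 (adjusted p = 0.77 from limma).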

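The panel covers fusion and fission of mitochondria and their removal by mitophagy. With CoQ10, Mfn2, which fuses outer membranes, was at 11.34 ± 0.12 against 9.85 ± 0.35 in untreated Adck2+/- muscle (log2 signal, SD, n = 3 arrays each), a log2 change of 1.49 (standard error 0.29, adjusted p = 0.019 from limma). Rhot1, which ties mitochondria to microtubule motors, rose by 0.48. These were the 2 of 15 genes of dynamics that passed, 3 when adjusted over the list alone, and none was lower. Of 16 mitophagy genes, Nipsnap2 rose by 1.09 and Nipsnap1 changed by -0.54, from 7.36 ± 0.08 to 6.81 ± 0.05 (SD, n = 3 each, standard error 0.10, adjusted p = 0.014 from limma). Both encode matrix proteins that mark damaged mitochondria, and the same 1 higher and 1 lower stand when adjusted over the list alone. Nipsnap1 also changed with CoQ10 in Adck2+/+ muscle, by -0.49, and between the untreated genotypes it differed by 0.24 (adjusted p = 0.27 from limma). The dynamics list had an adjusted p of 0.0058 from camera and of 0.28 with an estimated correlation, and the mitophagy list did not pass (adjusted p = 0.085). The fall of Nipsnap1 had a fold of 1.46, under the threshold of 1.75.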

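Between CoQ10-treated Adck2+/- and CoQ10-treated Adck2+/+ muscle, nearly all called genes were higher in Adck2+/- embryos, and most of the largest rises belong to the epidermis. Hrnr, a protein of the cornified layer, was at 17.10 ± 0.47 against 7.54 ± 3.26 (log2 signal, SD, n = 3 arrays each), a log2 change of 9.56 (standard error 1.13, adjusted p = 0.004 from limma). Krt1, Flg, Krt10 and Krtdap were higher by 8.47, 8.33, 8.26 and 7.25, and Asprv1, Dmkn and Flg2 by 6.5 to 6.77. The 4 genes that were lower are the microRNA genes Mir495 at -1.74 and Mir376b at -1.15, the peptidase gene Ufsp1 at -0.85 and Pxn, which encodes the focal adhesion protein paxillin, at -0.83.

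Of 20 cornified envelope genes 13 were higher, 15 when adjusted over the list alone, with a median of 2.85, and of 14 suprabasal keratinocyte genes 10, or 13 when adjusted over the list alone, with a median of 4.33. Of 15 desmosomal genes 6 were higher, 11 when adjusted over the list alone, such as the plaque protein Dsp at 5.85. No gene of these lists was lower. With an estimated correlation in camera the adjusted p was 0.0063 for the cornified envelope, 0.058 for the suprabasal and 0.12 for the desmosomal genes. None of 21 genes of beta-oxidation and none of 64 of the respiratory chain passed by limma, also when adjusted over the list alone. In all, 98 probe sets were called, 91 higher and 7 lower, which name 87 genes, 83 higher and 4 lower. The count was 193 in fits of the 2 groups alone, and 56 or 61 without CoQ10-treated Adck2+/+ replicate 2 or Adck2+/- replicate 3.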

# Supplementary material for: Prenatal and progressive coenzyme Q10 administration to mitigate muscle dysfunction in mitochondrial disease
**Source:** J Cachexia Sarcopenia Muscle. 2024 Oct 2;15(6):2402–16. doi: 10.1002/jcsm.13574
**Supplement:** Supplementary file 1 — Data S1. Supplementary References.

**Supplemental References**

**Title:** Prenatal and progressive Coenzyme Q_10_ administration to mitigate muscle dysfunction in mitochondrial disease.

Juan Diego Hernández-Camacho^1,2*^, Cristina Vicente-García^1^, Lorena Ardila-García^1^, Ana Padilla-Campos^1^, Guillermo López-Lluch^1,2^, Carlos Santos-Ocaña^1,2^, Peter S. Zammit^3^, Jaime J. Carvajal^1^, Plácido Navas^1,2^ and Daniel J. M. Fernández-Ayala^1,2*^.

Supplemental References

S1. López-Otín C, Blasco MA, Partridge L, Serrano M, Kroemer G. The hallmarks of aging. Cell. 2013;153(6):1194-217.

S2. López-Otín C, Blasco MA, Partridge L, Serrano M, Kroemer G. Hallmarks of aging: An expanding universe. Cell. 2023;186(2):243-278.

S3. Distefano G, Goodpaster BH. Effects of exercise and aging on skeletal muscle. Cold Spring Harb Perspect Med. 2018;8(3)

S4. Miwa S, Kashyap S, Chini E, von Zglinicki T. Mitochondrial dysfunction in cell senescence and aging. J Clin Invest. 2022;132(1)

S5. Asencio C, Navas P, Cabello J, Schnabel R, Cypser JR, et al. Coenzyme Q supports distinct developmental processes in Caenorhabditis elegans. Mech Ageing Dev. 2009;130(3):145-153.

S6. Alcázar-Fabra M, Rodríguez-Sánchez F, Trevisson E, Brea-Calvo G. Primary Coenzyme Q deficiencies: A literature review and online platform of clinical features to uncover genotype-phenotype correlations. Free Radic Biol Med. 2021;167:141-180.

S7. Doimo M, Desbats MA, Cerqua C, Cassina M, Trevisson E, et al. Genetics of coenzyme q10 deficiency. Mol Syndromol. 2014;5(3-4):156-162.

S8. Xu Y, Nisenblat V, Lu C, Li R, Qiao J, et al. Pretreatment with coenzyme Q10 improves ovarian response and embryo quality in low-prognosis young women with decreased ovarian reserve: a randomized controlled trial. Reprod Biol Endocrinol. 2018;16(1):29.

S9. Liang S, Niu YJ, Shin KT, Cui XS. Protective effects of coenzyme Q10 on developmental competence of porcine early embryos. Microsc Microanal. 2017;23(4):849-858.

S10. Giorgio V, Schiavone M, Galber C, Carini M, Da Ros T, et al. The idebenone metabolite QS10 restores electron transfer in complex I and coenzyme Q defects. Biochim Biophys Acta Bioenerg. 2018;1859(10):901-908.

S11. Ben-Meir A, Burstein E, Borrego-Alvarez A, Chong J, Wong E, et al. Coenzyme Q10 restores oocyte mitochondrial function and fertility during reproductive aging. Aging Cell. 2015;14(5):887-895.

S12. Rivara MB, Yeung CK, Robinson-Cohen C, Phillips CR, Ruzinski J, et al. Effect of coenzyme Q10 on biomarkers of oxidative stress and cardiac function in hemodialysis patients: The CoQ10 biomarker trial. Am J Kidney Dis. 2017;69(3):389-399.

S13. Castro-Marrero J, Segundo MJ, Lacasa M, Martinez-Martinez A, Sentañes RS, et al. Effect of dietary coenzyme Q10 plus NADH supplementation on fatigue perception and health-related quality of life in individuals with myalgic encephalomyelitis/chronic fatigue syndrome: A prospective, randomized, double-blind, placebo-controlled trial. Nutrients. 2021;13(8):2658.

S14. Cicero AFG, Fogacci F, Di Micoli A, Veronesi M, Borghi C. Noninvasive instrumental evaluation of coenzyme Q10 phytosome on endothelial reactivity in healthy nonsmoking young volunteers: A double‐blind, randomized, placebo‐controlled crossover clinical trial. Biofactors. 2022;48(6):1160-1165.

S15. Drovandi S, Lipska-Ziętkiewicz BS, Ozaltin F, Emma F, Gulhan B, et al. Oral Coenzyme Q10 supplementation leads to better preservation of kidney function in steroid-resistant nephrotic syndrome due to primary Coenzyme Q10 deficiency. Kidney Int. 2022;102(3):604-612.

S16. McKenna CF, Fry CS. Altered satellite cell dynamics accompany skeletal muscle atrophy during chronic illness, disuse, and aging. Curr Opin Clin Nutr Metab Care. 2017;20(6):447-452.

S17. García-Prat L, Sousa-Victor P, Muñoz-Cánoves P. Functional dysregulation of stem cells during aging: a focus on skeletal muscle stem cells. FEBS J. 2013;280(17):4051-4062.

S18. Ovchinnikov AN, Paoli A, Seleznev VV, Deryugina AV. Royal jelly plus coenzyme Q10 supplementation improves high-intensity interval exercise performance via changes in plasmatic and salivary biomarkers of oxidative stress and muscle damage in swimmers: a randomized, double-blind, placebo-controlled pilot trial. J Int Soc Sports Nutr. 2022;19(1):239-257.

S19. Drobnic F, Lizarraga MA, Caballero-García A, Cordova A. Coenzyme Q10 supplementation and its impact on exercise and sport performance in humans: A recovery or a performance-enhancing molecule? Nutrients. 2022;14(9):1811.

S20. Morgan J, Partridge T. Skeletal muscle in health and disease. Dis Model Mech. 2020;13(8)

S21. Relaix F, Bencze M, Borok MJ, Der Vartanian A, Gattazzo F, et al. Perspectives on skeletal muscle stem cells. Nat Commun. 2021;12(1):692.

S22. Kimoloi S, Sen A, Guenther S, Braun T, Brügmann T, et al. Combined fibre atrophy and decreased muscle regeneration capacity driven by mitochondrial DNA alterations underlie the development of sarcopenia. J Cachexia Sarcopenia Muscle. 2022;13(4):2132-2145.

S23. Hong X, Isern J, Campanario S, Perdiguero E, Ramírez-Pardo I, et al. Mitochondrial dynamics maintain muscle stem cell regenerative competence throughout adult life by regulating metabolism and mitophagy. Cell Stem Cell. 2022;29(10):1506-1508.

S24. Baker N, Wade S, Triolo M, Girgis J, Chwastek D, et al. The mitochondrial protein OPA1 regulates the quiescent state of adult muscle stem cells. Cell Stem Cell. 2022;29(8):1315-1332.e9.

S25. Luo L, Chua YB, Liu T, Liang K, Chua MJ, et al. Muscle injuries induce a prostacyclin-PPARγ/PGC1a-FAO spike that boosts regeneration. Adv Sci (Weinh). 2023;10(10)

S26. Zhang H, Ryu D, Wu Y, Gariani K, Wang X, et al. NAD+ repletion improves mitochondrial and stem cell function and enhances life span in mice. Science. 2016;352(6292):1436-1443.

S27. Chen TH, Koh KY, Lin KM, Chou CK. Mitochondrial dysfunction as an underlying cause of skeletal muscle disorders. Int J Mol Sci. 2022;23(21):12926.

S28. Acin-Perez R, Benincá C, Fernandez Del Rio L, Shu C, Baghdasarian S, et al. Inhibition of ATP synthase reverse activity restores energy homeostasis in mitochondrial pathologies. EMBO J. 2023;42(6)

S29. Dark C, Ali N, Golenkina S, Dhyani V, Blazev R, et al. Mitochondrial fusion and altered beta-oxidation drive muscle wasting in a Drosophila cachexia model. EMBO Rep. 2024;25(2):1835-1858.

S30. Relaix F, Zammit PS. Satellite cells are essential for skeletal muscle regeneration: the cell on the edge returns centre stage. Development. 2012;139(16):2845-2856.

S31. Schaaf GJ, van Gestel TJM, In 't Groen SLM, de Jong B, Boomaars B, et al. Satellite cells maintain regenerative capacity but fail to repair disease-associated muscle damage in mice with Pompe disease. Acta Neuropathol Commun. 2018;6(1):119.

S32. Hauck JS, Howard ZM, Lowe J, Rastogi N, Pico MG, et al. Mineralocorticoid receptor signaling contributes to normal muscle repair after acute injury. Front Physiol. 2019;10:1324.

S33. Chaweewannakorn C, Tsuchiya M, Koide M, Hatakeyama H, Tanaka Y, et al. Roles of IL-1α/β in regeneration of cardiotoxin-injured muscle and satellite cell function. Am J Physiol Regul Integr Comp Physiol. 2018;315(1)

S34. von Haehling S, Coats AJS, Anker SD. Ethical guidelines for publishing in the Journal of Cachexia, Sarcopenia and Muscle: update 2021. J Cachexia Sarcopenia Muscle. 2021;12(5):2259-2261.

# Supplementary material for: Prenatal and progressive coenzyme Q10 administration to mitigate muscle dysfunction in mitochondrial disease
**Source:** J Cachexia Sarcopenia Muscle. 2024 Oct 2;15(6):2402–16. doi: 10.1002/jcsm.13574
**Supplement:** Supplementary file 2 — Data S2. Supplementary Methods.

**Supplementary Methods**

**Title:** Prenatal and progressive Coenzyme Q_10_ administration to mitigate muscle dysfunction in mitochondrial disease.

Juan Diego Hernández-Camacho^1,2*^, Cristina Vicente-García^1^, Lorena Ardila-García^1^, Ana Padilla-Campos^1^, Guillermo López-Lluch^1,2^, Carlos Santos-Ocaña^1,2^, Peter S. Zammit^3^, Jaime J. Carvajal^1^, Plácido Navas^1,2^ and Daniel J. M. Fernández-Ayala^1,2*^.

**Mouse Model, Study Approval, Mouse Breeding and CoQ_10_ administration**

Mouse housing and sample collection were conducted in accordance with the guidelines outlined in Spanish Royal Decree 53/2013, European Directive 2010/63/EU, and other relevant guidelines. As well as protocols approved by the Universidad Pablo de Olavide Ethics Committee, Seville, Spain (authorization no 12/03/2021/033).

The *Adck2* knockout mouse model was generated in the C57BL/6J background, as previously described (1). Mice were bred and raised in the animal facility at the Centro Andaluz de Biología del Desarrollo (CABD) and housed with male littermates in autoclavable polycarbonate cages, with *ad libitum* access to food and autoclaved water. The environmental conditions of housing were 12 h light/dark cycle. The light period started at 08:00 a.m. Temperature and humidity oscillated within the range of 22ºC ± 2ºC and 54 ± 1%, respectively. The diet of mice was SAFE D40 (Scientific Animal Food and Engineering). Mice were examined at various ageing stages: young mice (3 month-old), adult mice (12 month-old), old adult mice (18 month-old) and old mice (24 month-old). Mice were sacrificed by cervical dislocation. To assess body development and aging, tibia length was measured in three-month-old and two-year-old mice using scopes with a DDC digital camera. The left lower limb was removed from each animal and immersed in 2% w/v NaOH for 7-9 days to remove the skin, skeletal muscle, and fat from the bones.

Reduced Coenzyme Q_10_ (CoQ_10_) (Kaneka QH stabilized powder type P30) (Kaneka Pharma Europe, Brussels, Belgium) was formulated in nanoparticles and dissolved in the water bottles. The mean water consumption from mice was previously calculated (2-3 ml/day). CoQ_10_ was dissolved in water (0.5 mg/ml) to achieve a final mean ingestion of 33.33-50 mg/kg/day per mouse, in accordance with the doses normally used in CoQ deficient patients(2–4). The CoQ_10_ oxidation rate in water was calculated by HPLC (High-Performance Liquid Chromatography) (*Figure S1A*) showing an increase in oxidation after 2 days. Therefore, to avoid oxidation and ensure that most of the CoQ_10_ ingested by mice was in its reduced form, fresh water with CoQ_10_ dissolved was provided to mice three times per week. Non-supplemented age-matched mice under the same environmental conditions were used as control.

CoQ_10_ administration was initiated in adult mice and continued in their progeny for two generations to guarantee that mice were developed under CoQ_10_ administration. After CoQ_10_ administration for two generations, mice were longitudinally supplemented throughout their entire life to assess the effect of CoQ_10_ on development, postnatal growth and ageing. After CoQ_10_ supplementation for two previous generations, CoQ levels were assessed in WT (wild type) and *Adck2^+/-^* 3-month-old mice finding a significant increase in plasma and different tissues and a change in the CoQ_9_/CoQ_10_ ratio (*Figure S1B*).

**Physical Performance Assessment**

All tests were conducted at the same time of the day (2:00 p.m.) to reduce variability related to circadian rhythms. To minimize intra-evaluator variability, the same examiner always performed mouse manipulation. All mice were brought to the experimental room for acclimatization 30 min before starting any tests.

The grip strength test was used to examine *in vivo* muscle force with the forelimbs or with all limbs (Grip Strength Columbus apparatus, Columbus Instruments, OH, United States) (5). Mice were held by the middle of the tail and lowered over the grid, to allow them to grasp it tightly. Each mouse was evaluated five times, and the three more similar results were used for analysis.

For the weight-lifting test (6), mice were held by the middle of the tail and allowed to grasp steel mesh balls attached to increasingly heavier weights, scoring a value depending on the weight (16 g, value = 1; 32 g, value = 2; 48 g, value = 3; 64 g, value = 4; and 80 g, value = 5). The test was considered passed, if the mouse held the weight for 3 s and a new, heavier weight was offered, whereas if the mouse dropped the weight before 3 s, the total time (in seconds) was noted. Mice were allowed 3 attempts to pass the test with each weight, giving each weight the greatest number of seconds without dropping it. The final score was calculated as the product of the value for the heaviest weight held for more than 1 s, multiplied by the time (seconds), and normalized to body weight.

**Automated Phenotyping**

An automated home cage phenotyping system (PhenoMaster TSE system, TSE Systems GmbH, Hessen; Germany) was used to further characterize the mouse phenotype under controlled conditions (7). The phenotyping system allows to record *in vivo* parameters during both day and night periods. Mice from all groups studied were included in every experiment. The first 36 h of each experiment were considered as acclimatization period and were excluded from analysis. Data from 3 day/night cycles from the different mice were collected for analysis.

**Microarray Analysis**

Transcriptome analyses were conducted in triplicate in foetal liver, brain and skeletal muscles (extracted from the four limbs of the embryo) at 17 days of development. Specifically, we decided to focus on 17 days to explore a developmental stage where the studied organs are fully functional and close to the end of gestation (average length in mice is 19.5 days). For skeletal muscle, secondary fibers are already formed at this developmental stage which are essential for the growth and functional maturation of skeletal muscle (8,9). At this stage of development, the liver has progressed significantly in its development and structural maturation, forming various cell types including portal mesenchyme cells, endothelial cells, hepatoblasts, and biliary epithelium (10,11). The temporal and spatial gene expression of mouse brain development has demonstrated that important processes such as neuronal diversity and maturation has occurred at this developmental stage (12). Results from heterozygous *Adck2^+/-^* embryos were compared to *Adck2^+/+^* independently for each tissue. For sample collection, pregnant females were sacrificed in the morning (09:00 am), and embryos were carefully collected under a dissection microscope and placed on cold phosphate-buffered saline (PBS). Embryos were meticulously separated from the umbilical cord and the placenta. The brain, the liver and the muscles from the four limbs were carefully dissected. Homogenization of the tissues was performed in 1 ml Trizol (Invitrogen) using a FastPrep-24 5G homogenizer (MP Biolabs) in Lysing Matrix D tubes of 1.4 mm ceramic spheres. Then, samples were incubated on ice for 5 min to allow complete dissociation of the nucleoprotein complexes. Next, 0.2 ml of chloroform (PamRear/AppliChem) was added per tube, mixed by agitation and incubated for 2-3 min at room temperature (RT). Samples were centrifugated at 12000 g for 15 min and the aqueous colourless upper phase was carefully collected. Isopropanol (PamRear/AppliChem) (0.5 ml) was added, mixed and incubated for 10 min at RT to precipitate RNA. Samples were centrifugated at 12000g for 10 min at 4ºC and the supernatant was discarded. The pellet was washed with ethanol (PamRear/AppliChem) 75% (v/v) and left to dry. The RNA pellet was solubilized in 30 μl RNase-free water and stored at -80ºC.

RNA concentration and purity were determined spectrophotometrically in a Nanodrop (2000, ThermoFisher) and RNA integrity was verified by electrophoresis in an agarose 1% (w/v) gel (*Figure S1C*). RNA was cleaned using the RNeasy MinElute Cleanup Kit (Quiagen) according to the manufacturer's instructions and finally, RNA concentration was quantified in a Bioanalyzer (Agilent). Samples were further processed at the Genomic Unit of CABIMER (C/Américo Vespucio 24, 41092 Seville, Spain). A cRNA probe was synthesized and fragmented from each RNA sample using Affymetrix/Thermofisher protocols and kits provided by QIAGEN. Each cRNA probe was then hybridized into independent Mouse Clarion D arrays. Hybridization and scanning of the arrays were performed according to manufacturer’s procedures. Computational analysis was performed using the Transcriptome Analysis Console (TAC) Software (Affymetrix/ThermoFisher). Data were prefiltered according to their absolute fold-change (higher than 1.75, at linear scale) and their corrected FDR p-value (lower than 0.05) (13). Deregulated genes were selected and classified according to their Gene Ontology (GO) by WebGestalt software (<https://www.webgestalt.org/>). Transcriptomic data have been deposited at National Center for Biotechnology Information, Gene Expression Omnibus database repository (NCBI-GEO) with the dataset identifier GSE253654.

**Analysis of CoQ levels**

Mitochondria were isolated from skeletal muscle through serial centrifugations under osmotic conditions as previously described (14). Pellets of 100 μg of mitochondria-enriched proteins were resuspended in 170 μl of PBS and 10 μl of 10 μM CoQ_6_ was included as an internal loss control. Sodium dodecyl sulphate (SDS) (PamRear/AppliChem) was added to a final concentration of 1% (w/v) to rupture cellular membranes and the mixture vortexed for 1 min. Then, 300 μl of ethanol-isopropanol (90:10 v/v) were added and vortexed for 1 min. Hexane (PamRear/AppliChem) (700 μl) was added, vortexed for 1 min, and followed by centrifugation at 1000 g for 5 min at 4ºC. The upper phase, containing the lipids, was transferred to a new Eppendorf tube, and the hexane extraction step was repeated twice. Finally, hexane was evaporated using a Speed Vac Vacuum concentrator (Savant#SPD121P) and the lipid extract was injected into a HPLC system to determine CoQ content as previously described(15).

**Western Blotting and Immunodetection**

Skeletal muscle (500 mg) or hindlimb skeletal muscle in case of embryos was homogenized by sonication in RIPA buffer [Tris-HCL 50 mM pH=7.4, NaCl 150 mM, EDTA 1 mM, 1% (v/v) NP40, Na_3_VO_4_ 5 mM, Na_4_P_2_O_7_ 10 mM, protease inhibitor cocktail (PIC) 1X]. The lysate was then centrifuged to discard unhomogenized tissue, and the supernatant was transferred to a new tube. After protein quantification, 40 μg or 20 μg of proteins were mixed with loading buffer (LB) 1X [10% (w/v) SDS, dithiothreitol (DTT) 500 mM, 50% (v/v) Glycerol, Tris-HCL 250 mM and 0.5% (w/v) bromophenol blue dye, pH=6.8] and with DTT (200 mM), loaded in a polyacrylamide gel (TGX Stain-Free FastCast Acrylamide Kit, 7.5%, 10% and 12%. Bio-Rad, Hercules, CA, United States) and run in electrophoresis under denaturing conditions (SDS-PAGE), for 40 min at 200 V using a Mini-PROTEAN Tetra cell (Bio-Rad, Hercules, CA, United States) in 1X Tris/Glycine/SDS (TGS) buffer. The gel was then activated by ultraviolet (UV) exposure using a Bio-Rad Chemidoc imager, and the Stain-Free gel image was used as loading control (16) (*Figure S1D*). The gel was transferred onto a 0.2 μm nitrocellulose membrane, using a Trans-Blot Turbo Transfer (Bio-Rad). The membrane was blocked with 5% milk powder (blotting-Grade Blocker; BioRad Hercules, CA, United States) in Tween-Tris-buffered saline (TTBS) [20 mM (w/v) Tris-HCL, 0.15 M (w/v) NaCl, 0.5% (v/v) Tween20, pH=7.4] for 1 h at RT, and incubated overnight (OV) with specific primary antibodies (Supplementary Table 1) diluted in blocking solution. Next, the membrane was washed three times in TTBS and incubated for 2 h at RT with the appropriate secondary antibodies (Supplementary Table 2) conjugated with horseradish peroxidase (HRP). Finally, the membrane was incubated with Crescendo Western HRP substrate (Milipore Burlington, MA, United States) and exposed using a ChemiDoc TM XRS + Imaging System (BioRad, Hercules, CA, United States). Band Intensity was determined with Image Lab Software (BioRad, Hercules, CA, United States).

**1D BN-PAGE for skeletal muscle mitochondria**

1D BN-PAGE was conducted as previously described (17) with some modifications. Briefly, mitochondria were purified from skeletal muscle through serial centrifugations under osmotic conditions as described (14). Digitonin (200 μg) was homogenized in BT+AC buffer (Bis-Tris [75mM] pH=7.4 and aminocaproic acid 1.5 M) and heated to 95ºC for 2 min. Next, 50 μg of protein pellets of enriched skeletal muscle mitochondria were resuspended in 30 µl of digitonin solution (ratio 4:1) and incubated on ice for 10 minutes. The mixture was then centrifugated at 16000 g for 20 min and the resulting supernatant was transferred to a new tube. Loading buffer 4x (Coomassie Blue 5%) (Invitrogen) was added to 25 μL supernatant. The digitonin solubilized mitochondria were loaded onto a 3-12% Bis-Tris Invitrogen^TM^ Novex^TM^ NativePAGE^TM^ acrylamide gel (1mm) (Invitrogen, BN2011BX10). The samples migrated using anode running buffer (Invitrogen, BN2001) supplemented with Cathode Buffer Additive (0.5%) (Invitrogen, BN2002) at 200V for 4 hours. Subsequently, the gels were transferred onto polyvinylidene difluoride (PVDF) membranes in transfer buffer (NaHCO_3_ [10 mM] and NaCO_3_ [3 mM]) at 300mA 20V for 2 h. After transfer, membranes were washed with methanol to remove Coomassie blue staining. For immunodetection, membranes were blocked with 5% milk in TTBS for 1 h at RT and then incubated OV with specific primary antibodies, suitably diluted in blocking solution (Supplementary Table 1). Membranes were washed three times in TTBS and incubated for 2 h at RT with the appropriate secondary antibodies conjugated with HRP (Supplementary Table 2). Finally, membranes were incubated with Crescendo Western HRP substrate (Milipore Burlington, MA, United States) and exposed using a ChemiDoc TM XRS + Imaging System (BioRad, Hercules, CA, United States).

**Quantitative Real-Time PCR**

Quantitative real-time PCR (qPCR) was used to assess gene expression. The RPLPO housekeeping gene served as the normalization control. RNA was isolated from skeletal muscle using Trizol (Invitrogen, Carlsbad, CA, United States), following the manufacturer’s instructions. DNase-treated RNA (1 μg) was retrotranscribed with Iscript cDNA synthesis Kit (Bio-Rad, Hercules, CA, United States) to produce complementary DNA (cDNA).

qPCR was performed using a CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, United States) with iTaq universal SYBR Green Supermix kit (Bio-Rad, Hercules, CA, United States) in 96-well reaction plates according to manufacturer’s instructions. Primers sequences can be found in Supplementary Table 3.

**Skeletal Muscle Histology and Immunochemistry**

The tibialis anterior (TA) muscle was carefully dissected, embedded in Tissue-Tec OCT^TM^ (Sakura, Torrance, CA, United States) and immediately frozen in liquid nitrogen cooled isopentane. Cryosections of TA muscle (12 μm) were obtained with a cryostat (Leica CM1850 UV-1-1; Leica, Wetzler, Germany) and stored at -80ºC until needed. For muscle fiber type composition, slides were washed with PBS and incubated for 1 h with blocking solution [10% (v/v) fetal bovine serum (FBS) in PBS]. Then, a cocktail of primary antibodies (described in Supplementary Table 1) diluted in blocking solution was prepared and incubated for 1 h at RT, as previously described (18). Slides were then washed with PBS 3 times for 5 min and incubated with secondary antibodies (Supplementary Table 2) for 1 h in darkness. For dystrophin immunostaining, slides were washed three times in PBS + 0.1% (v/v) Triton X100 for 8 min. Slides were incubated for 1 h with the blocking solution and then incubated with dystrophin antibody (Supplementary Table 1) diluted in blocking solution OV. Next, slides were washed 3 times for 5 minutes with PBS and incubated with the secondary antibody (Supplementary Table 2) for 2 h in darkness. Afterwards, slides were incubated with DAPI (Sigma-Aldrich, Spruce St, MO, United States) (1 μg/ml). For both methods, slides were washed 3 times for 5 min with PBS and mounted using glycerol 50% (v/v) under a coverslip. All steps were performed in a humidified chamber. Image acquisition was performed using a Stellaris Confocal Laser Scanning Microscope (Leica, Wetzler, Germany) (10X objective); complete reconstruction of the transversal section of the TA muscle was automatically generated by the Leica software. For TA myofiber type composition, a section of 2000 μm × 2000 μm, for each sample, including red and white areas, from the TA muscles was used for comparative analysis, which was performed with Fiji (ImageJ) by quantifying the number of the different types of myofibers. For dystrophin immunostaining, the whole muscle section was examined with Fiji (ImageJ) (19).

TUNEL staining in TA muscle was performed using the In Situ Cell Death Detection Kit with Fluorescein (Roche, ref. 11684795910) following the manufacturer's instructions. Briefly, muscle cryosections were fixed in 4% paraformaldehyde/PBS for 20 minutes at RT, washed three times in PBS for 10 minutes each, and permeabilized for 2 minutes at 4°C in ice-cold permeabilization solution (0.1% Triton X-100 + 0.1% NaCitrate in PBS). For labeling, samples were washed twice in PBS and incubated for 1 hour at 37°C with 50 microliters of freshly prepared TUNEL assay mix inside a humid chamber and in the dark. Samples were then washed in PBS and incubated for another 10 minutes with DAPI. Finally, samples were washed three times in PBS, mounted with glycerol, and observed under a fluorescence microscope (excitation wavelength 450-500 nm and detection wavelength at 515-565 nm). Image acquisition was performed using a Stellaris Confocal Laser Scanning Microscope, and analysis was conducted with Fiji (ImageJ) two section of 1000 μm × 1000 μm were examined and the mean of both sections is represented.

**Primary Satellite Cell Culture from Mouse Skeletal Muscle**

Satellite cells were isolated as previously described (20). Clean myofibers from extensor digitorum longus (EDL) muscle were plated in proliferation medium [59% (v/v) DMEM + Glutamax (Gibco, Waltham, MA, United States), 30% (v/v) FBS (Gibco, Waltham, MA, United States), 10% (v/v) horse serum (HS) (Gibco, Waltham, MA, United States), 1% (v/v) chicken embryo extract (CEE) (ThermoFisher, Waltham, MA, United States), 0.0001% (v/v) fibroblast growth factor (FGF) (Prepotech, Rocky Hill, NJ, United States), 1% (v/v) penicillin-streptomycin (PS) (Sigma-Aldrich, Spruce St, MO, United States)] in a Petri dish precoated with Matrigel (Sigma-Aldrich, Spruce St, MO, United States) [1:10 (v/v) in DMEM+Glutamax ] for 72 hours to allow satellite cells activation and migration. Finally, satellite cells were isolated and amplified in proliferation medium, and plated in differentiation medium [97.0% (v/v) DMEM + Glutamax (Gibco, Waltham, MA, United States], 1% PS (Sigma-Aldrich, Spruce St, MO, United States) and 2% HS).

For CoQ_10_ supplementation in cells, 0.53 mg of CoQ_10_ was mixed with 50 μl of HPLC Grade ethanol and heated at 40ºC until dissolved. This solution was added to 0.5 ml of HS previously heated at 37ºC. The aliquot was added to a 50 ml medium for a final concentration of 10 μM.

**Immunostaining of Satellite Cells**

Satellite cells were plated in a 96-well plate previously coated with Matrigel [1:10 (v/v) in DMEM + Glutamax (Gibco, Waltham,MA, United States)] for the assays. Cells were fixed with 100 μl of 4% (w/v) paraformaldehyde per well, and the plate was transferred to an orbital shaker for 8 min. Cells were then washed 3 times with PBS for 5 min and permeabilized with 0.1% (v/v) Triton X-100/PBS shaking for 15 min. Cells were incubated with blocking solution (5% [v/v] FBS/PBS) shaking for 1 h. Myosin Heavy Chain (MyHC) antibody diluted in blocking solution (1:100) (Supplementary Table 1) was incubated OV shaking at 4°C. Cells were washed 3 times with PBS for 5 min and the secondary antibody (Supplementary Table 2) was incubated shaking for 2 h in darkness. Cells were washed with PBS and incubated with DAPI (Sigma-Aldrich, Spruce St, MO, United States) (1 μg/ml) shaking for 10 min. All steps were performed at RT. Images were acquired on a Fluorescence Microscopy Zeiss Axio Imager M2 (Carl Zeiss Meditec AG, Oberkochen, Germany) (10X objective). MyHC area was calculated using a high throughput image analysis R script (21). Five images per well were used to calculate the mean MyHC area, whereas five wells were used for each cell line and time point.

To evaluate mitochondrial morphology, myogenic cells were cultured on coverslips placed in 12-well cell culture plates containing proliferation medium. The cells were stained with MitoTracker Deep Red (Thermo Fisher Scientific M22426) [200 nM] for 45 minutes at 37°C and 5% CO2. Following staining, the cells were fixed with 750 μl of a 1:1 (v/v) acetone and methanol solution for 10 minutes at 4°C. The fixed cells were then washed three times with PBS and mounted on slides using mounting media. Images were captured using a Leica SPE Confocal Microscope (Leica, Wetzlar, Germany) with a 63X objective. To quantify mitochondrial parameters, total mitochondrial volume was determined using Trainable Weka Segmentation (a Fiji plugin), followed by image binarization.

**Assessment of In Vivo Skeletal Muscle Regeneration**

Barium chloride (BaCl_2_) [50 μL of 1.2% w/v in water] was injected into the right TA of mice to produce skeletal muscle damage and induce satellite cell-mediated muscle regeneration (22). Mice were anaesthetized (ketamine [65 mg/kg body weight], xylazine [13 mg/kg body weight] and acepromazine [2 mg/kg body weight]) prior to injection and were kept warm during recovery and before being returned to their cage. The skin was shaved over the TA muscle. Trained personnel conducted daily observations of the animals to monitor their recovery. Next, 14 days post injection (dpi) mice were sacrificed, and the TA was carefully dissected, frozen and immunolabelled as described above. Dystrophin immunostaining and DAPI were used to determined nuclei position in transversal section of myofibers during regeneration. Central myonuclei quantification was performed with Fiji (ImageJ) (included in Supplementary Table 4).

**Assessment of Mitochondrial Respiration in Satellite Cell Derived Myotubes**

Agilent Seahorse XFe24 (Agilent, Santa Clara, CA, United States) microplate-based oxygen consumption technology was used to analyse respiration in myotubes differentiated from satellite cells. Previously, the XFe24 microplate was precoated with Matrigel. Then, freshly isolated satellite cells were seeded at an optical density of 30,000 cells and cultured under differentiation medium for 72 h. Oxygen consumption rate (OCR) was measured in Agilent Seahorse XF base medium supplemented with 2 mM D-glucose, 1 mM sodium pyruvate and 2 mM L-glutamine and pH was adjusted to 7.4. Substrates and inhibitors were sequentially loaded in the cartridge as follows: oligomycin [4 μM final], carbonyl cyanide-ptrifluoromethoxy phenylhydrazone (FCCP) [1.0 μM final], antimycin A [5 μM final] and rotenone [1 μM final]. Respiratory parameters for OCR assays were calculated as previously described(23). After measurements were obtained, cells were lysed in RIPA buffer for protein quantification. RC DC Protein Assay kit (Bio-Rad 5000122) was used to quantify protein content and albumin (Bio-Rad 5000007) was used as the standard for normalization.

**Assessment of Respiration in Isolated Mitochondria from Skeletal Muscle**

To assess mitochondrial metabolism and bioenergetics, mitochondria were isolated from skeletal muscle (including the tibialis anterior, extensor digitorum longus, gastrocnemius, soleus, quadriceps, peroneus longus, peroneus brevis, and the plantaris muscles) through serial centrifugations, and 10 μg of functional and living mitochondria were seeded per well as previously described (14). Assays were conducted using an Agilent Seahorse XFe24 microplate-based oxygen consumption system. The Coupling Assay (CA) examines mitochondrial states in the presence of pyruvate and malate as substrates. The β-oxidation of fatty acids assay (BOX) was carried out in the presence of palmitoyl-l-carnitine and malate. Substrates and inhibitors were sequentially added as follows: ADP [5 mM final] for CA and [4mM final] for BOX, Oligomycin [3.16 μM final], FCCP [6 μM final] and antimycin A plus rotenone [4 and 5 μM final] for CA or antimycin A plus rotenone [4 and 2 μM final], for BOX.

**Statistics**

Data were expressed as mean ± SD. Data analyses were performed with GraphPad Prism 9.0 software. When a comparison between two groups was performed, an unpaired two-tailed t-test was used. When more than two groups were studied, a one way (1 parameter studied) or two-way ANOVA (2 or more parameters studied) with Tukey’s multiple comparison post-hoc tests was applied. p-values < 0.05 were considered statistically significant.

**References for Supplementary methods section:**

1. Vázquez-Fonseca L, Schaefer J, Navas-Enamorado I, Santos-Ocaña C, Hernández-Camacho JD, Guerra I, et al. ADCK2 haploinsufficiency reduces mitochondrial lipid oxidation and causes myopathy associated with CoQ deficiency. J Clin Med. 2019 Sep 2;8(9):1374.

2. Rötig A, Appelkvist EL, Geromel V, Chretien D, Kadhom N, Edery P, et al. Quinone-responsive multiple respiratory-chain dysfunction due to widespread coenzyme Q10 deficiency. Lancet. 2000 Jul 29;356(9227):391–5.

3. Montini G, Malaventura C, Salviati L. Early coenzyme Q10 supplementation in primary coenzyme Q10 deficiency. N Engl J Med. 2008 Jun 26;358(26):2849–50.

4. Navas P, Cascajo MV, Alcázar-Fabra M, Hernández-Camacho JD, Sánchez-Cuesta A, Rodríguez ABC, et al. Secondary CoQ10 deficiency, bioenergetics unbalance in disease and aging. Biofactors. 2021 Jul;47(4):551–69.

5. Aartsma-Rus A, van Putten M. Assessing functional performance in the mdx mouse model. J Vis Exp [Internet]. 2014 Mar 27;(85). Available from: http://dx.doi.org/10.3791/51303-v

6. Deacon RMJ. Measuring motor coordination in mice. J Vis Exp. 2013 May 29;(75):e2609.

7. Fernández-Calleja JMS, Konstanti P, Swarts HJM, Bouwman LMS, Garcia-Campayo V, Billecke N, et al. Non-invasive continuous real-time in vivo analysis of microbial hydrogen production shows adaptation to fermentable carbohydrates in mice. Sci Rep. 2018 Oct 18;8(1):15351.

8. Tajbakhsh S. Skeletal muscle stem cells in developmental versus regenerative myogenesis. J Intern Med. 2009 Oct;266(4):372–89.

9. Agarwal M, Sharma A, Kumar P, Kumar A, Bharadwaj A, Saini M, et al. Myosin heavy chain-embryonic regulates skeletal muscle differentiation during mammalian development. Development [Internet]. 2020 Apr 1;147(7). Available from: http://dx.doi.org/10.1242/dev.184507

10. Gordillo M, Evans T, Gouon-Evans V. Orchestrating liver development. Development. 2015 Jun 15;142(12):2094–108.

11. Carpenter B, Lin Y, Stoll S, Raffai RL, McCuskey R, Wang R. VEGF is crucial for the hepatic vascular development required for lipoprotein uptake. Development. 2005 Jul 15;132(14):3293–303.

12. Di Bella DJ, Habibi E, Stickels RR, Scalia G, Brown J, Yadollahpour P, et al. Molecular logic of cellular diversification in the mouse cerebral cortex. Nature. 2021 Jul 22;595(7868):554–9.

13. Fernández-Ayala DJM, Guerra I, Jiménez-Gancedo S, Cascajo MV, Gavilán A, Dimauro S, et al. Survival transcriptome in the coenzyme Q10 deficiency syndrome is acquired by epigenetic modifications: a modelling study for human coenzyme Q10 deficiencies. BMJ Open. 2013 Mar 25;3(3):e002524.

14. Hernández-Camacho JD, Vicente-García C, Sánchez-Cuesta A, Fernandez-Ayala DJM, Carvajal JJ, Navas P. Isolation of mitochondria from mouse skeletal muscle for respirometric assays. J Vis Exp. 2022 Feb 10;(180). Available from: http://dx.doi.org/10.3791/63336-v

15. Rodríguez-Aguilera JC, Cortés AB, Fernández-Ayala DJM, Navas P. Biochemical assessment of coenzyme Q10 deficiency. J Clin Med. 2017 Mar 5;6(3):27.

16. Gilda JE, Gomes AV. Stain-Free total protein staining is a superior loading control to β-actin for Western blots. Anal Biochem. 2013 Sep 15;440(2):186–8.

17. Jha P, Wang X, Auwerx J. Analysis of mitochondrial respiratory chain supercomplexes using blue native polyacrylamide gel electrophoresis (BN-PAGE). Curr Protoc Mouse Biol. 2016 Mar 1;6(1):1–14.

18. Bloemberg D, Quadrilatero J. Rapid determination of myosin heavy chain expression in rat, mouse, and human skeletal muscle using multicolor immunofluorescence analysis. PLoS One. 2012 Apr 18;7(4):e35273.

19. Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, et al. Fiji: an open-source platform for biological-image analysis. Nat Methods. 2012 Jun 28;9(7):676–82.

20. Moyle LA, Zammit PS. Isolation, culture and immunostaining of skeletal muscle fibres to study myogenic progression in satellite cells. Methods Mol Biol. 2014;1210:63–78.

21. Banerji CRS, Panamarova M, Pruller J, Figeac N, Hebaishi H, Fidanis E, et al. Dynamic transcriptomic analysis reveals suppression of PGC1α/ERRα drives perturbed myogenesis in facioscapulohumeral muscular dystrophy. Hum Mol Genet. 2019 Apr 15;28(8):1244–59.

22. Morton AB, Norton CE, Jacobsen NL, Fernando CA, Cornelison DDW, Segal SS. Barium chloride injures myofibers through calcium-induced proteolysis with fragmentation of motor nerves and microvessels. Skelet Muscle. 2019 Nov 6;9(1):27.

23. Divakaruni AS, Paradyse A, Ferrick DA, Murphy AN, Jastroch M. Analysis and interpretation of microplate-based oxygen consumption and pH data. Methods Enzymol. 2014;547:309–54.

# Supplementary material for: Prenatal and progressive coenzyme Q10 administration to mitigate muscle dysfunction in mitochondrial disease
**Source:** J Cachexia Sarcopenia Muscle. 2024 Oct 2;15(6):2402–16. doi: 10.1002/jcsm.13574
**Supplement:** Supplementary file 3 — Table S1. Primary antibodies. Table S2. Secondary antibodies. Table S3. Primers for qPCR. Table S4. Image analysis pipeline used in Fiji. Table S5. Regression lines for exercise tests.

Title: Prenatal and progressive Coenzyme Q_10_ administration to mitigate muscle dysfunction in mitochondrial disease.

Juan Diego Hernández-Camacho^1,2^*, Cristina Vicente-García^1^, Lorena Ardila-García^1^, Ana Padilla-Campos^1^, Guillermo López-Lluch^1,2^, Carlos Santos-Ocaña^1,2^, Peter S. Zammit^3^, Jaime J. Carvajal^1^, Plácido Navas^1,2^ and Daniel J. M. Fernández-Ayala^1,2^*.

**Supplementary Table 1. Primary antibodies**

| **Antigen** | **Mono/Polyclonal** | **Host species** | **Dilution** | **Company** | **Reference** | **Application** |
| --- | --- | --- | --- | --- | --- | --- |
| MHC | Monoclonal | Mouse | 1:300 | DSHB | MF20-c | IHC |
| Myosin heavy chain Type IIB | Monoclonal | Mouse | 1:100 | DSHB | BF-F3 | IHC |
| Myosin heavy chain Type IIA | Monoclonal | Mouse | 1:600 | DSHB | SC-71 | IHC |
| Dystrophin | Monoclonal | Mouse | 1:100 | DSHB | MANDRA4(5H7) | IHC |
| TIMM23 | Polyclonal | Rabbit | 1:1000 | Abcam | Ab230253 | WB |
| VDAC | Polyclonal | Rabbit | 1:1000 | Abcam | Ab15895 | WB |
| TFAM | Polyclonal | Goat | 1:1000 | SC | Sc-23588 | WB |
| MASPIN | Monoclonal | Mouse | 1:500 | SC | Sc-271694 | WB |
| TUBULIN | Monoclonal | Mouse | 1:500 | SC | Sc-398103 | WB |
| NDUFA9 | Monoclonal | Mouse | 1:1000 | Abcam | Ab14713 | WB |
| SDHA | Monoclonal | Mouse | 1:1000 | Invitrogen | 459200 | WB |
| UQCRC2 | Polyclonal | Rabbit | 1:1000 | Abcam | Ab14745 | WB |
| MT-CO1 | Monoclonal | Mouse | 1:2000 | Invitrogen | 459600 | WB |
| MT-ATP6 | Monoclonal | Mouse | 1:1000 | Abcam | Ab14748 | WB |
| Mfn2 | Polyclonal | Rabbit | 1:1000 | Abcam | Ab50838 | WB |
| Pink1 | Monoclonal | Mouse | 1:1000 | Abcam | Ab75487 | WB |

Developmental Studies Hybridoma Bank (DSHB), Santa Cruz (SC), Western blot (WB), Immunohistochemistry (IHC).

**Supplementary Table 2. Secondary antibodies**

| **Antigen** | **Host species** | **Dilution** | **Company** | **Reference** | **Target** | **Conjugate** |
| --- | --- | --- | --- | --- | --- | --- |
| Anti-Goat | Rabbit | 1:5000 | Sigma | 401504 | IgG | HRP |
| Anti-Rabbit | Goat | 1:5000 | CS | 7074 | IgG | HRP |
| Anti-Mouse | Goat | 1:5000 | JL | 115-035-006 | IgG | HRP |
| Anti-Mouse IgG (H+L) | Goat | 1:1000 | Thermo | A-11001 | IgG | Alexa 488 |
| Anti-Mouse IgG1 | Goat | 1:500 | Thermo | A-21121 | IgG1 | Alexa 488 |
| Anti-Mouse IgM | Goat | 1:500 | Thermo | A-21426 | IgM  (Heavy chain) | Alexa 555 |

Cell Signaling (CS), Jackson Laboratory (JL).

**Supplementary Table 3. Primers for qPCR.**

| **Target**  **genes** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |
| *Rplpo* | AGA TTC GGG ATA TGC TGT TGG C | TCG GGT CCT AGA CCA GTG TTC |
| *Adck2* | GGG TCT CTT TCG GAT CTG GGG CAG | TGG TGG GTC AGA AGT GGG TGT GTC |
| *Ttr* | TTG CCT CGC TGG ACTG GTA | TTA CAG CCA CGT CTA CAG CAG |
| *Apoa2* | TGG TCG CAG TGC TGG TAA C | TTT GCC ATA TTC AGT CAT GCT CT |

**Supplementary Table 4. Image analysis pipeline used in Fiji.**

| Creation of a Green and Blue Channels Mask, accomplished through the following steps: |
| --- |
| - Image › Color › Split Channels. Select the green channel. |
| - Process › Enhance Local Contrast (CLAHE) |
| - Process › Subtract Background (50 pixels) |
| - Process › Smooth (X3) |
| - Image › Adjust › Threshold |
| - MorphoLibJ › Morphological Filters › Closing + Disk |
| - Edit › Invert |
| - Analyze › Analyse Particles |
| - Subsequently, the Region of Interest (ROI) was loaded in the original color image. The image type was changed to RGB Color. Using the drawing tool from the Fiji toolbar, the myofiber border was painted in white, while the myofibers' sharp edges were painted in red (Manual curating). The image was then transformed to 8-bit (Image › Type › RGB Color) |
| - Particles were selected separately and pasted onto the original image (mask). The mask for the green channel was considered complete. The next steps were performed for the green channel mask: open green channel mask and Analyze › Analyse Particles |
| - For Blue channel mask › Process › Filters › Gaussian Blur. |
| - Process › Binary › Make Binary |
| Select the central myonuclei: |
| - The ROI generated on the green channel mask was then loaded into the blue channel mask. Edit › Clear Outside was used to remove peripheral nuclei. |
| - The following analyses were subsequently conducted to examine central nuclei within the particles generated in the green mask: Analyze › Analyze Particles and Analyze › Summarize |

**Supplementary Table 5. Regression lines for exercise tests.**

| **Parameter: Weights test** | | |
| --- | --- | --- |
| Group | Graph equation | R squared on the graph |
| *Adck2^+/+^* | y = -0.0034x + 0.4148 | R² = 0.1411 |
| *Adck2^+/+^* +CoQ_10_ | y = -0.0036x + 0.441 | R² = 0.1626 |
| *Adck2^+/-^* | y = -0.0037x + 0.3699 | R² = 0.1751 |
| *Adck2^+/-^* +CoQ_10_ | y = -0.0013x + 0.3969 | R² = 0.0136 |
| **Parameter: Grip strength two limbs** | | |
| Group | Graph equation | R squared on the graph |
| *Adck2^+/+^* | y = -0.00016x + 0.02909 | R² = 0.07622 |
| *Adck2^+/+^* +CoQ_10_ | y = -0.00001x + 0.02540 | R² = 0.00066 |
| *Adck2^+/-^* | y = -0.00033x + 0.02710 | R² = 0.32095 |
| *Adck2^+/-^* +CoQ_10_ | y = -0.00005x + 0.02665 | R² = 0.00995 |
| **Parameter: Grip strength four limbs** | | |
| Group | Graph equation | R squared on the graph |
| *Adck2^+/+^* | y = -0.00028x + 0.04248 | R² = 0.12637 |
| *Adck2^+/+^* +CoQ_10_ | y = 0.00001x + 0.03788 | R² = 0.00015 |
| *Adck2^+/-^* | y = -0.00064x + 0.04482 | R² = 0.55984 |
| *Adck2^+/-^* +CoQ_10_ | y = -0.00004x + 0.03984 | R² = 0.00330 |

# Supplementary material for: Prenatal and progressive coenzyme Q10 administration to mitigate muscle dysfunction in mitochondrial disease
**Source:** J Cachexia Sarcopenia Muscle. 2024 Oct 2;15(6):2402–16. doi: 10.1002/jcsm.13574
**Supplement:** Supplementary file 4 — Figure S1. Impact of CoQ10 administration in different tissues. A. CoQ10 oxidation rate. Reduced and oxidized forms of CoQ10 in water were measured by HPLC at different time points during a 9‐day period. B. CoQ9, CoQ10 levels and ratio CoQ9/CoQ10 on plasma, spleen and liver from young mice. (Adck2 +/+ N = 3, Adck2 +/+ CoQ10 N = 3, Adck2 +/− N = 3, Adck2 +/− CoQ10 N = 3). C. Representative RNA integrity verification by electrophoresis in an agarose 1% (w/v) gel. D. Representative Stain‐Free gel image used as loading control in Western blotting assays. E. Protein markers of mitochondrial mass and skeletal muscle structural organization in skeletal muscle from 17 dpc embryos. (Adck2 +/+ N = 3, Adck2 +/− N = 3). dpc: days post‐coitum. Data represent the mean ± SD. One‐way ANOVA test was applied. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure S2. Impact of Adck2 ablation on the transcriptomic profile of skeletal muscle development. A. Apoptosis pathway genes expression in skeletal muscle from embryos at 17 dpc with/without CoQ10 prenatal administration. Activated gene expression is represented in green and repressed gene expression, in red (comparisons represented: Adck2 +/− vs Adck2 +/+ , Adck2 +/− + CoQ10 vs Adck2 +/− and Adck2 +/− + CoQ10 vs Adck2 +/+ ). N = 3 per group. B. Protein Turnover pathway genes expression in skeletal muscle from embryos at 17 dpc on basal conditions and with CoQ10 prenatal administration. Activated gene expression is represented in green and repressed gene expression, in red (comparisons represented: Adck2 +/− vs Adck2 +/+ , Adck2 +/− + CoQ10 vs Adck2 +/− and Adck2 +/− + CoQ10 vs Adck2 +/+ ). N = 3 per group. C. Mitochondrial biogenesis pathway genes expression in skeletal muscle from embryos at 17 dpc with/without CoQ10 prenatal administration. Activated gene expression is represented in green and repressed gene expression, in red (comparisons represented: Adck2 +/− vs Adck2 +/+ , Adck2 +/− + CoQ10 vs Adck2 +/− and Adck2 +/− +

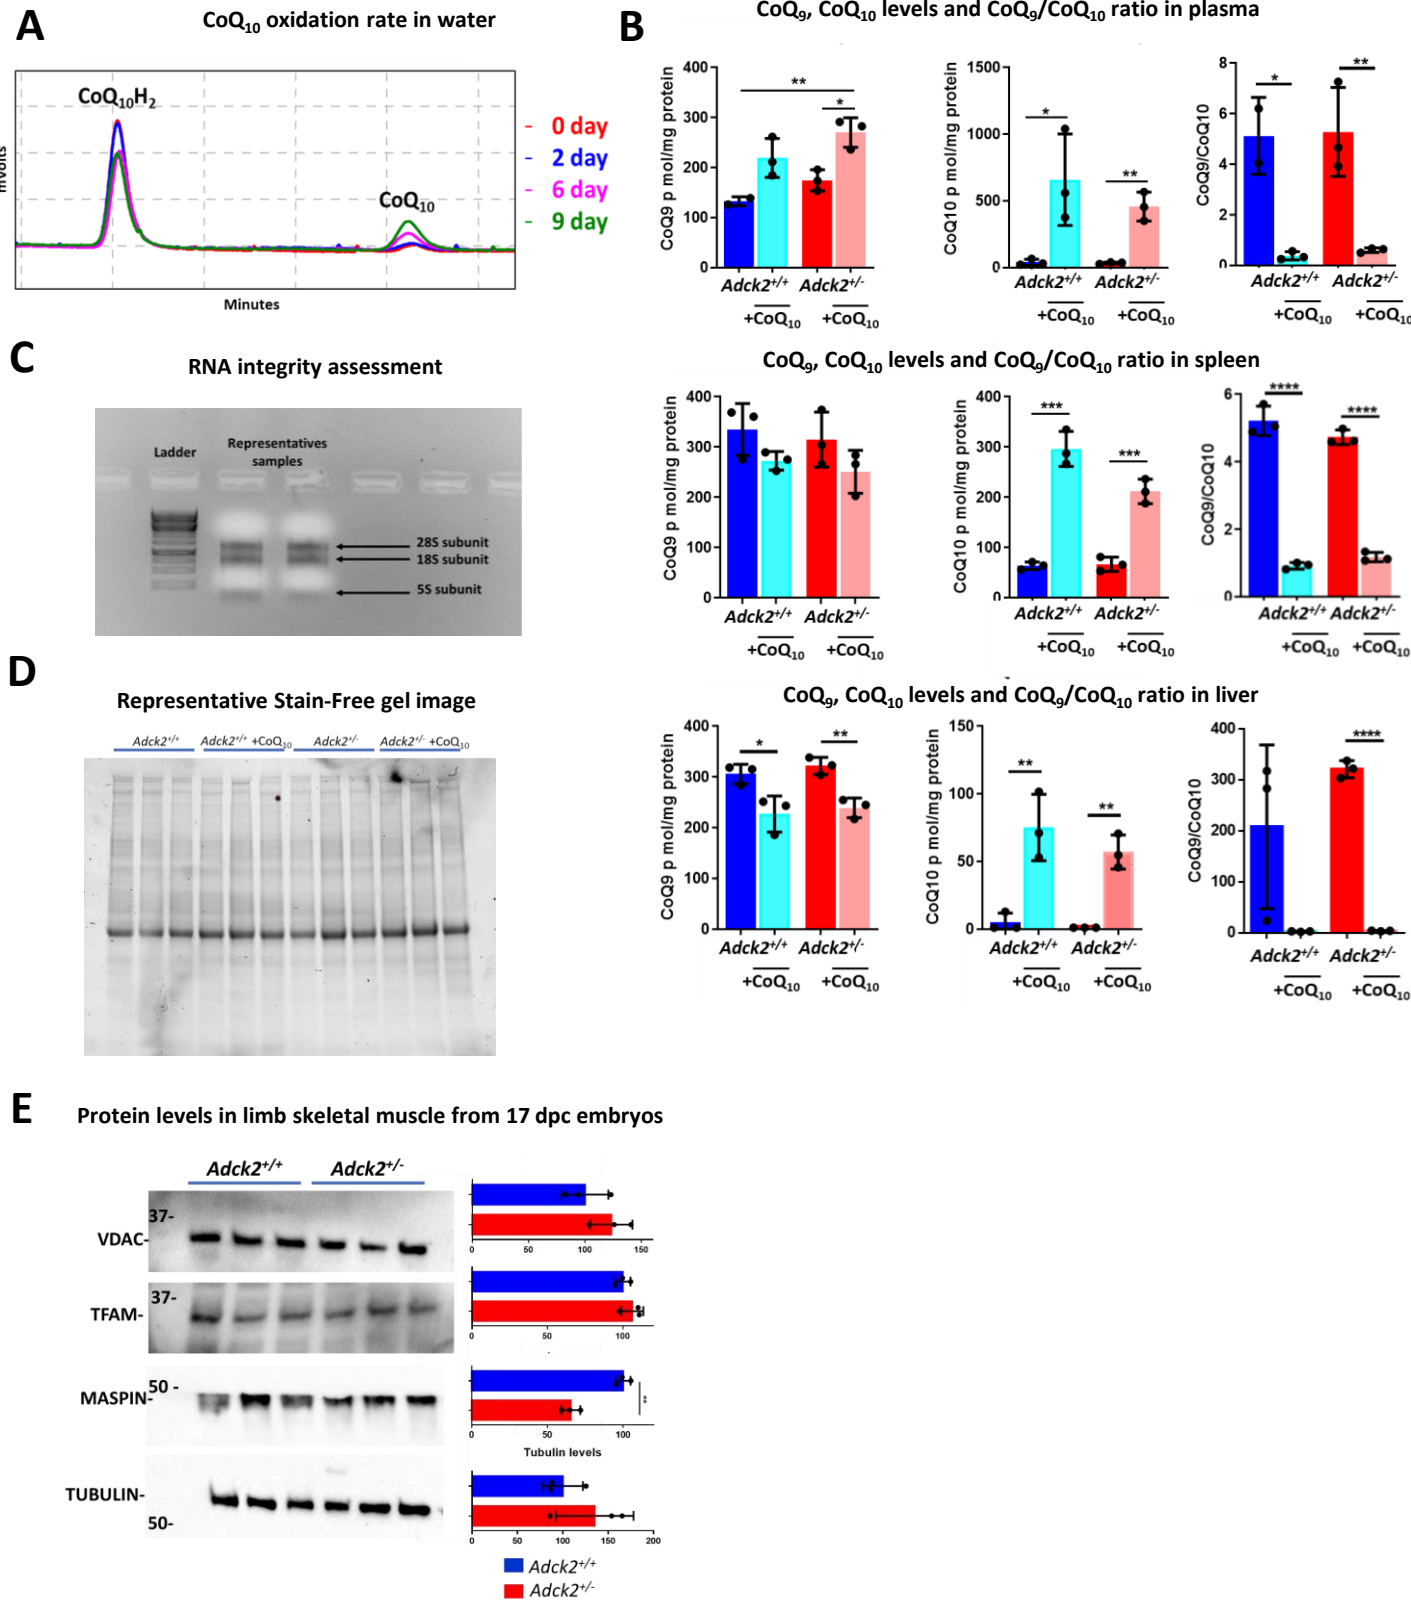

Figure Suppl 1

A

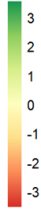

B

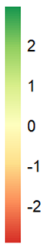

C

D

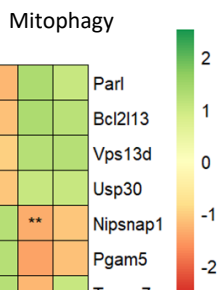

E

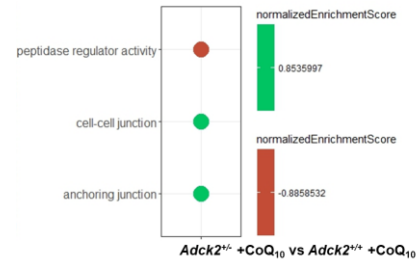

F

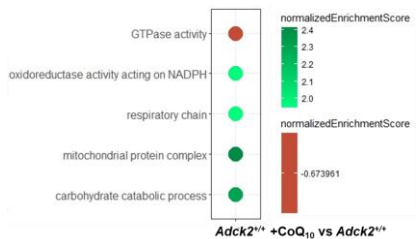

G

Figure Suppl 2

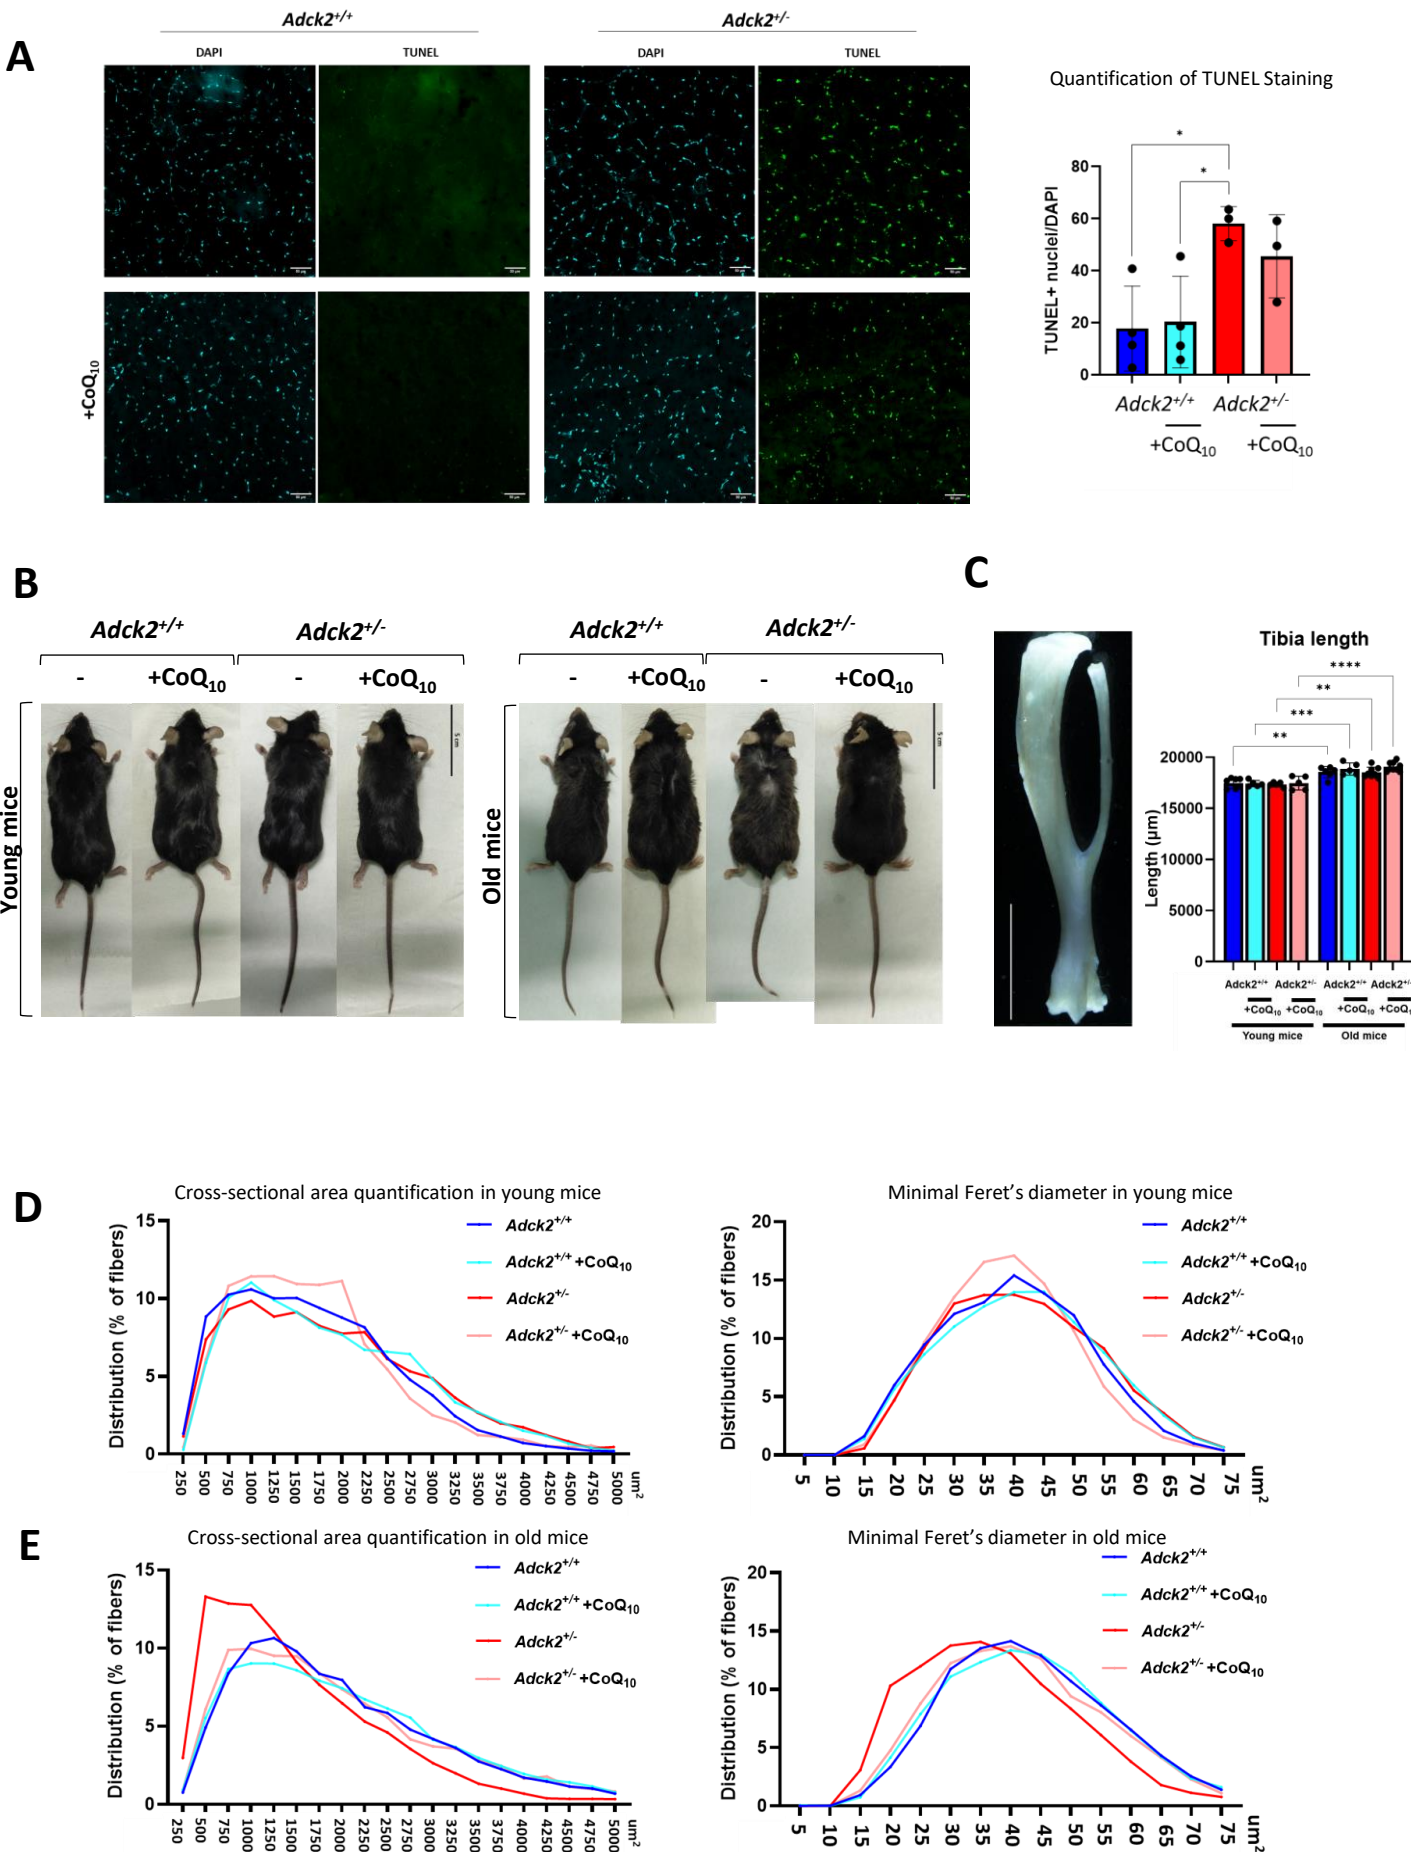

Figure Suppl 3

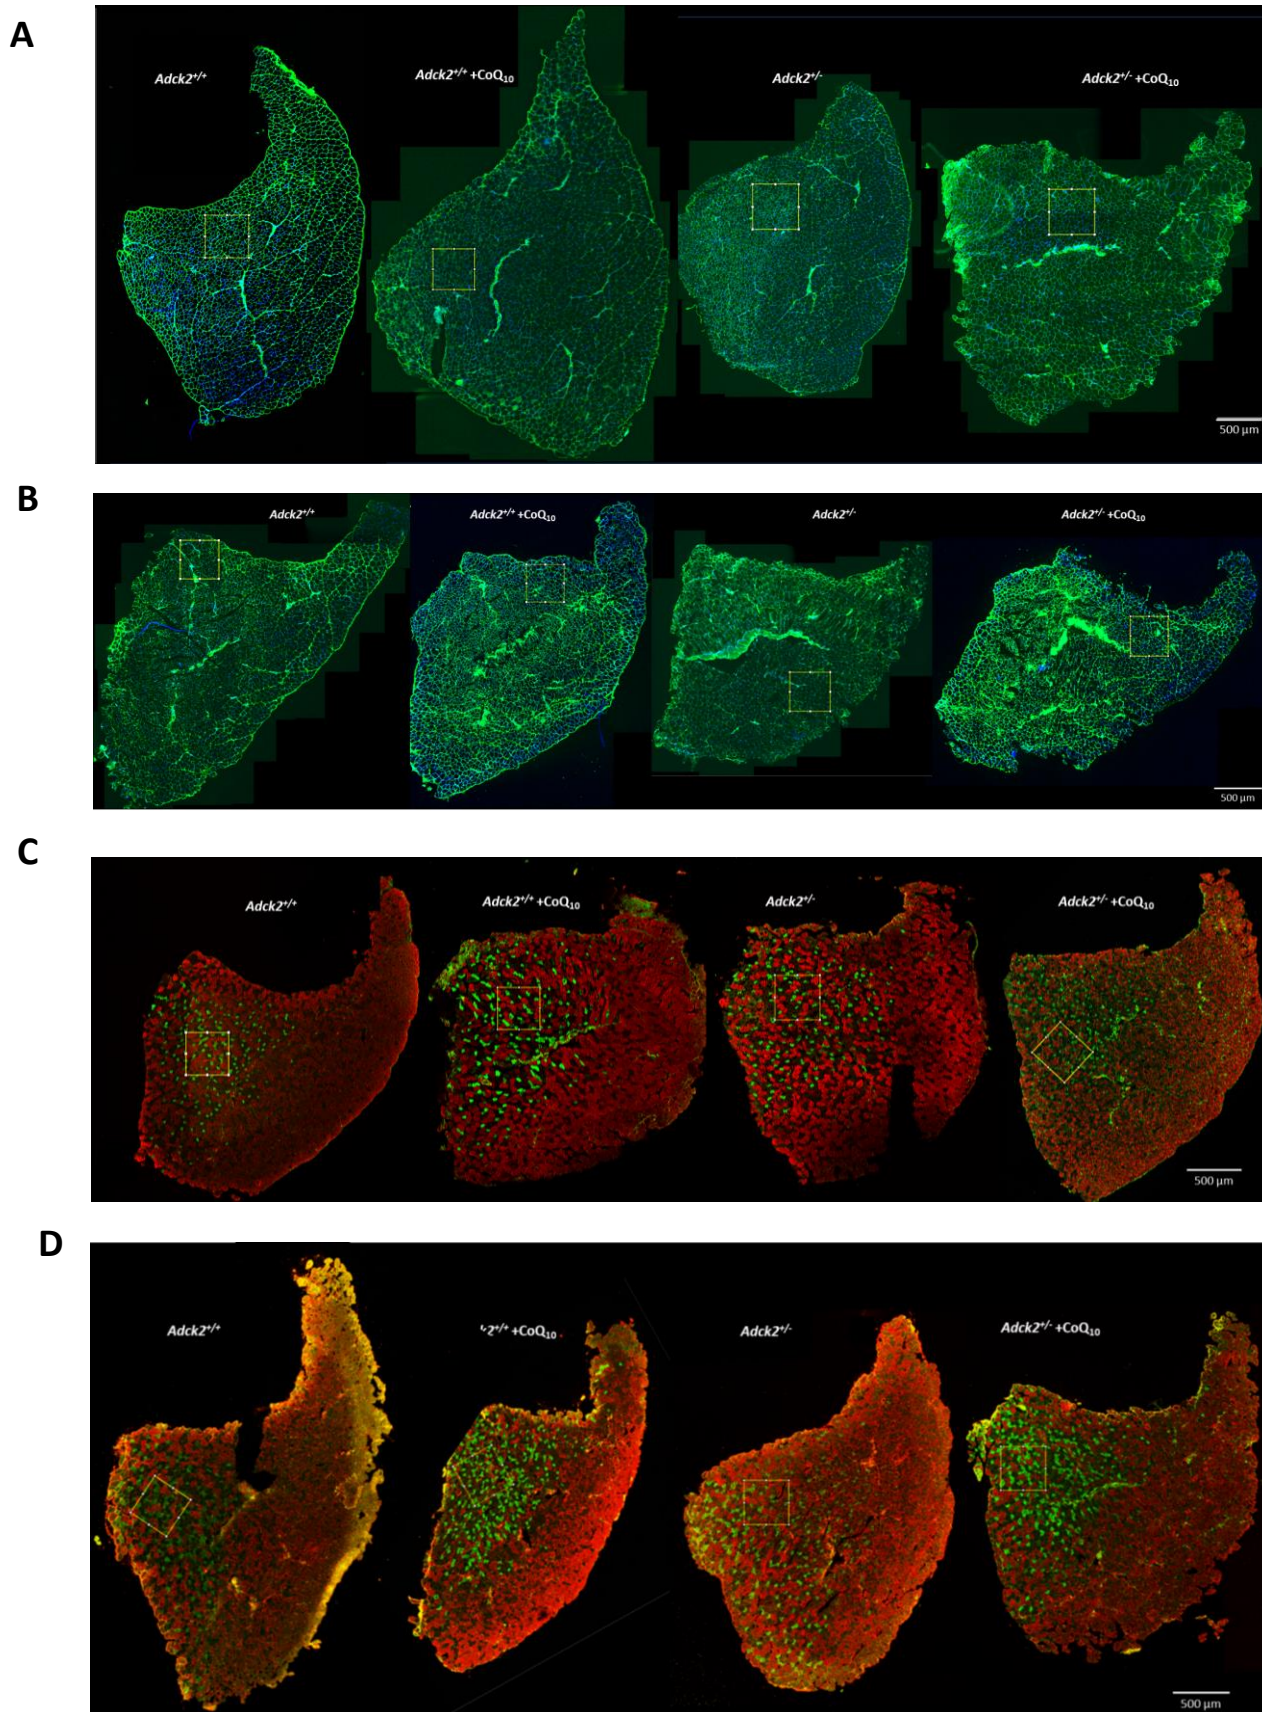

Figure Suppl 4

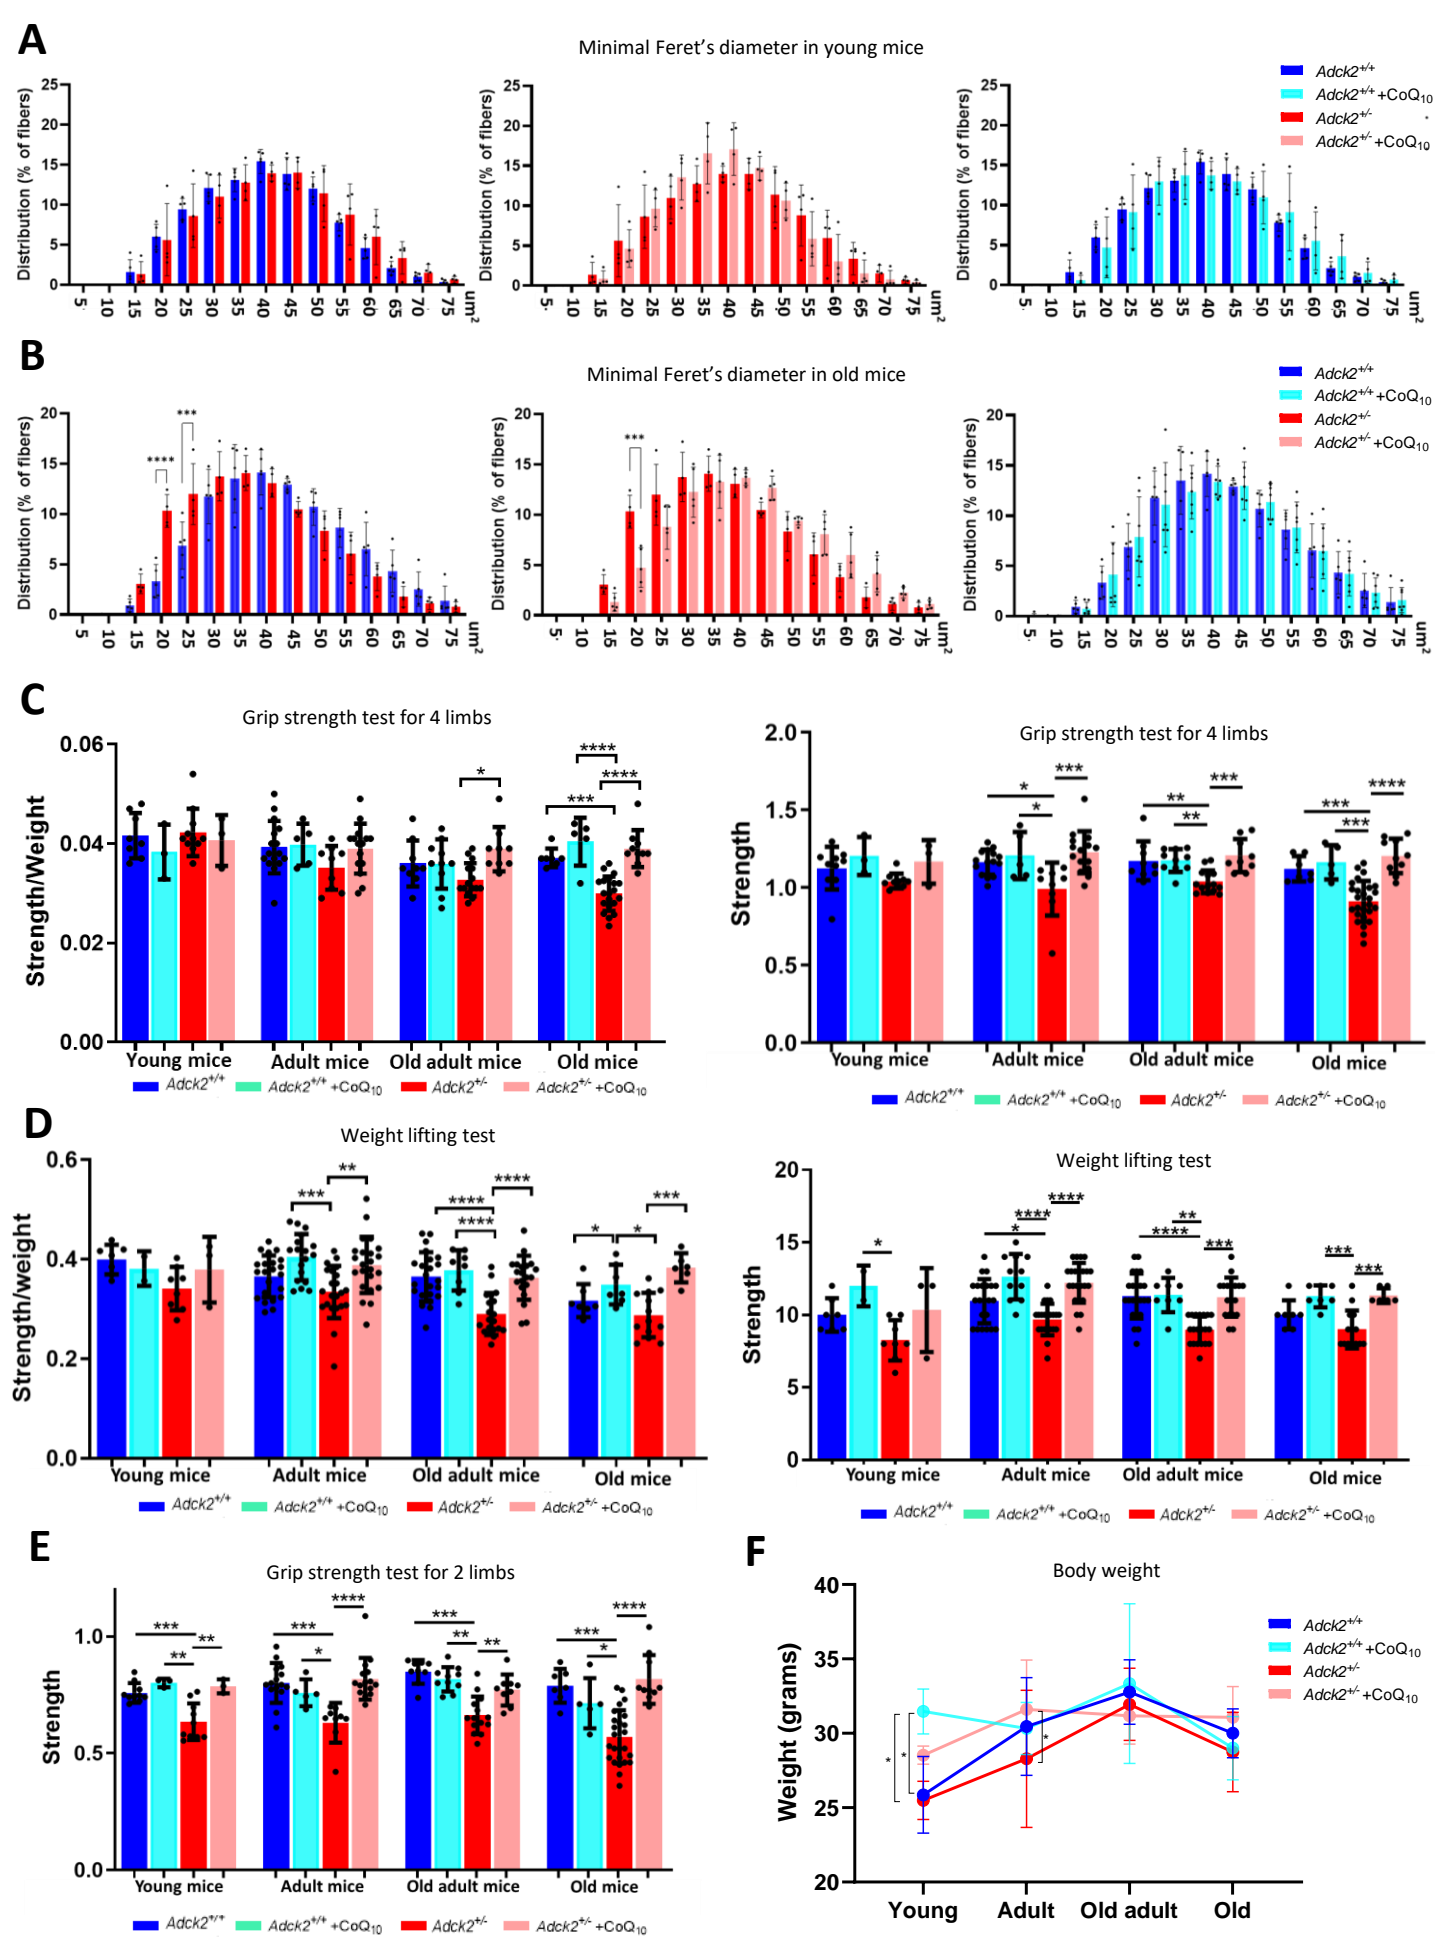

Figure Suppl 5

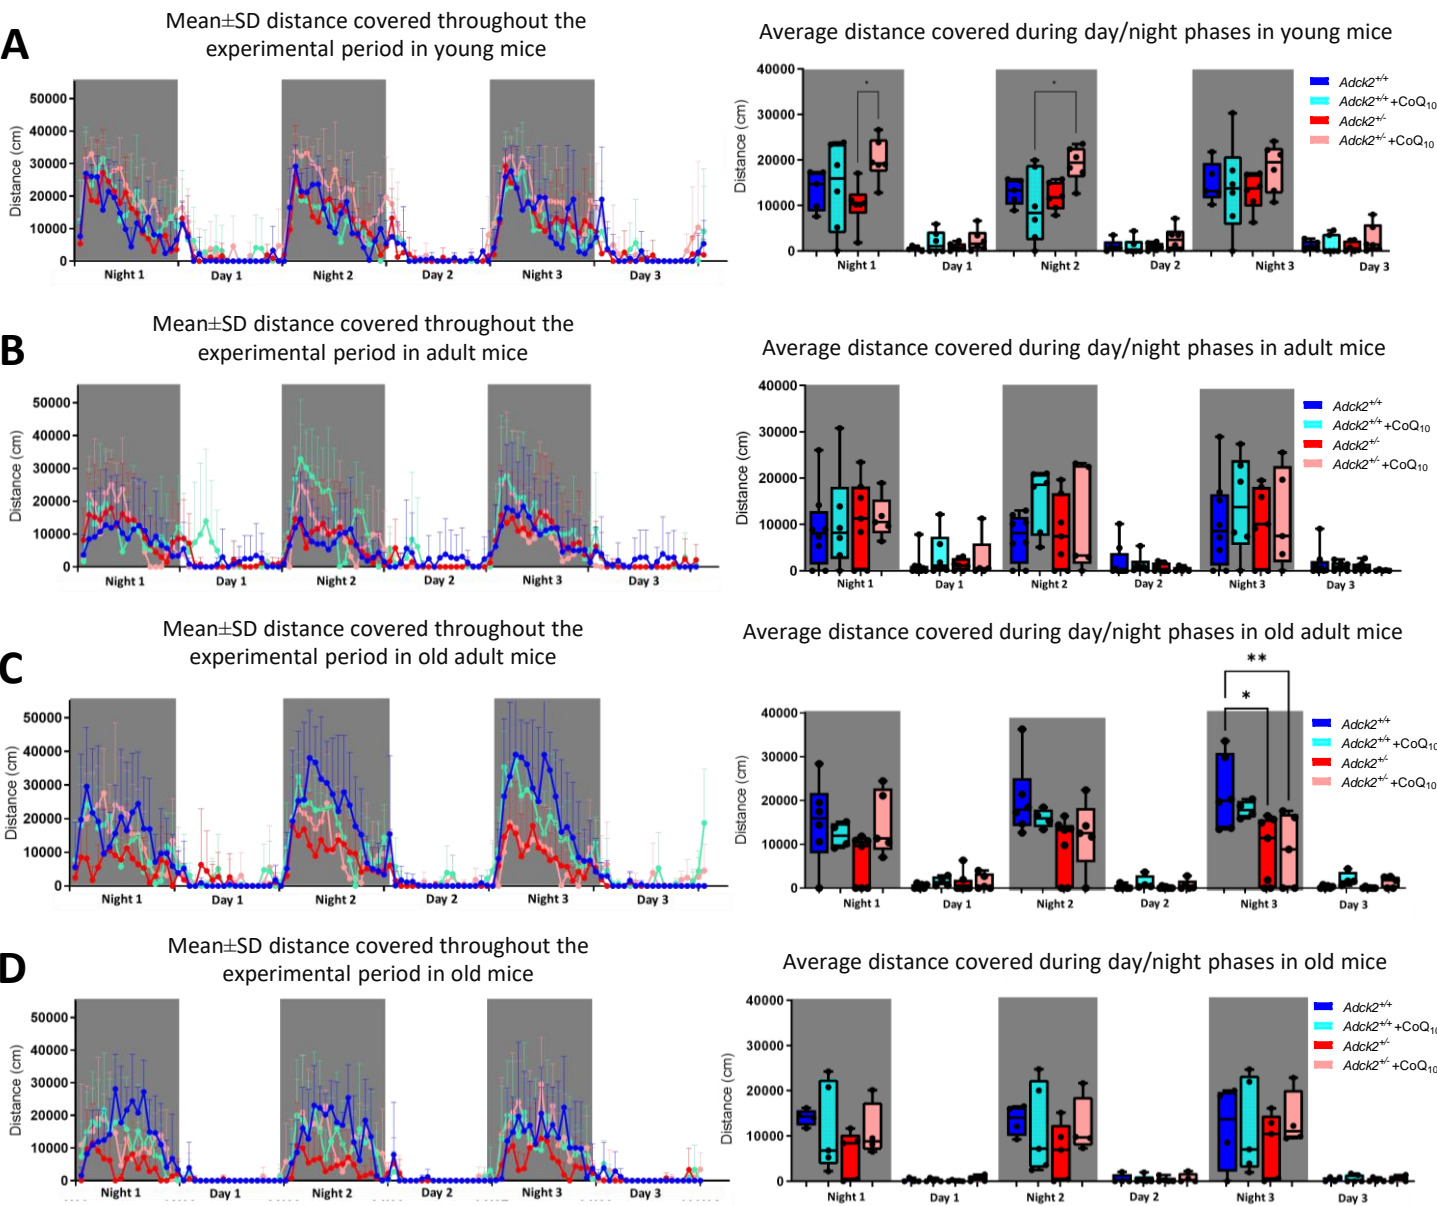

Figure Suppl 6

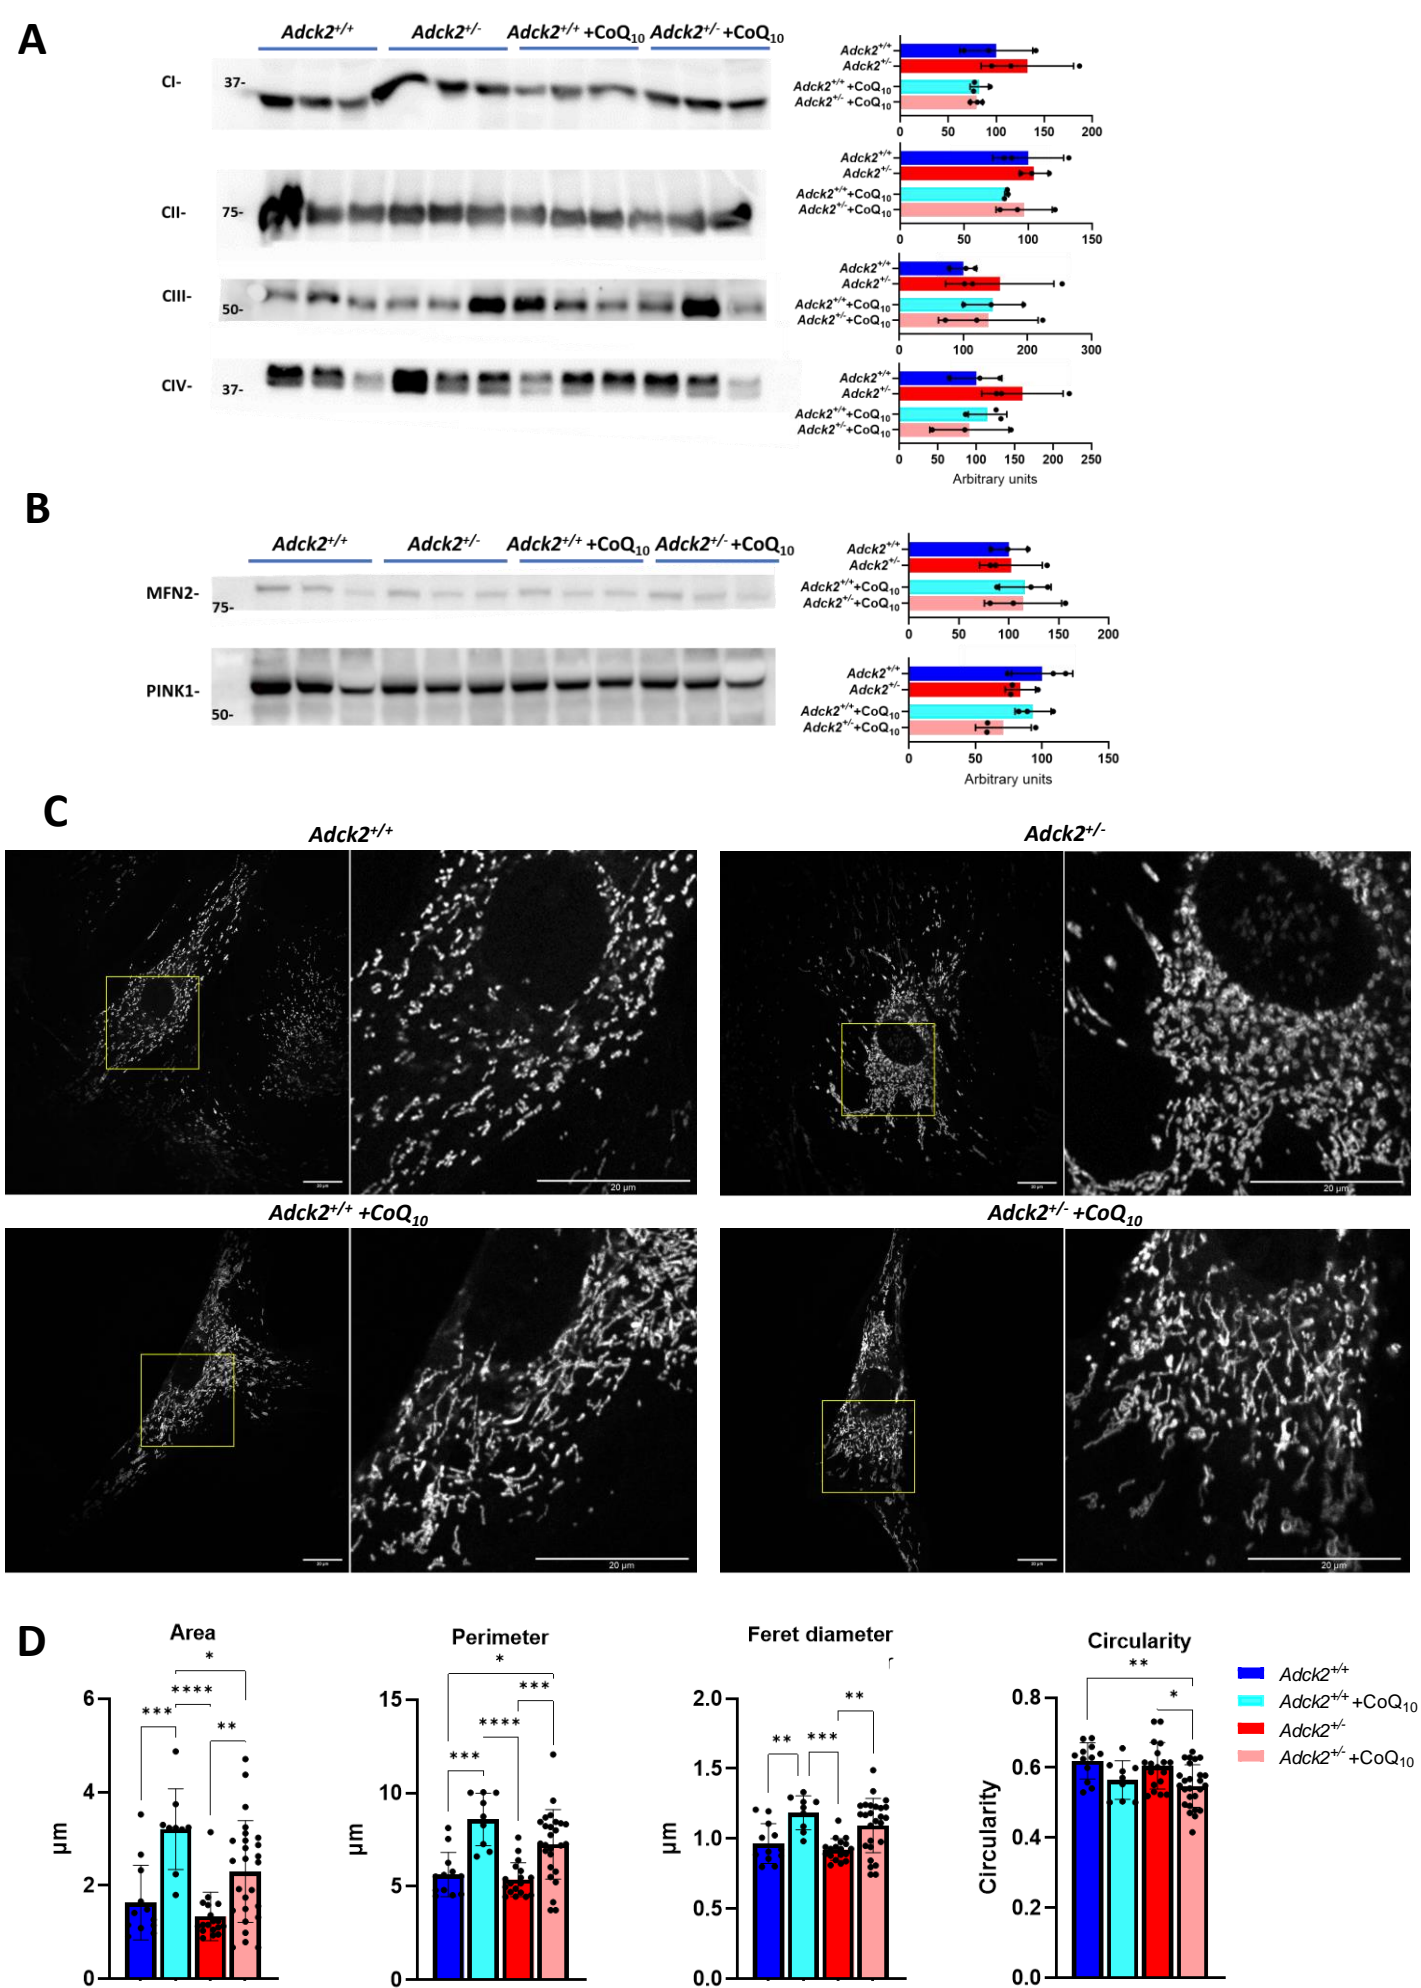

Figure Suppl 7

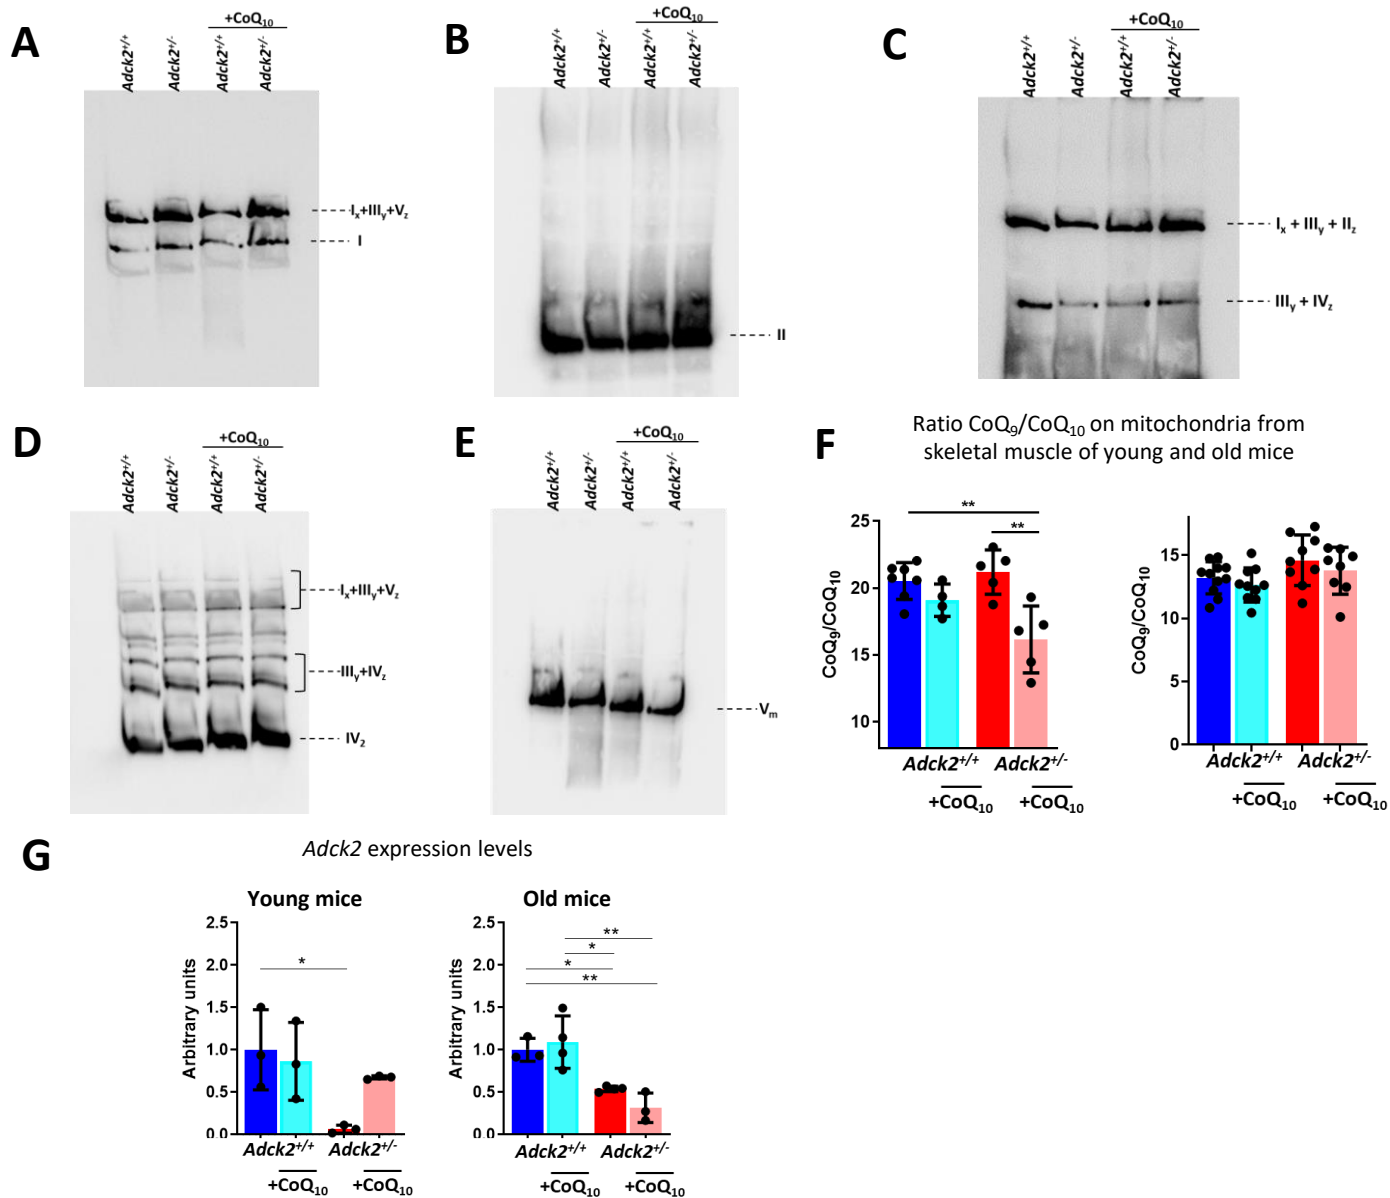

Figure Suppl 8

A

Young mice

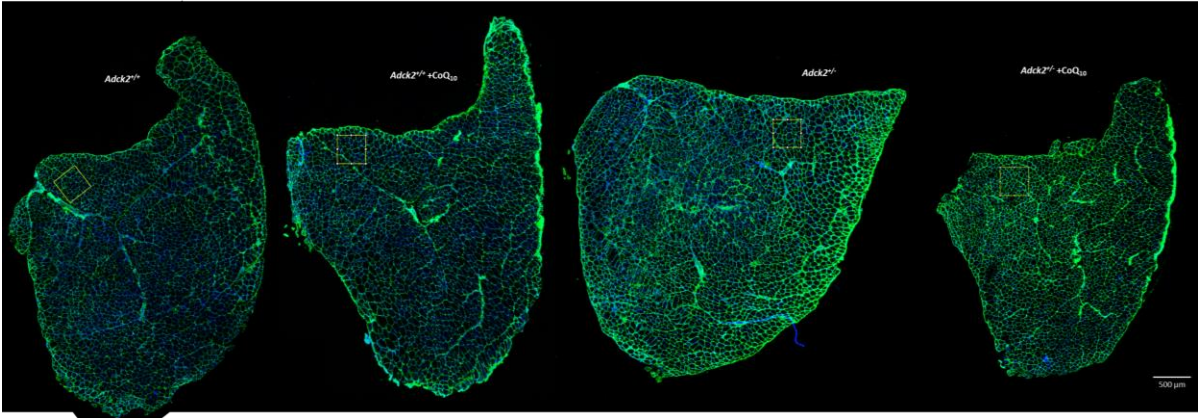

B

Old mice

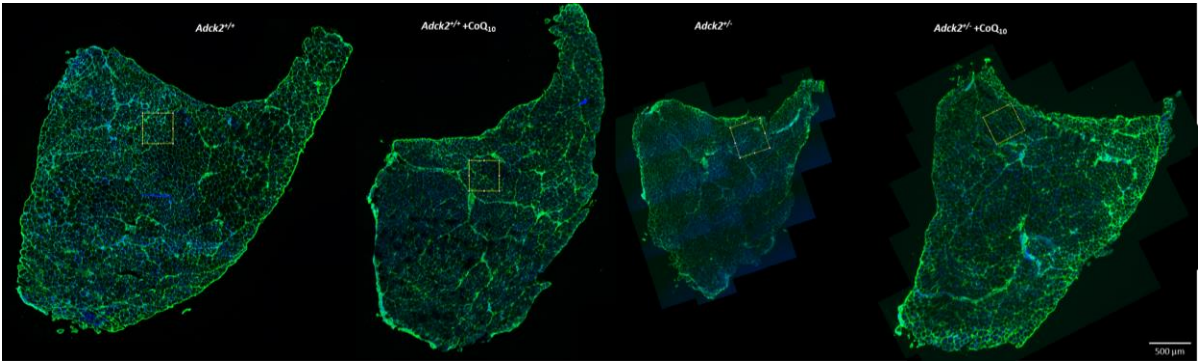

Figure Suppl 9

How the deposited data were processed for this re-analysis (not part of the article)

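RNA abundance was measured on Affymetrix Mouse Clariom D arrays in brain, liver and skeletal muscle of the limbs of embryos at 17 days post-coitum. There were 24 arrays in 8 groups of 3, namely brain, liver and muscle of untreated Adck2+/- and Adck2+/+ embryos, and muscle of both genotypes from mice given reduced CoQ10 in drinking water. The paper's methods give CoQ10 from adult mice on and over 2 generations of offspring, so that CoQ10 and breeding line cannot be told apart. The log2 signals were made by the authors in Transcriptome Analysis Console 4.0 and used as deposited, 1 value per probe set and array. The sources used here do not name the method of normalization or background correction. The values had 2 decimals, and no further normalization was applied to them.

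Probe sets were given the gene symbol that the array's annotation holds, and probe sets with several symbols or none were kept in the counts of probe sets and left out of the counts of genes. For tests of gene groups 1 probe set stood for each gene, the one with the highest mean over all arrays, since 348 genes have more than one. Outdated symbols of the annotation were replaced by current ones for 827 probe sets.

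Moderated tests came from limma 3.58.1 in R 4.3.3. Brain and liver were each fitted on 6 arrays, and the 4 muscle groups on 12 arrays with a mean for each group. The 18 untreated arrays were fitted together to test whether the effect of genotype differs between tissues, and the difference of the CoQ10 effect between genotypes was tested within the 12 muscle arrays. There were 7 pairwise comparisons. P values were adjusted by the method of Benjamini and Hochberg over all probe sets of the array, and a probe set was called at an adjusted p under 0.05 with a linear fold over 1.75. A single gene or a member of a list is described as higher or lower, or as having risen or fallen, at an adjusted p under 0.05 whatever its fold. Where a count is given as adjusted over the list alone, the adjustment took in the genes of that list only.

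Gene groups were tested with camera at a preset correlation of 0.01 between genes, with the correlation estimated, and with fry, and adjusted over the 54 lists tested, 29 of functions and 25 of cell types. One further list, of genes of mitochondrial DNA, had too few measured genes. Each test was tried on simulated data with known changes at the same numbers of arrays. The summary tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

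Named genes follow a rule set before the data were examined: each gene that the paper names, the 10 largest rises and the 10 largest falls among called genes in each pairwise comparison whose 3 arrays of one group all lie beyond the 3 of the other, and for each list described up to 4 members with the largest change past the adjusted test, or the 2 brightest members where none passed. Symbols that stand for unnamed predicted models were passed over, which was done by the pattern of the symbol. Values that the paper itself states were known when the rule was set. Genes outside the rule are marked where they appear.

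The alternatives tried were a fit of 2 groups alone, a fit of all 24 arrays, quantile normalization of the deposited values, centring of each array on its median, leaving out dim probe sets, eBayes with trend and robust settings, array weights, the unpaired test of the paper's statistics section with and without adjustment, the replicate number as a block, other fold thresholds, genes in place of probe sets, and leaving out each array in turn. Arrays hold no counts, so precision was judged from the 3 arrays of each group, and signals near the lower end of the scale cannot be separated from background. No array and no column of values was left out.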

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

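Of the tests in this part, those of genotype as the only cause of the lower keratinocyte genes, of an earlier stage, of more blood and of pancreas tissue, the splits of embryos, the single value that decides the question of sex, and the comparison of untreated Adck2+/- with CoQ10-treated Adck2+/+ muscle were chosen after the results were seen. Genes named here for a tissue in which they were not called were also chosen after their values were seen.

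The difference between CoQ10-treated and untreated muscle was unlike in the 2 genotypes for 1500 probe sets by an interaction term. Of 100 splits of the arrays 1, the real one, gave as many and the highest other gave 411, so that regrouping the muscle arrays at random seldom gives such a count. These splits shuffle the arrays over all muscle groups and so remove every difference between groups, not the interaction alone. They also take the arrays as independent, while litter is not given per array. They therefore do not decide whether chance accounts for the interaction itself. The effect of genotype differed between muscle and liver for 1181 probe sets, between muscle and brain for 1003 and between liver and brain for 82. Splits that take the 18 arrays as independent gave as many in 2, 9 and 4 of 100, with the highest other at 1595, 1287 and 142. The sex signals of the Adck2+/+ arrays match by replicate number in the 3 tissues, with both signals in replicate 3. These arrays may therefore share a source and not be independent, so the splits of 18 arrays decide nothing. All untreated Adck2+/- arrays carry Xist alone, so that their sex signals do not bear on this. Splits of the embryos number 10, too few for a share under 0.05, with the real split the 1 as large and the highest other at 0 in each contrast. For pairs of groups, 3 arrays against 3 make 10 splits, too few for a share under 0.1. There the real count against the highest other was 0 against 0 in brain (10 of 10 splits as large), and, with the real split the 1 as large in each case, 89 against 0 in liver, 1314 against 0 for genotype in muscle, 1626 against 0 for CoQ10 in Adck2+/- muscle, 1942 against 185 for CoQ10-treated Adck2+/- and untreated Adck2+/+ muscle, 98 against 0 between the CoQ10-treated genotypes and 2841 against 0 for CoQ10 in Adck2+/+ muscle.

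Genes of skin, which the paper does not discuss as such, were lower in Adck2+/- than in Adck2+/+ muscle. The medians were -1.57 for basal keratinocyte, -8.41 for suprabasal keratinocyte, -4.81 for cornified envelope, -2.22 for mast cell and -0.38 for fibroblast markers. The cornified envelope list also moved by 2.83 with CoQ10 in Adck2+/- muscle, by 2.85 between the CoQ10-treated genotypes and by -4.73 with CoQ10 in Adck2+/+ muscle.

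Genotype as the only cause of the lower keratinocyte genes is argued against by CoQ10-treated Adck2+/+ muscle, whose suprabasal list lies -9.07 from untreated Adck2+/+ muscle and 0.41 under untreated Adck2+/- muscle in a comparison that still calls 1430 probe sets. Sex was unevenly spread, since all untreated Adck2+/- and CoQ10-treated Adck2+/+ muscle arrays carry Xist without a Y-linked signal, and between the genotypes Xist differs by 3.8 and the Y-linked genes by -2.47, both beyond the size set beforehand as a sign of a sex difference. Among arrays with Xist alone, however, the suprabasal level in untreated Adck2+/+ and CoQ10-treated Adck2+/- muscle stays above the other 2 groups by at least 2.79, with 2 arrays against 6, so that sex alone does not account for the keratinocyte genes. Other genes were not checked in this way. In brain and liver all Adck2+/- arrays also carry Xist alone, while Adck2+/+ replicate 1 carries a Y-linked signal alone and replicate 3 both. Sex and genotype therefore cannot be told apart in the changes of those tissues. For more skin in some muscle dissections, the prediction was that all 3 keratinocyte lists fall and the myofibre list does not. It held, since the highest of the 3 keratinocyte medians is -1.57, and Krt5, Krt14, Krt1 and Krt10 all fall by far more than 2-fold. A change of the skin itself would meet the same prediction, so that the test cannot tell these apart. Unequal skin in the dissections of limb muscle is a candidate explanation. A change of the skin itself by genotype and CoQ10 together, or of litter, stays open and was not tested. In values looked at afterwards, not every skin gene kept the order of the lists. In CoQ10-treated Adck2+/- muscle Flg was at 16.20, against 11.05 in untreated Adck2+/+ muscle. Krtap13 was there at 3.79, against 7.90 in untreated Adck2+/- muscle. Liver tissue carried over in part of the muscle samples cannot be told apart from none, with a hepatocyte median of 0.66 and a wide spread among the arrays of a group.

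Hbb-y, an embryonic globin outside the genes the paper discusses, was higher in Adck2+/- muscle by 4.27. In brain and liver it changed by 2.63 (adjusted p = 0.56 from limma) and 2.74 (adjusted p = 0.095 from limma), which did not pass, with all 3 Adck2+/- arrays above all Adck2+/+ arrays in each. More blood as the cause of the difference in brain is argued against, since the measured erythroid markers without Hbb-y had a median of -0.29 there. Hba-a1, Hbb-bt and Hbb-bs are not among the measured markers. In liver the median was -0.05, but Alas2, Slc4a1, Rhag and Car2 lay at 16.93 to 18.01 in Adck2+/+ liver, near the top of the scale. Added blood could hardly move that median, so that more blood cannot be told apart in liver. In muscle, the tissue in which Hbb-y passed, the median of the same erythroid markers was 0.62 with 9 of 9 above 0. This lies between the bounds of the test, so that more blood cannot be told apart there as part of the rise. An earlier developmental stage of the untreated Adck2+/- embryos may contribute and cannot be told apart, since 15 genes of late fetal liver had a median of -0.55 with 13 under 0, short of the bound of the test, and 3 past the adjusted test, Arg1 at -1.26, Hpd at -1.1 and Uox at -1.77. A list of 7 genes of earlier embryos, 2 of them globins, had medians of 0.30 in liver and 0.20 in muscle, with 6 of 7 above 0 in each and Hba-x alone past the adjusted test, in muscle. The paper reports that untreated Adck2+/- embryos were smaller at this age. All arrays are labelled 17 days post-coitum, and litter is not given per array.

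Ctrb1 was higher in Adck2+/- liver by 6.28, together with 4 other genes of the exocrine pancreas, in liver, whose single genes the paper does not discuss. A test list of 17 other acinar genes had a median of 0.08, with 12 above 0 and none past the adjusted test. Pnliprp2 at 1.05, Try4 at 0.87 and Cpb1 at 0.56 went with the pattern (adjusted p of 0.11, 0.069 and 0.15 from limma). Pancreas tissue collected with these livers cannot be told apart from its absence, since most of the list lies near the lower end of the scale, at 3.98 to 6.25 in Adck2+/+ liver, and no array shows how strongly a pancreas of this age holds these genes. The rule that a member beyond a 1.75-fold change keeps the question open was set after the values were seen. No biological explanation was tested.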

How the results depend on the processing

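Leaving out arrays for the differences between tissues or genotypes and for the shares of changes opposed by CoQ10 was chosen after the data were seen, as was counting the gene lists past the test. A gene list is described as reversed only where it passes the test in the reported or in the alternative analysis.

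Leaving out 1 array in turn left 143 counts and shares within 1.5 times the reported value and moved 25, and the other settings left 137 and moved 37. For named genes, 128 calls were lost, 2 gained and 1148 kept when an array was left out, and 50 lost, 11 gained and 1591 kept under the other settings. For gene lists these were 89, 78 and 2091, and 275, 11 and 1579, with 10 reversed.

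Where a count moved, its range without 1 array was 0 to 8 in brain (8 without Adck2+/+ replicate 2), and 6 to 426 in liver, with 212, 6 and 6 without Adck2+/- replicates 1, 2 and 3 and 19, 426 and 8 without Adck2+/+ replicates 1, 2 and 3. It was 721 to 1443 for CoQ10 in Adck2+/- muscle (818, 1040 and 721 without CoQ10-treated replicates 1, 2 and 3, and 899 and 744 without untreated replicates 2 and 3), 1289 to 2291 for CoQ10-treated Adck2+/- against untreated Adck2+/+ muscle (1289 without CoQ10-treated replicate 2), and 56 to 98 between the CoQ10-treated genotypes (56 without Adck2+/+ replicate 2 and 61 without Adck2+/- replicate 3). It was 973 to 1876 for the difference of the CoQ10 effect (973 without CoQ10-treated Adck2+/+ replicate 2), and 39 to 109 for liver minus brain (51 without brain Adck2+/- replicate 2, 40 and 39 without brain Adck2+/+ replicates 2 and 3, 47 without liver Adck2+/- replicate 2, and 54, 46 and 46 without liver Adck2+/+ replicates 1, 2 and 3). The share of genotype changes opposed by CoQ10 ran from 13 to 28.7% (14.3 and 13 without CoQ10-treated Adck2+/- replicates 1 and 3), and by sign alone it was 90%. For genotype in muscle the count ran from 908 to 1567, within 1.5 times the reported one. Fewer arrays give less precision, and the cause of the higher counts was not tested. The highest counts in brain and liver came without Adck2+/+ replicate 2, the only Adck2+/+ array there with Xist alone. Without it, all Adck2+/- arrays of these tissues carry Xist alone and the remaining Adck2+/+ arrays a Y-linked signal.

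A fit of the 2 groups alone gave 688 probe sets for genotype in muscle and 193 between the CoQ10-treated genotypes. A fit of all 24 arrays gave 45 in brain, 180 in liver, 282 between the CoQ10-treated genotypes and 2261 for the difference of the CoQ10 effect. Array weights gave 128 for liver minus brain. The cause was not tested. The unpaired test that the paper's statistics section names, with unadjusted p, gave 133 in brain, 517 in liver and 504 between the CoQ10-treated genotypes. With adjustment it gave 0 in liver, 7 for genotype in muscle, 33 for CoQ10 in Adck2+/- muscle, 0 against untreated Adck2+/+ muscle, 0 between the CoQ10-treated genotypes and 11 for CoQ10 in Adck2+/+ muscle. The limma counts at an unadjusted p under 0.05, which take in any fold and so are not like the unpaired counts, were 3468 in brain and 6589 in liver. No fold threshold gave 3084 for CoQ10 in Adck2+/- muscle, 3333 for CoQ10-treated Adck2+/- against untreated Adck2+/+ muscle and 5676 for CoQ10 in Adck2+/+ muscle, and a fold over 2 gave 953 in the first. Genes in place of probe sets, with p adjusted over the genes alone, gave 850 in the first and 1754 in the last. With p adjusted over all probe sets the called probe sets name 797 and 1704 genes.

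With the replicate number as a replicate block, liver gave 9 probe sets, all among those reported, and the other counts stayed within 1.5 times. With the embryo, taken as genotype and replicate number, as a block, a setting chosen after the data were seen, the tissue contrasts gave 1236 probe sets for muscle minus liver, 1042 for muscle minus brain and 63 for liver minus brain, of which 1094, 923 and 55 were among those reported. Every array correlated best with its own replicate number between liver and brain of Adck2+/+ embryos (r of 0.29, 0.24 and 0.19), muscle and brain of Adck2+/+ (0.25, 0.07 and 0.29), muscle and liver of Adck2+/- (0.21, 0.08 and 0.12) and liver and brain of Adck2+/- embryos (0.05, 0.12 and 0.12), but not between muscle and liver of Adck2+/+ or muscle and brain of Adck2+/- embryos. The replicate numbers are not shown to pair the arrays of the 2 genotypes, since in no such comparison did every array correlate best with its own number. The cause was not tested.

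The number of gene lists past the test depends most on the correlation between genes. With the correlation estimated it fell from 13 to 0 in brain, from 12 to 0 in liver, from 26 to 7 for genotype in muscle, from 36 to 1 for CoQ10 in Adck2+/- muscle, from 35 to 0 against untreated Adck2+/+ muscle, from 28 to 1 between the CoQ10-treated genotypes and from 27 to 1 for CoQ10 in Adck2+/+ muscle. With fry it was 0, 5, 15, 18, 23 and 5 in the first 6 of these.

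The sign of a list median reversed in 10 cases when 1 array was left out, and the range without 1 array is given for each list. For genotype in muscle it was caspases and apoptosis (0.02 without Adck2+/- replicate 2, range -0.07 to 0.02). For CoQ10 in Adck2+/- muscle these were defence against reactive oxygen species (-0.07 without CoQ10-treated replicate 3, -0.03 without untreated replicate 2, range -0.07 to 0.08), mitochondrial biogenesis (-0.04 without CoQ10-treated replicate 3, range -0.04 to 0.14) and cartilage (-0.1 without untreated replicate 2, range -0.1 to 1.4). Between the CoQ10-treated genotypes these were the respiratory chain (-0.11, range -0.11 to 0.17) and tendon (0.22, range -0.2 to 0.22) without Adck2+/- replicate 3, and glycolysis (0.07, range -0.17 to 0.07) and interferon response (0.08, range -0.31 to 0.08) without Adck2+/+ replicate 3, and so did the cholesterol synthesis list, muscle Adck2+/- + CoQ10 vs Adck2+/+ + CoQ10 (0.05 without Adck2+/+ replicate 3, range -0.45 to 0.05). The cause was not tested.

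Scaling moved no median of all probe sets by over 0.1 in a pairwise comparison. As deposited, that of the difference of the CoQ10 effect was -0.117. In simulated data at the same array numbers, 27 of 50 changes of 2-fold and 44 of 50 of 4-fold were called in brain, so that smaller changes are missed there.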

Differences from the paper's values

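No test in this part was chosen to come closer to the paper, and the alternatives named were set before the data were examined. The paper's thresholds, an adjusted p under 0.05 and a fold over 1.75, were used, and probe sets were counted where the paper counts genes.

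In liver the paper gives 255 deregulated genes, and 89 probe sets were called here. The value falls within 1.5 times the paper's in the fit of all 24 arrays (180) and without liver Adck2+/- replicate 1 (212). It does not with quantile normalization (86), centring (98), dim probe sets left out (128), trend and robust settings (116), array weights (87), the unpaired test of the paper's statistics section unadjusted (517) or adjusted (0), the replicate block (9), no fold threshold (91), a fold over 2 (77), genes in place of probe sets (99), or without any other array (6, 6, 19, 426 and 8). At an unadjusted p under 0.05 limma gives 6589.

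By direction, the paper shows about 24 higher and about 230 lower genes in liver in Fig. 1A, read by eye, against 11 and 78 here. For the higher genes the gap closes with all 24 arrays (20), with dim probe sets left out (16) and without Adck2+/+ replicate 2 (18), and for the lower ones with all 24 arrays (160) and the unadjusted unpaired test (303). The other alternatives leave it.

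Between CoQ10-treated and untreated Adck2+/- muscle the paper shows about 680 higher and about 290 lower genes in Fig. 1C, read by eye, against 1158 and 468 here. For the higher genes the gap closes with quantile normalization (981), a fold over 2 (700), genes in place of probe sets (599) and without each of the 6 arrays in turn (499 to 805). For the lower ones it closes with the 2-group fit (355), centring (369), a fold over 2 (253), genes (251) and without each array other than untreated replicate 1 (202 to 315). The other alternatives leave it.

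The paper states that CoQ10 raised Pdss1 and Coq3 in Adck2+/- embryos along with Coq5, Coq9 and Adck3. The last 3 were higher here, at 1.84, 0.95 and 1.75. Coq3 changed by 0.74 against untreated Adck2+/- muscle (adjusted p = 0.097 from limma) and by 0.85 against Adck2+/+ muscle (adjusted p = 0.058 from limma). It passes against both in the fit of all 24 arrays, at an adjusted p of 0.026 and 0.009 from limma, and against Adck2+/+ muscle with dim probe sets left out, at 0.038, and without CoQ10-treated Adck2+/- replicate 1, at 0.035. No probe set names Pdss1 in the annotation used here, alone or among several symbols.

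The paper states that the repressed filament and junction terms returned to control levels with CoQ10. Of 15 desmosomal genes 6 were higher than without CoQ10 and 12 stayed lower than in Adck2+/+ muscle, and of 21 keratins 9 and 12. These lists are not the paper's terms. The paper states that the mutant profile was reverted to that of control embryos. Of the 1314 probe sets, 291 were opposed by CoQ10. Against Adck2+/+ muscle, 587 (44.7%) were no longer called with CoQ10 and 724 stayed called in the same direction. A probe set that is no longer called is not thereby shown to be at the control level. The 724 come from 2 comparisons that share the untreated Adck2+/+ arrays, where simulated unchanged groups had a correlation of 0.50 against 0.54 and a covariance of 0.0223 against 0.106. Their mean of 0 shared calls is no measure for the 724, since groups without any change give few calls to share.

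The paper's figure marks terms of reactive oxygen species as lower with CoQ10 in Adck2+/- muscle. Of 23 genes of that defence 3 were higher and none was lower, on a list that is not the paper's term.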

Other observations

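Apart from those of the tubulin genes and the overlap of the CoQ10 effects, the values in this part were chosen after they were seen. No explanation of them was tested.

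In muscle of untreated Adck2+/+ embryos replicate 1 carried a Y-linked signal without Xist, replicate 2 Xist alone and replicate 3 both, as in brain and liver. Of the tubulin genes, Tuba1a differed by 0.07 (adjusted p = 0.83 from limma) and Tubb5 by -0.07 (adjusted p = 0.88 from limma) between untreated Adck2+/- and Adck2+/+ muscle.

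Further genes outside the rule for named genes had these values. In brain, Alb and Afp changed by -5.14 and -2.71 in Adck2+/- embryos and did not pass (adjusted p of 0.45 and 0.67 from limma), with an SD of 2.33 and 1.54 among the Adck2+/+ arrays. In liver, Cym changed by 3.11 (adjusted p = 0.47 from limma), with 2 of 3 Adck2+/- arrays above all Adck2+/+ arrays. The fat hormone gene Adipoq was higher in CoQ10-treated than in untreated Adck2+/- muscle by 2.39 (adjusted p = 0.026 from limma), and Hba-x, an embryonic alpha-like globin, was higher by 1.27 in untreated Adck2+/- than in Adck2+/+ muscle (adjusted p = 0.002 from limma) and changed by -1.15 with CoQ10 (adjusted p = 0.0081 from limma).

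Across probe sets called with CoQ10, 479 of the 1626 in Adck2+/- muscle were called in the same direction in Adck2+/+ muscle, 444 higher and 35 lower, while over all probe sets the correlation of the 2 CoQ10 effects was 0 (covariance 0.000232, against -4.19e-05 simulated).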
